# Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1

**DOI:** 10.1016/j.celrep.2022.110830

**Published:** 2022-03-17

**Authors:** Joseph S. Bowness, Tatyana B. Nesterova, Guifeng Wei, Lisa Rodermund, Mafalda Almeida, Heather Coker, Emma J. Carter, Artun Kadaster, Neil Brockdorff

**Keywords:** chromatin, epigenetics, X inactivation, Xist RNA, Polycomb, SMCHD1, SPEN

## Abstract

X chromosome inactivation (XCI) is mediated by the non-coding RNA Xist, which directs chromatin modification and gene silencing in *cis*. The RNA binding protein SPEN and associated corepressors have a central role in Xist-mediated gene silencing. Other silencing factors, notably the Polycomb system, have been reported to function downstream of SPEN. In recent work, we found that SPEN has an additional role in correct localization of Xist RNA in *cis*, indicating that its contribution to chromatin-mediated gene silencing needs to be reappraised. Making use of a SPEN separation-of-function mutation, we show that SPEN and Polycomb pathways, in fact, function in parallel to establish gene silencing. We also find that differentiation-dependent recruitment of the chromosomal protein SmcHD1 is required for silencing many X-linked genes. Our results provide important insights into the mechanism of X inactivation and the coordination of chromatin-based gene regulation with cellular differentiation and development.

## Highlights

• SPEN and PRC1 pathways function in parallel to establish gene silencing by Xist RNA
• Removal of both pathways abolishes gene silencing and disrupts Xist localization
• Differentiation is required to achieve maximal X-linked gene silencing
• Differentiation-dependent SmcHD1 recruitment contributes to silencing of many genes

## Introduction

X chromosome inactivation (XCI) evolved in mammals to equalize the levels of X-linked gene expression in XX females relative to XY males (Lyon, 1961). The XCI process, which is developmentally regulated, is orchestrated by the X inactive specific transcript (Xist), a 17-kb non-coding RNA that accumulates in *cis* across the future inactive X (Xi) chromosome (Brockdorff et al., 1992; Brown et al., 1992; Lee and Jaenisch, 1997; Penny et al., 1996). Xist RNA recruits several factors that collectively modify chromatin/chromosome structure to silence X-linked genes (Boeren and Gribnau, 2021). Although XCI commences rapidly with the onset of Xist RNA expression, gene silencing is established progressively over a period of days (Borensztein et al., 2017; Lin et al., 2007; Marks et al., 2015; Sousa et al., 2019). Several X-linked genes exhibit partial or complete escape from X inactivation (Posynick and Brown, 2019).

Gene silencing by Xist RNA is mediated principally by the A-repeat element, a tandem repeat located at the 5′ end of the transcript (Wutz et al., 2002). Recent studies have identified the RNA binding protein (RBP) SPEN as the critical silencing factor that recognizes this element (Lu et al., 2016; McHugh et al., 2015; Monfort et al., 2015). Thus, SPEN loss of function or deletion of the A-repeat result in strong abrogation of chromosome silencing (Chu et al., 2015; Dossin et al., 2020; McHugh et al., 2015; Moindrot et al., 2015; Monfort et al., 2015; Nesterova et al., 2019). SPEN interacts with the corepressor NCoR-HDAC3 through a C-terminal SPOC domain (Ariyoshi and Schwabe, 2003; Dossin et al., 2020), and this pathway plays an important role in Xist-mediated silencing (McHugh et al., 2015; Żylicz et al., 2019). Recent evidence indicates that the SPEN SPOC domain may also recruit other factors that contribute to Xi gene silencing (Dossin et al., 2020) and that SPEN has a SPOC-independent function in ensuring localization and accumulation of Xist RNA across the Xi chromosome (Rodermund et al., 2021). Accordingly, deletion/mutation of the SPEN SPOC domain alone does not fully recapitulate the silencing deficiency observed in SPEN-null cells or after deletion of the A-repeat (Dossin et al., 2020; Rodermund et al., 2021).

Several factors in addition to SPEN have been implicated in Xist-mediated silencing (reviewed in Brockdorff et al., 2020). The most notable example is the Polycomb system, comprising the multiprotein Polycomb repressive complexes PRC1 and PRC2, which catalyze the histone modifications H2AK119ub1 and H3K27me3, respectively (de Napoles et al., 2004; Plath et al., 2003; Silva et al., 2003). Polycomb recruitment to Xi is initiated by the RBP hnRNPK, which also binds to a tandem repeat element in Xist RNA exon 1: the B/C-repeat (here PID region) (Bousard et al., 2019; Colognori et al., 2019; Nesterova et al., 2019; Pintacuda et al., 2017). hnRNPK interacts with PCGF3/5-PRC1 complexes to promote deposition of H2AK119ub1. This step triggers a positive feedback cascade leading to recruitment of other PRC1 complexes and PRC2 (Almeida et al., 2017). PCGF3/5 loss of function or deletion of the Xist PID region impairs Xi gene silencing, but not to the same degree as SPEN loss of function (Bousard et al., 2019; Colognori et al., 2019, 2020; Nesterova et al., 2019). Polycomb-mediated gene silencing in XCI has been attributed principally to PRC1 and H2AK119ub1 rather than PRC2/H3K27me3 (Almeida et al., 2017; Nesterova et al., 2019). Similar to SPEN, the Polycomb pathway has been reported to have a secondary function in Xist RNA localization (Colognori et al., 2019).

Recruitment of SPEN and the Polycomb system to Xi occurs rapidly at the onset of Xist RNA expression, consistent with their role in early establishment of gene silencing (Dossin et al., 2020; Nesterova et al., 2019; Żylicz et al., 2019). Conversely, some other XCI-associated factors, notably the histone variant macroH2A and the chromosomal protein SmcHD1, are concentrated on Xi after several days of Xist RNA expression, as determined by analysis of differentiating XX mouse embryonic stem cells (mESCs) (Gendrel et al., 2012; Mermoud et al., 1999). SmcHD1 recruitment to Xi is dependent on establishment of PRC1-mediated H2AK119ub1 (Jansz et al., 2018a). Loss of SmcHD1 function results in female-specific embryo lethality attributable to failure of silencing in a subset of Xi genes (Blewitt et al., 2008; Gendrel et al., 2013; Mold et al., 2013). There is evidence that SmcHD1 facilitates long-term maintenance of X inactivation (Sakakibara et al., 2018; Wang et al., 2019), but a possible role in establishment of gene silencing has not been investigated in depth. SmcHD1 is important for DNA methylation of Xi CpG islands (Blewitt et al., 2008; Gendrel et al., 2012) and establishment of a unique chromosome architecture on Xi (Gdula et al., 2019; Jansz et al., 2018b; Wang et al., 2018).

In this study, we analyze a series of loss-of-function mESC lines to elucidate the interplay of SPEN, Polycomb, and SmcHD1 in Xist-mediated X chromosome silencing.

## Results

### Defining the role of the SPEN SPOC domain in Xist-mediated gene silencing

In recent work, we derived SPEN^SPOCmut^ interspecific XX mESC lines with point mutations that abrogate SMRT/NCoR interaction with the SPEN-SPOC domain (Figure S1A; Ariyoshi and Schwabe, 2003; Oswald et al., 2016; Rodermund et al., 2021) and found that Xist-mediated silencing is only partly reduced, contrasting with reports using complete loss-of-function SPEN mutations (Dossin et al., 2020; Monfort et al., 2015; Nesterova et al., 2019). Equivalent conclusions were reached in an independent study that analyzed XX mESCs with deletion of the SPOC domain (Dossin et al., 2020). The degree of silencing observed after 1 day of Xist induction is highly similar in the two studies (Figure S2A), suggesting that the precise SPEN^SPOCmut^ point mutation has a biological effect equivalent to that seen with complete deletion of the SPOC domain. The silencing activity that is retained after mutation of the SPOC domain is referred to hereafter as SPOC-independent silencing.

To further investigate SPOC-independent silencing, we extended our analysis across a more complete X inactivation time course. We optimized a protocol for deriving neuronal precursor cells (NPCs) from mESCs (Conti et al., 2005; Splinter et al., 2011), enabling analysis of the temporal trajectory of Xist-mediated silencing in a highly synchronous and homogeneous model. We assayed X-linked gene silencing by chromatin-associated RNA sequencing (ChrRNA-seq) over daily time points of NPC differentiation and found that Xist-mediated gene silencing is largely complete by around day 7 in wild-type (WT) interspecific XX lines with doxycycline-inducible Xist on the *Mus musculus domesticus* allele (iXist-ChrX_Dom_) (Figure S2B). Accumulation of Xist RNA, as quantified from ChrRNA-seq data, increased progressively over the same time course (Figure S2B).

We then analyzed Xist-mediated silencing during NPC differentiation in SPEN^SPOCmut^ mESCs, which were derived from the iXist-ChrX_Dom_ parental line. Consistent with our previous study (Rodermund et al., 2021), partial silencing is observed in SPEN^SPOCmut^ mESCs after 1 day of Xist induction (Figures 1A and S2C). SPOC-independent silencing persisted and, in fact, marginally increased at later time points up to day 6 of NPC differentiation (Figure 1A). These findings contrast with the near complete loss of silencing observed using the SPEN^ΔRRM^ mutation (Nesterova et al., 2019) and A-repeat deletion (Coker et al., 2020), as shown in Figure S2C. Levels of Xist RNA were slightly reduced compared with WT iXist-ChrX_Dom_ (Figure 1B), but not to the dramatic extent observed in the SPEN^ΔRRM^ or Xist^ΔA^ lines (Figure S2C). Despite SPOC-independent silencing, from analysis of selected pluripotency (*Nanog* and *Klf2*) and neuronal (*Nes* and *Vim*) marker genes, we found tentative evidence of defective differentiation (Figure S2D), potentially indicating the mechanism by which two active X chromosomes in female mESCs antagonize exit from pluripotency (Schulz et al., 2014). Additionally, in later-stage differentiated cultures, we noticed X chromosome elimination in cell lines strongly deficient in X inactivation, reflecting selection against cells with two active X chromosomes (Colognori et al., 2020). We therefore limited our analysis to the first 6 days of differentiation, when over 90% of cells demonstrated clear Xist territories, and there were no subpopulations of XO cells apparent in WT or mutant lines (Figure S2E).

**Figure 1:**
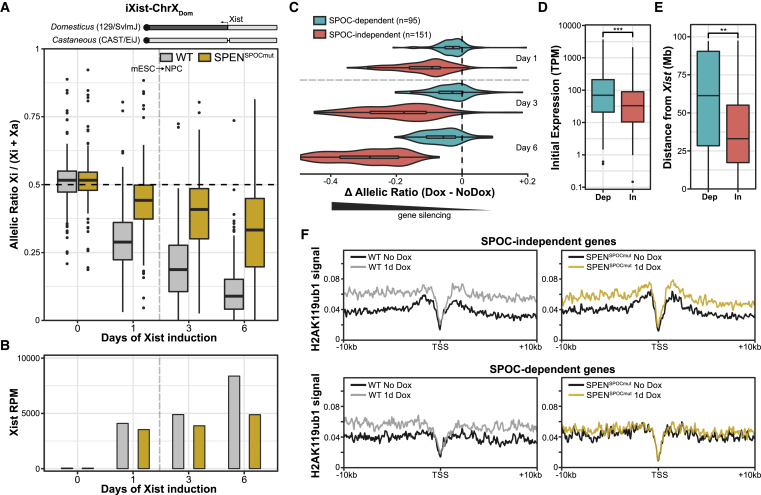
Xist-mediated silencing in SPEN^SPOCmut^ mESCs (A) Top: schematic of the iXist-ChrX_Dom_ interspecific model cell line, described in detail in our previous study (Nesterova et al., 2019). Sequences originating from *Domesticus*/129 and *Castaneus* chromosomes are shown by dark and light shading, respectively. Bottom: boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX_Dom_ WT and SPEN^SPOCmut^ cell lines (n = 246 genes). Time points in mESCs with and without Xist induction (day 1 and day 0, respectively) are separated from time points of Xist induction under NPC differentiation conditions (days 3 and 6) by the vertical dashed line. SPEN^SPOCmut^ mESC boxes are averaged from the three clones presented in Figure S2C. Day 3 and day 6 NPC boxes are averaged from duplicate experiments differentiating iXist-ChrX_Dom_ WT and SPEN^SPOCmut^ in parallel (clones D9 and H1). The horizontal dashed line at allelic ratio = 0.5 represents equal expression of both alleles. (B) Relative levels of chromatin-associated Xist RNA for (A). (C) Violin plots of gene silencing in SPEN^SPOCmut^ cells after 1, 3, and 6 days of Xist induction, as measured by the change in allelic ratio (Dox – NoDox). SPOC-independent and SPOC-dependent genes (Figure S2E) are separated for comparison. Replicates for each time point are averaged together. (D and E) Boxplots comparing the initial expression levels (D) and genomic distance from the *Xist* locus (E) of SPOC-dependent and SPOC-independent genes in iXist-ChrX_Dom_ mESCs (mRNA sequencing [mRNA-seq] data; GSE185869). Significance is calculated by unpaired two-sample Wilcoxon rank-sum test (^∗∗^p < 0.01, ^∗∗∗^p < 0.001). (F) TSS-centered meta-profiles comparing enrichment of H2AK119ub1 for uninduced and 1-day-induced WT versus SPEN^SPOCmut^ mESCs at SPOC-dependent and SPOC-independent genes.

To investigate the basis of SPOC-independent silencing, we defined a gene subset that shows greater silencing in SPEN^SPOCmut^ cells after 6 days of Xist induction (Figures 1C and S2F) and then compared their characteristics with those of other minimally silenced, strictly SPOC-dependent Xi genes. Using this approach, we found that SPOC-independent silencing is associated with lower expressed genes and with genes that are closer to the *Xist* locus (Figures 1D and 1E). We also observed an association with a local chromatin environment enriched in H3K27me3, as defined by the ChromHMM model (Figure S2G; Ernst and Kellis, 2017; Nesterova et al., 2019). These characteristics resemble those identified previously as being associated with Xi genes that are more affected by disruption of the Polycomb pathway (Nesterova et al., 2019; Pintacuda et al., 2017), indicating that the Polycomb system may underpin SPOC-independent silencing. Consistent with this idea, re-examination of H2AK119ub1 native chromatin immunoprecipitation sequencing (ChIP-seq) from SPEN^SPOCmut^ (Rodermund et al., 2021) revealed a greater enrichment of H2AK119ub1 over SPOC-independent genes compared with SPOC-dependent genes after 24 h of Xist induction in mESCs (Figure 1F).

### SPEN and Polycomb function additively to establish Xist-mediated silencing

To further investigate the link between SPOC-independent silencing and the Polycomb system, we examined the effect of depleting Polycomb function in SPEN^SPOCmut^ mESCs. We made use of the FKBP12^F36V^/dTAG-13 degron system (Nabet et al., 2018) to acutely deplete PCGF3/5-PRC1, the complex required to initiate Polycomb recruitment to Xi (Almeida et al., 2017). Using CRISPR-Cas9-facilitated homologous recombination, we introduced an FKBP12^F36V^ degron to the N termini of PCGF3 and PCGF5 in iXist-ChrX_Dom_ mESCs (Figure S1B). Treatment of the tagged mESC line, iXist-ChrX_Dom_ FKBP12^F36V^-PCGF3/5, with the cell-permeable small molecule dTAG-13 resulted in rapid and complete degradation of both proteins within 15–30 min, with no detectable effect on protein levels of RING1B or SUZ12, core subunits of PRC1 and PRC2, respectively (Figure 2A). 

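The levels of H2AK119ub1 and H3K27me3 were analyzed by native ChIP-seq with a spike-in in iXist-ChrX_Dom_ FKBP12 F36V-PCGF3/5 mESCs, an interspecific XX line in which doxycycline (Dox) induces Xist on the *Domesticus* X chromosome and in which dTAG-13 triggers degradation of PCGF3 and PCGF5. In native ChIP-seq, chromatin is digested with MNase without crosslinking, and *Drosophila* cells mixed in before lysis provide an external reference for the amount of each modification. There were 3 conditions, uninduced cells (NoDox), cells induced with 1 μg/mL Dox for 24 h, and cells treated with 100 μM dTAG-13 for 36 h with Dox added for the last 24 h (dTAG-13 + Dox). Each condition had 2 replicates, and each replicate had an H2AK119ub1 IP, an H3K27me3 IP and an input, which gives 18 libraries. Library sizes, as listed in Table S3, ranged from 28.2 to 53.0 M reads (median 29.5) for the 6 inputs, from 37.2 to 71.0 M (median 43.4) for H2AK119ub1 and from 43.6 to 82.3 M (median 60.5) for H3K27me3. The authors mapped read pairs to mm10 together with the *Drosophila* genome, discarded PCR duplicates, assigned reads to alleles and deposited, for each library, the mean coverage of 250-kb windows after division by its calibration factor. Values were deposited for each allele over 414 windows of the X chromosome and without regard to allele over the whole chromosome. From these values, enrichment was calculated as IP over the input of the same condition and replicate, and windows were masked by the published criteria. Of the windows, 375 were not masked, and 367 of these held reads in every allelic library and were used for allelic values. The labels do not state which allele of the deposited values is *Domesticus*. The allele whose enrichment rose on Dox in both marks and both replicates was therefore taken as Xi, as set before the values were seen, and the sign of every difference between Xi and Xa rests on that choice. All values cover the X chromosome alone, so levels across the genome could be followed only through the read totals of Table S3. With 2 replicates per condition, the smallest p of an exact two-sided permutation test is 0.333, so differences between conditions are set against the SD of the replicates.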

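The occupancy ratio, which compares mouse with *Drosophila* reads in IP and input, was recomputed from the read totals. For H2AK119ub1 it was 0.676 ± 0.109 (SD, n = 2) in dTAG-13 + Dox cells relative to NoDox cells of the same replicate, a level lower by 32.4% ± 10.9. The replicates differed, at 24.7% below NoDox in replicate 1 and 40.1% below in replicate 2. In Dox cells without dTAG-13, the occupancy ratio was 1.08 ± 0.106 relative to NoDox, a difference smaller than the SD of the replicates. On Xa, which carries no induced Xist, the calibrated H2AK119ub1 enrichment averaged over the 367 windows was 0.675 ± 0.0907 in dTAG-13 + Dox relative to NoDox. Over 635 windows of the whole X chromosome, without separation of alleles, it was 0.744 ± 0.0647. When library size was used in place of the spike-in, which expresses Xa relative to all mouse reads and removes a change common to the genome, the Xa ratio to NoDox was 1.00 ± 0.0272 and the Xa ratio to Dox was 0.912 ± 0.0083. The windows are 250 kb wide and do not resolve PRC1 target sites from the chromatin around them. Xa windows were ranked by H2AK119ub1 enrichment in the NoDox cells of one replicate, and the change after dTAG-13 was measured in the other replicate. The 73 most enriched windows changed by a log2 value of -0.65 ± 0.27 and the 73 least enriched windows by -0.45 ± 0.15. The difference between these groups was -0.12 in replicate 1 (p = 0.027, adjusted p = 0.038) and -0.28 in replicate 2 (p = 0.0054, adjusted p = 0.0095) by circular-shift permutation of the windows, two-sided and adjusted over 7 such tests. These tests describe windows along a chromosome, which are not independent replicates.

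**Figure D1:**
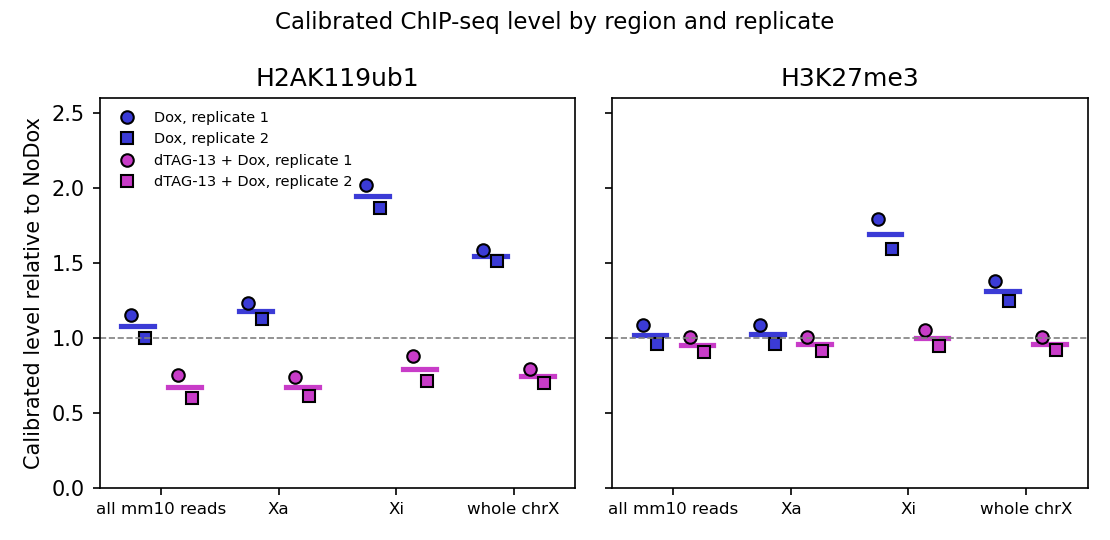
Calibrated level relative to NoDox (y axis) of H2AK119ub1 (left) and H3K27me3 (right) for the occupancy ratio of all mm10 reads and for mean IP/input on Xa, Xi and the whole X chromosome (x axis). Circles are replicate 1, squares replicate 2 and bars their mean, and the H2AK119ub1 points of dTAG-13 + Dox lie below 1 in every region.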

Consistent with a previous analysis of PCGF3/5 conditional knockout mESCs (Fursova et al., 2019), we observed an ∼30% global reduction in H2AK119ub1, determined by calibrated native ChIP-seq after 36 h of dTAG-13 treatment, attributable to reduced “blanket” coverage over intergenic or gene body regions rather than at canonical PRC1 target sites (Figure S3A). Genome-wide levels of H3K27me3 were broadly unchanged (Figure S3B).

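For H3K27me3, the occupancy ratio in dTAG-13 + Dox cells was 0.954 ± 0.0690 (SD, n = 2) relative to NoDox, and in Dox cells it was 1.02 ± 0.0908. Both differences from 1 are smaller than the SD of the replicates. The values of replicates 1 and 2 in dTAG-13 + Dox were 1.00 and 0.906. On Xa, calibrated H3K27me3 enrichment in dTAG-13 + Dox was 0.961 ± 0.0657 relative to NoDox, and over the whole X chromosome it was 0.961 ± 0.0601. The direction of the Xa difference was not stable, since the ratio was 1.01 in replicate 1 and 0.915 in replicate 2.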

**Figure 2:**
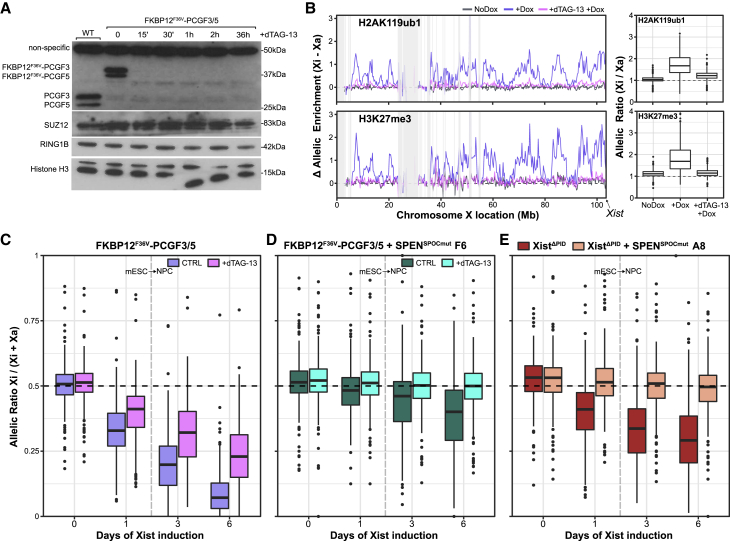
SPOC-independent silencing is attributable to the Polycomb system (A) Western blot showing rapid degradation of FKBP12^F36V^-PCGF3 and FKBP12^F36V^-PCGF5 fusion proteins within 15 min of dTAG-13 treatment. Histone H3 provides a loading control. (B) Plots showing allelic H2AK119ub1 (top) and H3K27me3 (bottom) enrichment over 250-kb windows after 1 day of Xist induction in untreated FKBP12^F36V^-PCGF3/5 cells and cells treated for 12 h with dTAG-13 prior to Dox addition. Lines are averages of two highly correlated replicate experiments. Shaded regions mask blacklisted windows with low allelic mappability (STAR Methods). Boxplot quantification of allelic ratios (here calculated as Xi/Xa) for non-blacklisted 250-kb windows from the line graphs (n = 335) are shown on the right. (C) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in the iXist-ChrX_Dom_ FKBP12^F36V^ -PCGF3/5 cell line (n = 246 genes). Time points in mESCs with and without Xist induction (day 1 and day 0, respectively) are separated from time points of Xist induction under NPC differentiation conditions (days 3 and 6) by the vertical dashed line. Untreated cells are compared with cells treated for 12 h with dTAG-13 prior to Xist induction, cultured in parallel. All boxes show averages of two highly similar replicate experiments. (D) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX_Dom_ FKBP12^F36V^ -PCGF3/5 + SPEN^SPOCmut^ cells for time points in mESCs with and without Xist induction (day 1 and day 0, respectively) and 3 and 6 days under NPC differentiation conditions (n = 246 genes). Untreated cells are compared with cells treated for 12 h with dTAG-13 prior to Xist induction, cultured in parallel. A replicate experiment from a separate clone is shown in Figure S3E. (E) As in (D) for iXist-ChrX_Dom_ Xist^ΔPID^ + SPEN^SPOCmut^. Day 3 and 6 Xist^ΔPID^ samples are averages of duplicate experiments in which the parental Xist^ΔPID^ line was differentiated in parallel with one of two iXist-ChrX_Dom_ Xist^ΔPID^ + SPEN^SPOCmut^ derivative clones. The second clone is shown in Figure S3F. Horizontal dashed lines at allelic ratio = 0.5 represent equal expression of both alleles (C–E).

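Across the 367 windows, Xi – Xa enrichment of the 2 Dox replicates had a Pearson correlation of 0.375 for H2AK119ub1 and 0.400 for H3K27me3. The Spearman correlations were 0.806 and 0.835. Windows with little allelic input lowered the Pearson values. Without windows under 10% of the median allelic input, a limit chosen after the values were seen, 344 windows remained and the Pearson correlations were 0.856 and 0.910. In NoDox cells, where Xi – Xa lay close to 0, the Spearman correlations were 0.137 for H2AK119ub1 and 0.384 for H3K27me3, and in dTAG-13 + Dox cells they were 0.524 and 0.386. These are correlations across windows within a pair of libraries, and windows are not independent replicates.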

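The median Xi/Xa of H2AK119ub1 was 0.993 and 1.01 in the NoDox replicates, 1.55 and 1.60 in the Dox replicates and 1.18 and 1.19 in the dTAG-13 + Dox replicates. For H3K27me3, the medians were 1.06 and 1.06 in NoDox and 1.61 and 1.62 in Dox, and in dTAG-13 + Dox their mean was 1.11 ± 0.0102 (SD, n = 2). The spread of the windows was widest on Dox. In replicate 1, the quartiles of H2AK119ub1 were 0.902 and 1.09 in NoDox, 1.27 and 1.95 in Dox and 1.04 and 1.33 in dTAG-13 + Dox, and those of H3K27me3 were 0.960 and 1.17, 1.26 and 2.16, and 0.972 and 1.23. The share of windows with Xi/Xa above 1 in replicate 1 was 45.8%, 92.4% and 78.7% for H2AK119ub1 and 65.1%, 92.6% and 69.8% for H3K27me3. Input Xi/Xa signal itself stayed between 1.02 and 1.05 in the 6 inputs, by the median of the windows.

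**Figure D2:**
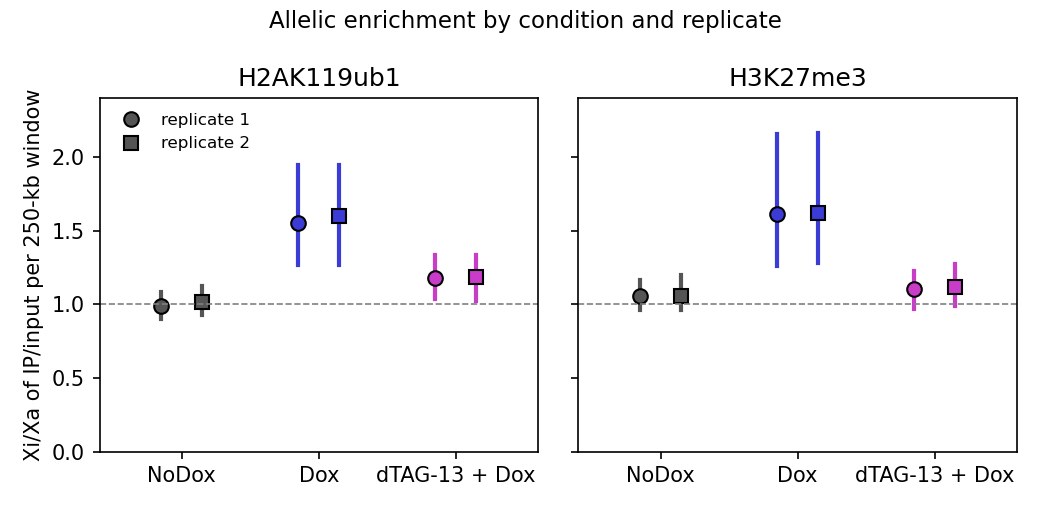
Xi/Xa of IP/input (y axis) in NoDox, Dox and dTAG-13 + Dox cells (x axis) for H2AK119ub1 (left) and H3K27me3 (right). Symbols are the medians over 367 windows of 250 kb in replicate 1 (circle) and replicate 2 (square), vertical lines span the quartiles of the windows, and the H2AK119ub1 medians of dTAG-13 + Dox (1.18 and 1.19) lie between those of NoDox and Dox.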

iXist-ChrX_Dom_ FKBP12^F36V^-PCGF3/5 was validated to confirm near-complete loss of Xi-specific accumulation of Polycomb-mediated H2AK119ub1 and H3K27me3, as determined by allelic ChIP-seq analysis (Figure 2B). 

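The mean of the replicate medians of log2(Xi/Xa) rose on Dox by 0.65 for H2AK119ub1, against a replicate SD of 0.027, and by 0.61 for H3K27me3, against a replicate SD of 0.0027. From Dox to dTAG-13 + Dox it fell by 0.41 and by 0.54, with replicate SDs of 0.022 and 0.0097. A difference to NoDox remained in dTAG-13 + Dox, 0.24 (replicate SD 0.016) for H2AK119ub1 and 0.069 (replicate SD 0.0093) for H3K27me3. Each of these 6 differences is larger than the spread between replicates, and each has an exact permutation p of 0.333, which is the smallest p that 2 samples against 2 allow. Input Xi/Xa changed by a log2 value of -0.026 from NoDox to dTAG-13 + Dox, which raises Xi/Xa of IP over input. Without input normalization, the H3K27me3 difference between these conditions was 0.045 in place of 0.069. As a share of the Dox gain in mean calibrated Xi – Xa, 15.5% ± 4.06 (SD, n = 2) was left after dTAG-13 for H2AK119ub1 and 5.11% ± 1.84 for H3K27me3. The share depended on the scale, and on log2(Xi/Xa) it was 35.2% for H2AK119ub1 and 8.99% for H3K27me3.

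Windows were tested one by one on log2(Xi/Xa) with limma, in one model per mark over the 3 conditions. For H2AK119ub1, 231 of 367 windows had an adjusted p under 0.05 between Dox and NoDox, 229 of them higher on Dox. Between dTAG-13 + Dox and Dox, 136 windows passed, 134 of them lower with dTAG-13, and 127 windows were both higher on Dox and lower with dTAG-13. For H3K27me3, the counts were 244 (243 higher) and 216 (all lower), and 206 windows were in both sets. Both comparisons use the same Dox libraries, so noise in these libraries alone favors an overlap. The overlap expected without a change was not calculated. Between dTAG-13 + Dox and NoDox, 0 windows passed for either mark, with 90 (H2AK119ub1) and 22 (H3K27me3) at an unadjusted p under 0.05. On simulated windows with this spread, a log2 change of 0.5 in 60 windows gave 0 calls and a change of 1.0 gave 46. The simulation changed 60 windows alone and does not show what is detectable when a change is widespread. When limma was allowed a variance trend on allelic input, 77 H2AK119ub1 windows passed between dTAG-13 + Dox and NoDox, 76 of them higher. With the replicate number as a block, the H2AK119ub1 counts of the 3 comparisons were 232, 72 and 0 and the H3K27me3 counts 241, 219 and 0. Deviations of libraries with the same replicate number correlated by 0.0673 on average over pairs of conditions for H2AK119ub1 and by 0.128 for H3K27me3.

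Values of single windows are given in mm10 coordinates. The window with *Ogt* (X, 101500001 to 101750000, which also holds *Taf1* and *Cxcr3*), a gene that the paper uses as an example of silencing kinetics, had an H2AK119ub1 Xi/Xa of 1.02 ± 0.115 (SD, n = 2) in NoDox, 1.84 ± 0.0867 in Dox and 1.32 ± 0.0553 in dTAG-13 + Dox. Its log2 change with dTAG-13 against Dox was -0.47 for H2AK119ub1 (standard error 0.14, adjusted p = 0.046 from limma) and -0.85 for H3K27me3 (standard error 0.16, adjusted p = 0.0053). The windows with the largest mean Xi – Xa gain on Dox were the same pair for both marks, 51000001 to 51250000 (*Rap2c* and *Mbnl3*) and 51250001 to 51500000 (*Hs6st2*). Their inputs were sparse, with 150 and 322 covered bases on Xi in the input of Dox replicate 2 against a median of 43425 bases per allele and window, and the replicates differed accordingly, with an H2AK119ub1 Xi – Xa on Dox of -1.34 and 7.88 in the former window and 0.963 and 7.33 in the latter. The latter window also had the largest residual H2AK119ub1 gain in dTAG-13 + Dox, followed by 42000001 to 42250000 (*Xiap* and *Stag2*), where Xi – Xa was -0.177 ± 0.0456 in NoDox, 0.836 ± 0.482 in Dox and 0.327 ± 0.0703 in dTAG-13 + Dox. From the allelic comparison in Figure 2B, the paper concludes that Xi-specific accumulation of both modifications was almost completely lost in the degron line and uses the line to test how silencing depends on Polycomb.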

ChrRNA-seq of Xist-mediated silencing in cells treated with dTAG-13 for 12 h prior to Xist induction demonstrated a moderate silencing deficiency (Figure 2C) equivalent to that reported in our previous work (Nesterova et al., 2019), with all X-linked genes somewhat deficient in silencing in the absence of PCGF3/5, although to varying degrees, on day 6 of NPC differentiation (Figure S3C). Levels of Xist RNA were broadly similar between untreated and dTAG-treated ChrRNA-seq samples (Figure S3D).

We went on to engineer the SPEN SPOC mutation in iXist-ChrX_Dom_ FKBP12^F36V^-PCGF3/5 mESCs to analyze the effect of PCGF3/5 degradation on SPOC-independent silencing. Treatment of the combined mutants with dTAG-13 resulted in complete loss of Xist-mediated silencing over NPC differentiation in two independent clones (Figures 2D and S3E). As above, we only analyzed differentiation time points up to day 6 because of progressive selection for X chromosome elimination in differentiated cells with two active X chromosomes. Levels of Xist RNA were equivalent to SPEN^SPOCmut^ clones (Figure S3F; cf. Figure 1B).

PCGF3/5-PRC1 complexes function globally in genome regulation, and it is conceivable that indirect effects of perturbing other pathways contribute to the silencing deficit we observed. To further validate our findings, we introduced the SPEN SPOC mutation into the iXist-ChrX_Dom_ Xist^ΔPID^ XX mESC line, in which the Xist B/C-repeat region required for hnRNPK/Polycomb recruitment in X inactivation is deleted (Figure S1C; Nesterova et al., 2019). Allelic ChrRNA-seq analysis was carried out to assess Xist-mediated gene silencing after Xist induction and NPC differentiation. As shown in Figures 2E and S3G, SPOC-independent silencing was abolished in two independent clones. Levels of Xist RNA were similar to those seen in the parental Xist^ΔPID^ line (Figure S3H). These results further support the conclusion that SPOC-independent silencing in XCI is attributable to activity of the Polycomb system.

Abrogation of Xi Polycomb recruitment and the SPEN SPOC mutation have been reported to have effects on Xist RNA localization (Colognori et al., 2019; Markaki et al., 2021; Rodermund et al., 2021), and this could potentially contribute to the aberrant silencing observed when both pathways are depleted. Qualitative analysis of Xist RNA domains using RNA fluorescence *in situ* hybridization (FISH) and conventional microscopy indicates monoallelic Xist upregulation and cloud formation after 1 day of Xist induction in mESCs for all cell lines presented so far (Figures S4A–S4D). We did, however, observe a tendency toward larger Xist territories in FKBP12^F36V^-PCGF3/5 cells after dTAG-13 treatment (Figure S4B) and occasional Xist RNA dispersal in double mutant cells (Figures S4C and S4D). With this in mind, we went on to quantify Xist localization parameters using computational analysis of super-resolution 3D structured illumination microscopy (3D-SIM) of Xist RNA FISH in the iXist-ChrX_Dom_ FKBP12^F36V^-PCGF3/5 model. As summarized in Figures 3A and 3B, PCGF3/5 degradation alone and in combination with SPEN^SPOCmut^ resulted in expanded Xist RNA territories and an increased number of Xist RNA foci. A proportion of cells had partially or extensively dispersed Xist RNA, with the latter category being larger with the combined mutation (Figures 3C and 3D). We conclude that mislocalization of Xist RNA may make some contribution to the observed gene silencing deficiencies, but given that Xist expression and Xi domain formation are maintained in most cells, the deficit is unlikely to account for the complete abolition of silencing in the combined knockout.

**Figure 3:**
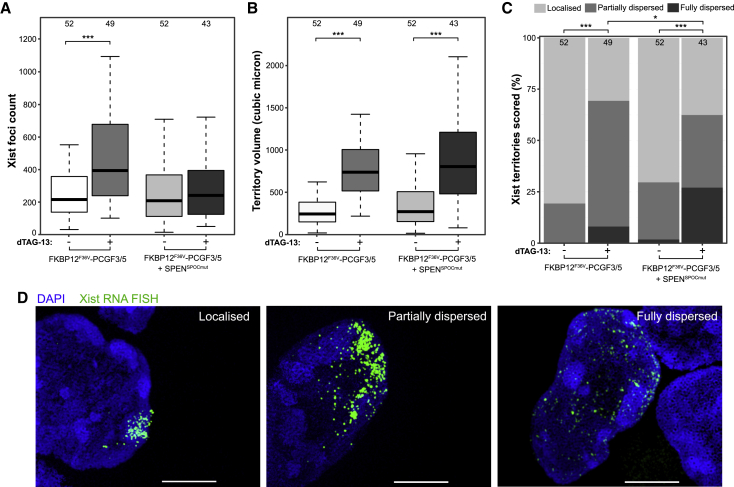
Quantitative 3D-SIM analysis of Xist RNA localization after PCGF3/5 degradation (A and B) Boxplots showing quantification of the number of (A) individual Xist foci and (B) Xist territory volume in FKBP12^F36V^-PCGF3/5 and FKBP12^F36V^-PCGF3/5 + SPEN^SPOCmut^ cells. Comparisons are between mESCs after 1 day of induction with or without dTAG-13 treatment for 12 h to induce degradation of PCGF3/5 prior to Xist induction. Numbers of Xist territories analyzed per sample are displayed above each box. ^∗∗∗^p < 0.001 by unpaired two-sample Wilcoxon rank-sum test. (C) Subjective scoring of the proportions of cells in each sample with localized, partially dispersed, and fully dispersed Xist territories. Numbers of Xist territories scored per sample are provided. Asterisks indicate significant differences between conditions (^∗^p < 0.05 and ^∗∗∗^p < 0.001), calculated by Fisher’s exact test from count data. (D) Representative 3D-SIM images (z projections) of cells scored in each category of Xist dispersal. Scale bar is 5 μm.

Our findings suggest that SPOC-independent silencing is, in large part, mediated by the Polycomb pathway, implying that Polycomb functions in parallel with rather than downstream of SPEN as the two principal pathways mediating establishment of Xist-mediated gene silencing.

### Xist-mediated silencing is linked to cellular differentiation

The SPEN and Polycomb systems are recruited rapidly to Xi at the onset of Xist RNA expression, but silencing of individual genes proceeds over several hours and, in some cases, days (Borensztein et al., 2017; Lin et al., 2007; Loda et al., 2017; Marks et al., 2015; Nesterova et al., 2019; Sousa et al., 2019). There is evidence that cellular differentiation promotes Xist-mediated silencing, although this is based on analysis of only two X-linked genes (Loda et al., 2017). To further address this latter point, we assayed allelic silencing chromosome wide after long-term (10 days) continuous Xist RNA induction in undifferentiated mESCs compared with NPC differentiation conditions. For these experiments, we used iXist-ChrX_Dom_ and a reciprocal interspecific XX mESC line with the inducible promoter driving Xist RNA expression on the *Mus musculus castaneus* X chromosome (iXist-ChrX_Cast_) (Figures 4A–4C, S5A, and S5B). Unlike iXist-ChrX_Dom_, iXist-ChrX_Cast_ is informative across the entire X chromosome, enabling allelic expression analysis of a larger number of X-linked genes. As shown in Figures 4A and 4B, silencing is significantly reduced in undifferentiated mESCs compared with cells differentiated to NPCs. Principal-component analysis of autosomal gene expression (Figure 4C) and marker gene analysis (Figures S5A and S5B) confirm retention of mESC identity in these experiments.

**Figure 4:**
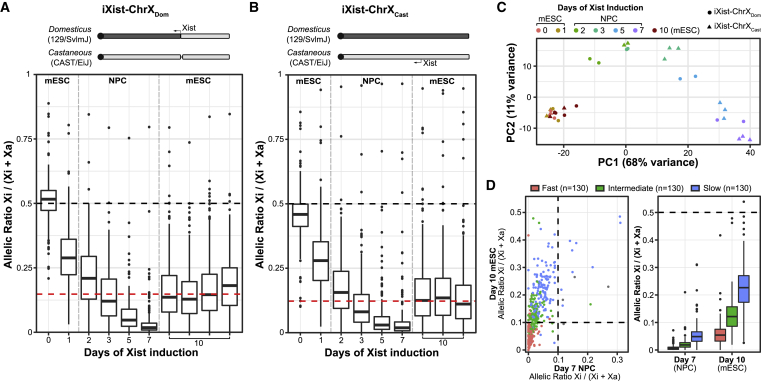
Cellular differentiation is required for completion of Xist-mediated silencing (A) Boxplots summarizing ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX_Dom_ mESCs with 10 days of Xist induction in comparison with a 7-day time course of Xist induction under NPC differentiation conditions (n = 246 genes). Four replicate experiments are displayed for undifferentiated mESCs, with the red horizontal dashed line indicating the median allelic ratio. A schematic of the iXist-ChrX_Dom_ model cell line is displayed above. See the legend for Figure 1A for further details. (B) As in (A) except for iXist-ChrX_Cast_ mESCs with 10 days of Xist induction in comparison with a time course of Xist induction under NPC differentiation conditions (n = 399 genes). Three replicates of iXist-ChrX_Cast_ mESCs induced for 10 days are shown separately. NPC day 3, 5, and 7 boxes are averaged from triplicate samples. ES and NPC day 2 boxes are averaged from duplicate samples. A schematic of the iXist-ChrX_Cast_ cell line, in which *Xist* on the *M. m. castaneus* allele is under doxycycline-inducible control, is displayed above. Horizontal dashed lines at allelic ratio = 0.5 represent equal expression of both alleles, and vertical dashed lines delineate mESC versus NPC differentiation cell culture conditions. (C) Principal-component analysis (PCA) plot of each individual sample in (A) and (B) according to two leading principal components, defined from analysis of the top 500 differentially expressed autosomal genes across the whole dataset. Colors indicate time points and shapes the model cell line. Day 10-induced mESCs cluster with day 0 and 1 mESCs, indicating that they retain the embryonic stem state. (D) Scatterplot (left) comparing allelic ratios between iXist-ChrX_Cast_ mESCs with 10 days of Xist induction and NPC differentiation day 7. Dots represent individual genes, which are colored according to the kinetic classes defined by fitting exponential models to silencing trajectories of NPC differentiation (Figures S5C and S5E). Dashed lines trace allelic ratios of 0.1. Boxplots (right) compare separate genes by kinetic silencing classes. The horizontal dashed line at allelic ratio = 0.5 represents equal expression of both alleles.

We went on to determine whether there is a relationship between dependence on cellular differentiation and silencing dynamics. We defined a silencing half-time (t_1/2_) for each X-linked gene by fitting the silencing trajectory with an exponential decay model, summarizing over multiple ChrRNA-seq time points and replicates from NPC differentiation time courses of iXist-ChrX_Dom_ and iXist-ChrX_Cast_ (Figure S5C). Half-times were strongly correlated between cell lines (Figure S5D; R = 0.82, Spearman’s rank correlation) and were used to classify genes into three equally sized groups showing fast, intermediate, and slow silencing kinetics (Figure S5E). Consistent with prior reports (Marks et al., 2015; Nesterova et al., 2019; Sousa et al., 2019), we found that proximity to the *Xist* locus and expression levels prior to Xist induction influence the dynamics of gene silencing, with higher-expressed genes and genes farther from *Xist* silencing more slowly (Figure S5F). We then examined the relationship between silencing dynamics and genes that fail to complete silencing after 10 days of Xist induction in undifferentiated mESCs and found a clear correspondence between X-linked genes showing differentiation dependence and intermediate/slowly silencing groups (Figure 4D).

### Differentiation-linked Xi silencing correlates with SmcHD1 dependence

A possible explanation for the link between Xi silencing and differentiation is involvement of a factor(s) not available in undifferentiated mESCs. A candidate for this function is the chromosomal protein SmcHD1, which is recruited to Xi dependent on PRC1 activity (Jansz et al., 2018a), but only after several days, based on analysis of XX mESCs undergoing embryoid body differentiation (Gendrel et al., 2012). Re-examination of the kinetics of SmcHD1 association with Xi by immunofluorescence (IF) in our NPC model with inducible Xist expression confirms that SmcHD1 recruitment is a late step, becoming detectable only after 3–4 days of Xist induction and NPC differentiation (Figures 5A and 5B). Differences in timing relative to prior analysis using embryoid body differentiation may reflect the lag in onset of Xist RNA expression from the native versus inducible promoter. Western blot analysis demonstrates that overall levels of SmcHD1 are equivalent in mESCs and throughout NPC differentiation (Figures 5C and S6A), indicating that SmcHD1 availability itself does not account for delayed Xi recruitment. SmcHD1 recruitment to Xi could not be detected in XX mESCs after 10 days of continuous induction of Xist RNA expression (Figures 5D and 5E).

**Figure 5:**
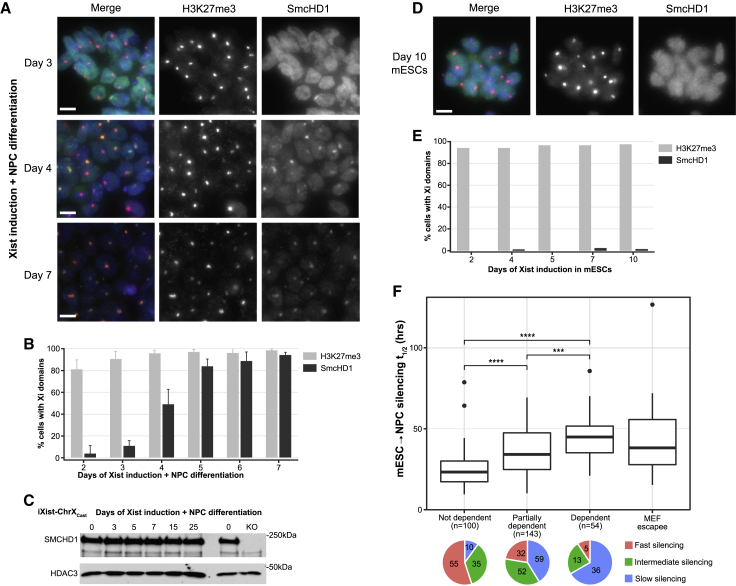
SmcHD1 recruitment to Xi is linked to differentiation-dependent silencing (A) Immunofluorescence analysis of SmcHD1 and H3K27me3 (a marker for the presence of Xi) in the iXist-ChrX_Cast_ line during the time course of Xist induction under NPC differentiation conditions. Representative examples of cells at days 3, 4, and 7 of differentiation are shown. H3K27me3 is shown in magenta, SmcHD1 in cyan, and DNA in blue (DAPI) in the merged images. Scale bar, 10 μm. (B) Scoring of the number of cells showing H3K27me3 and SmcHD1 recruitment to Xi in the NPC differentiation time course. Error bars represent standard deviation calculated from four replicate experiments. (C) Western blot analysis in iXist-ChrX_Cast_ cells, demonstrating that SmcHD1 protein levels are comparable in mESCs and during the NPC differentiation time course. A KO control is included to indicate the size of the specific SmcHD1 band. HDAC3 is used as a loading control. Molecular weight markers are shown on the right. (D) SmcHD1 enrichment on Xi is not detectable after 10 days of Xist induction under ES conditions. Representative example images of mESCs induced with doxycycline for 10 days are shown. Domains of H3K27me3 enrichment act as a marker for Xi. Scale bar, 10 μm. (E) Scoring of H3K27me3 and SmcHD1 domains in mESCs after 10 days of Xist induction. (F) Boxplots comparing silencing half-times between subsets of genes based on dependence on SmcHD1 for gene silencing in MEFs. Significance of individual comparisons is determined by unpaired two-sample Wilcoxon rank-sum test. ^∗∗∗^p < 0.001 and ^∗∗∗∗^p < 0.0001. Pie charts illustrate the proportions of genes within each SmcHD1 dependence group that have slow, intermediate, or fast kinetics of silencing in WT iXist-ChrX_Cast_ cells.

Differentiation-dependent recruitment of SmcHD1 was previously interpreted to support a role in maintenance rather than establishment of Xi gene silencing (Gendrel et al., 2012). However, silencing of genes showing intermediate/slow kinetics is incomplete at the time of SmcHD1 recruitment (Figure S6B), raising the possibility that SmcHD1 has a role in establishing silencing for these gene groups. With this in mind, we performed an analysis of the relationship between silencing dynamics and SmcHD1 dependency, with the latter being based on classifying genes as dependent (n = 56), partially dependent (n = 143), not dependent (n = 101), or escapees (genes also expressed from Xi in the WT, n = 18) using ChrRNA-seq data from XX mouse embryonic fibroblast (MEF) lines derived from SmcHD1-null embryos (Figure S6C; Gdula et al., 2019). As illustrated in Figure 5F, we observed a clear association between SmcHD1 dependence and silencing dynamics, with SmcHD1-dependent genes strongly overlapping with slowly silencing genes. We also found that SmcHD1 dependency is associated with genes showing incomplete silencing after long-term Xist expression in undifferentiated mESCs, as illustrated in Figure S6D for the iXist-ChrX_Cast_ cell line.

### SmcHD1 facilitates differentiation-dependent silencing

The aforementioned observations suggest that SmcHD1 could have a role in establishment of Xi silencing (in addition to its defined role in maintenance of Xi silencing), specifically in relation to genes that exhibit a relatively slow silencing trajectory. To test this idea directly, we used CRISPR-Cas9-mediated mutagenesis to generate SmcHD1 knockout (KO) cell lines in iXist-ChrX_Dom_ and iXist-ChrX_Cast_ backgrounds (Figures S1D and S7A). Generation of homozygous KO clones was confirmed by western blot analysis (Figure 6A). KO lines were then validated to confirm that enrichment of Polycomb-linked histone modifications over Xi is maintained (Figure S7B) and that the nuclear SmcHD1 signal and Xi enrichment are absent after 7 days of Xist induction under NPC differentiation conditions (Figures 6B and S7C).

**Figure 6:**
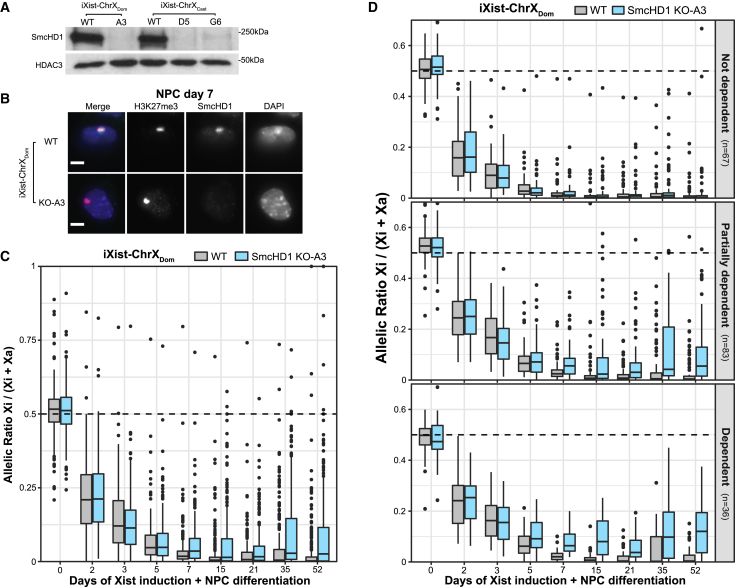
SmcHD1-dependent genes fail to establish complete silencing in SmcHD1 KO clones (A) Western blot demonstrating the absence of SmcHD1 protein in iXist-ChrX KO clones. HDAC3 is included as a loading control. Molecular weight markers are shown on the right. (B) Immunofluorescence analysis of SmcHD1 in WT and iXist-ChrX_Dom_ KO clone A3 at NPC differentiation day 7, illustrating the absence of SmcHD1 over Xi (as marked by an enriched domain of the Polycomb modification H3K27me3). H3K27me3 is shown in magenta, SmcHD1 in cyan, and DNA in blue (DAPI) in the merged image on the left. Scale bar is 5 μm. (C) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX_Dom_ WT and SmcHD1 KO clone A3 (n = 246 genes). Boxes of days 0–7 of Xist induction are averaged from two replicate time course experiments. NPC boxes (days 15–52) show individual samples. (D) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX_Dom_ WT and SmcHD1 KO clone A3, with subsets of genes separated by SmcHD1 dependence categories (Figure S6C). Boxes of days 0–7 of Xist induction are averaged from two replicate time course experiments. NPC boxes (days 15–52) present individual samples.

We went on to analyze Xi gene silencing in SmcHD1 KO mESCs using an extended time course of NPC differentiation. Data for a single iXist-ChrX_Dom_-derived cell line and two iXist-ChrX_Cast_-derived SmcHD1 KO cell lines alongside WT controls are presented in Figures 6C and S7D. At early time points, up to 5–7 days of differentiation, silencing in SmcHD1 KO cells proceeded with a trajectory similar to that seen in WT cells. However, at later time points, Xi gene silencing plateaued in SmcHD1 KO cells. To further investigate this observation, we analyzed silencing for the different SmcHD1 dependency groups as defined above. As shown in Figure 6D, silencing of SmcHD1 “not dependent” genes proceeded to completion, whereas SmcHD1-dependent and partially dependent genes retain some activity on Xi at all stages of NPC differentiation. Similar results were obtained for SmcHD1 KO iXist-ChrX_Cast_ mESCs (Figure S7E). Differences between the WT and KO for SmcHD1-dependent and partially dependent genes become apparent at day 5 of NPC differentiation (Figures 6D and S7E, bottom panels), which correlates with the time of SmcHD1 recruitment to the Xi chromosome (Figures 5A and 5B). These results demonstrate that SmcHD1 contributes to establishment of silencing at a specific subset of genes during Xist-mediated chromosome silencing in a differentiation-dependent manner and, accordingly, that completion of the X inactivation process occurs only in cells that have transitioned away from the pluripotent state.

## Discussion

Our findings reinforce the view that Xist-mediated gene silencing is largely attributable to chromatin modification by the SPEN and Polycomb pathways but also highlight that the two pathways function in parallel. It is important to stress that this is not due to regulation of mutually exclusive gene subsets but, rather, a varying contribution to silencing on a gene-by-gene basis. Genes more affected by disruption of the Polycomb system are generally expressed at a lower level in mESCs and are located in chromatin environments with higher initial H3K27me3 levels, indicative of proximity to sites where the Polycomb system is targeted independent of Xist RNA expression. In contrast, genes strongly dependent on the SPEN system tend to be more highly expressed in mESCs (Nesterova et al., 2019), which is in line with recent evidence that SPEN is rapidly recruited to active promoters and enhancers of X-linked genes upon Xist expression (Dossin et al., 2020). That SPEN and Polycomb function in parallel is supported by the observations that SPOC-independent silencing persists in mESCs differentiated into NPCs and that complete loss of silencing occurs in SPEN^SPOCmut^ mESCs after depletion of PCGF3/5 or deletion of the Xist B/C-repeat, the Polycomb complex subunits and Xist RNA region required for Xist-mediated Polycomb recruitment, respectively. A caveat when reaching these conclusions is that SPEN^SPOCmut^ and Polycomb mutations have minor but significant effects on Xist RNA behavior/localization and that this is increased in mESCs with both pathways abrogated. However, as noted above, these effects are unlikely to account for the complete loss of silencing we observed in the latter scenario.

Recent work has shown that the catalytic activity of PRC1 complexes, specifically deposition of H2AK119ub1, is essential for maintenance of Polycomb target gene repression in mESCs (Blackledge et al., 2020; Tamburri et al., 2020). We have reported previously that the effects of Polycomb on Xist-mediated silencing are largely attributable to PRC1 activity (Nesterova et al., 2019), and it follows that this is likely linked to H2AK119ub1 deposition over Xi. However, exactly how H2AK119ub1 affects Xist-mediated silencing remains to be established. Possible mechanisms include direct effects on chromatin structure (for example, compaction or transcriptional inhibition) and indirect effects involving reader proteins. In X inactivation, recruitment of the chromosomal protein SmcHD1 is an example of the latter (Jansz et al., 2018a). However, a contribution of PRC1 in Xist-mediated silencing is seen prior to SmcHD1 recruitment, demonstrating that other mechanisms, direct or indirect, are also important. Further studies are required to determine whether this is linked to direct effects of H2AK119ub1 on chromatin structure/transcription or other unidentified H2AK119ub1 reader proteins. Recent work characterizing an analogous model cell line lacking Xist-mediated Polycomb recruitment (ΔΒ/MS2-Xist) reported reduced Xi compaction compared with WT Xist, as determined by DAPI staining and DNA paint measurements of chromosome volume (Markaki et al., 2021). Although potentially offering evidence of a direct role of Polycomb in chromosome compaction, these effects were most pronounced after 4 days of mESC differentiation, so a contribution of SmcHD1 to this compaction phenotype (see below) cannot be discounted.

Although the SPEN and Polycomb pathways are sufficient for initial establishment of Xist-mediated silencing, repression of individual X-linked genes progresses with very different trajectories, ranging from hours to several days. In this study, we find that, for genes that are normally inactivated relatively slowly, cellular differentiation is required to complete the silencing process. Thus, dependence on cellular differentiation for completion of silencing is apparent for a significant proportion of X-linked genes. Formally, this could be attributable to a factor or factors whose presence is limited to differentiated cells or to different properties of mESCs relative to differentiated derivatives; for example, a more rapid cell cycle. Support for the former possibility is exemplified by the chromosomal protein SmcHD1, which is recruited to Xi only in differentiated mESC derivatives. Our analysis demonstrates a role of SmcHD1 in establishment of silencing, affecting genes with intermediate/slow silencing dynamics. The pathway that elicits Xi SmcHD1 recruitment in differentiated cells is unknown. We speculate that a factor present only in differentiated cells facilitates SmcHD1 recognition of H2AK119ub1. Previous work indicates that this is unlikely to be the loading factor LRIF1, which mediates SmcHD1 recruitment to H3K9me3-modified chromatin via interaction with HP1 proteins but is dispensable for SmcHD1 localization to Xi in MEFs (Brideau et al., 2015). Similarly, the mechanism of action of SmcHD1 in X inactivation is also poorly understood. Previous work has pointed to functions in chromosome compaction (Nozawa et al., 2013), DNA methylation of CpG islands (Blewitt et al., 2008; Gendrel et al., 2012), and eviction of cohesin/CTCF in the context of formation of Xi-specific higher-order chromosome structures (Gdula et al., 2019; Jansz et al., 2018b; Wang et al., 2018). Further studies are needed to address this issue in terms of SmcHD1 function in establishment and maintenance of Xist-mediated silencing.

Our findings provide a comprehensive view of key steps underpinning the establishment of Xist-mediated silencing, as summarized in Figure 7. In a wider context, the role of SmcHD1 in reinforcing gene repression by the Polycomb system specifically in differentiated cells is likely to be relevant at other Polycomb target loci (for example, Hox gene clusters), and therefore provides an important paradigm for how epigenetic mechanisms contribute to locking gene expression states as cells transition from pluripotency to terminal differentiation.

**Figure 7:**
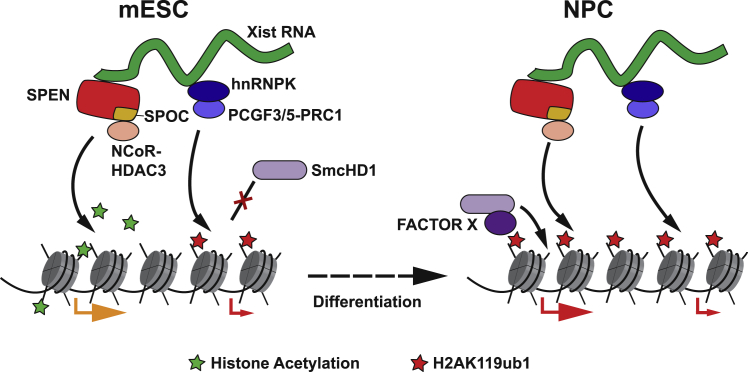
Model illustrating pathways of Xist-mediated gene silencing In undifferentiated mESCs (left), Xist establishes gene silencing principally through pathways downstream of the SPEN SPOC domain, notably NCoR-HDAC3-mediated removal of histone acetylation. The Polycomb system, which is recruited by Xist via hnRNPK-PCGF3/5-PRC1, directs widespread H2AK119ub1 deposition over Xi and functions in parallel with the SPEN pathway to effect SPOC-independent silencing, predominantly at low-expressed genes (indicated by a small red arrow). The combined effect of these two pathways is insufficient to completely silence a subset of genes, including many that are highly expressed prior to X inactivation (indicated by a large orange arrow). Upon differentiation (right), SmcHD1 is recruited to Xi, dependent on H2AK119ub1 and an unknown differentiation-linked mechanism (here “factor X”) and effects completion of the silencing process (large red arrow).

### Limitations of the study

Analysis of gene silencing in X inactivation as described here is performed in a cell culture model that may differ subtly from the physiological setting, early embryogenesis. Our analysis of differentiated cells is restricted to NPCs, and it is possible that other cell lineages would show some differences in the extent or rate of silencing of specific genes. Xist expression in our model is driven by an introduced inducible promoter, and this may mean that there are differences in the quantitative output of Xist RNA and its timing relative to that which occurs from the native *Xist* promoter. Use of SNPs ascribing the allelic origin of X-linked transcripts to the *M. m. castaneus* and *M. m. domesticus* genomes is informative for a good proportion of genes, but some genes are not evaluated because of absence of SNPs, very low gene expression levels, or the recombination event in the iXist-ChrX_Dom_ line. Finally, in experiments that examine the effect of combined loss of Polycomb and SPEN-SPOC-mediated silencing, we cannot precisely quantify the degree to which Xist RNA localization effects contribute to the observed loss of silencing.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti-Histone H3	Abcam	ab1791, RRID:AB_302613
Rabbit polyclonal anti-PCGF3+5	Abcam	ab201510
Rabbit polyclonal anti-SUZ12	Abcam	ab12073, RRID:AB_442939
Mouse monoclonal anti-RING1B	Gift from H. Koseki	N/A
Mouse monoclonal anti-HDAC3	Cell Signaling Technology	Cat.No. 3949S, clone 7G6C5, RRID:AB_2118371
Rabbit polyclonal anti-H3K27me3 (ChIP)	Diagenode	C15410069, RRID:AB_2814977
Mouse monoclonal anti-H3K27me3 (IF)	Active motif	61017, RRID:AB_2614987
Rabbit monoclonal anti-H2AK119ub1 (IF and ChIP)	Cell Signaling Technology	8240S, RRID:AB_10891618
Rabbit polyclonal anti-mouse SmcHD1 (IF and WB)	Brideau et al., 2015	N/A
Alexa 568 anti-mouse IgG (IF)	Life Technologies	A11031, RRID:AB_144696
Alexa 488 anti-rabbit IgG (IF)	Life Technologies	A11008, RRID:AB_143165
Anti-rabbit IgG, HPR (WB)	VWR	NA934, RRID:AB_772206
Anti-mouse IgG, HRP (WB)	VWR	NA931, RRID:AB_772210

**Bacterial and virus strains**		

DH5α competent cells	This study	N/A
XL10-GOLD ultracompetent cells	Agilent	#200314

**Chemicals, peptides, and recombinant proteins**		

Doxycycline	Clonetech	#631311
dTAG-13	Bio-Techne	#6605
MNase	ThermoFisher	EN0181
N-ethylmaleimide	Sigma	E3876

**Critical commercial assays**		

Gibson Assembly Master Mix	N.E.B.	E2611
Nick Translation kit	Abbott Molecular	07J00-001
SensiMix SYBR No-ROX	Bioline	QT650-05
TruSeq stranded total RNA kit	Illumina	RS-122-2301
NEBNext Ultra II DNA Library Prep Kit	N.E.B.	E7645

**Deposited data**		

iXist-ChrX_Dom_ SPEN^SPOCmut^ H2AK119ub1 ChIP-seq	Rodermund et al., 2021	GEO; GSE154549
FKBP12^F36V^-PCGF3/5 Polycomb ChIP-seq	This study	GEO; GSE185769
iXist-ChrX_Dom_ WT and Xist^ΔPID^ ChrRNA-seq (mESC only)	Nesterova et al., 2019	GEO; GSE119602
All other raw and analyzed ChrRNA-seq data	This study	GEO; GSE185871
Endogenous SPOC domain deletion RNA-seq	Dossin et al., 2020, request from authors	N/A

**Experimental models: Cell lines**		

iXist-ChrX_Dom_	Nesterova et al., 2019	clone B2
iXist-ChrX_Cast_	Nesterova et al., 2019	clone C7
iXist-ChrX_Dom_ Xist^ΔPID^	Nesterova et al., 2019	N/A
iXist-ChrX_Dom_ SPEN^SPOCmut^	This study	clones D9, H1, C11
iXist-ChrX_Dom_ FKBP12^F36V^-PCGF3/5	This study	N/A
iXist-ChrX_Dom_ FKBP12^F36V^-PCGF3/5 + SPEN^SPOCmut^	This study	clones F6 and F10
iXist-ChrX_Dom_ Xist^ΔPID^ + SPEN^SPOCmut^	This study	clones A8 and G3
iXist-ChrX_Dom_ SmcHD1 KO	This study	clone A3
iXist-ChrX_Cas__t_ SmcHD1 KO	This study	clones D5 and G6

**Oligonucleotides**		

sgRNAs for CRISPR/Cas9 engineering, see Table S1	N/A	N/A
Primers for PCR screening, see Table S1	N/A	N/A
Primers for qPCR validation of ChIP-seq, see Table S1	N/A	N/A

**Recombinant DNA**		

Spen_SPOCmut_HV (Targeting R3532A R3534A point mutation to endogenous SPEN)	Rodermund et al., 2021	N/A
Fkbp_Pcgf3_HV (Targeting N-ter FKBP12 degron tag to PCGF3)	This study	N/A
Fkbp_Pcgf5_HV (Targeting N-ter FKBP12 degron tag to PCGF5	This study	N/A
pBS_Xist (Xist RNA-FISH)	Moindrot et al., 2015	N/A
pX459	Ran et al., 2013	RRID:Addgene_62988
pLEX_305-N-dTAG	Nabet et al., 2018	RRID:Addgene_91797
pCAG-IRES-Puro	Pintacuda et al., 2017	N/A

**Software and algorithms**		

R functions and scripts for allelic analysis of ChrRNA-seq data	This study	https://github.com/joebowness/allelic-ChrRNAseq; https://doi.org/10.5281/zenodo.6410978
R functions for allelic analysis of Polycomb ChIP-seq data	This study	https://github.com/joebowness/allelic-polycombChIP; https://doi.org/10.5281/zenodo.6410951
CRISPOR	Concordet and Haeussler, 2018	http://crispor.tefor.net/
bowtie2	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
STAR v2.4.2a	Dobin et al., 2013	https://github.com/alexdobin/STAR
DESeq	Anders and Huber, 2010	https://doi.org/10.18129/B9.bioc.DESeq2
minpack.lm	Elzhov et al., 2016	https://cran.r-project.org/web/packages/minpack.lm/index.html
Ggpubr	Datanovia	https://rpkgs.datanovia.com/ggpubr/
Samtools	Li et al., 2009	http://www.htslib.org/
Bedtools	Quinlan and Hall, 2010	https://bedtools.readthedocs.io/
Picard-tools	Broad Institute	https://broadinstitute.github.io/picard/
deeptools	Ramírez et al., 2014	https://deeptools.readthedocs.io/
SNPsplit	Krueger and Andrews, 2016	https://www.bioinformatics.babraham.ac.uk/projects/SNPsplit/
featureCounts	Liao et al., 2014	http://subread.sourceforge.net/
softWoRx 6.5.2	GEHealthcare	#2628-990
SIMcheck	Ball et al., 2015	https://www.micron.ox.ac.uk/software/SIMCheck.php
Fiji	Schindelin et al., 2012	https://imagej.net/software/fiji/
Chromagnon	Matsuda et al., 2018	https://github.com/macronucleus/Chromagnon

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Neil Brockdorff ().

#### Materials availability

All oligos, plasmids, and cell lines generated in this study are available from the Lead contact without restriction.

### Experimental model and subject details

#### Cell lines

All female (XX) mouse embryonic stem cell (mESC) lines used for this study were originally derived from the parental F1 2-1 line (129/Sv-CAST/EiJ, a gift from J. Gribnau).

mESCs were routinely maintained in Dulbecco’s Modified Eagle Medium (DMEM; Life Technologies) supplemented with 10% foetal calf serum (FCS; ThermoFisher), 2 mM L-glutamine, 0.1 mM non-essential amino acids, 50 μM β-mercaptoethanol, 100 U/mL penicillin/100 μg/mL streptomycin (all from Life Technologies) and 1000 U/mL LIF (made in-house). mESCs were grown on gelatin-coated plates under standard culture conditions (37°C, 5% CO_2_, humid) atop a ‘feeder’ layer of MitomycinC-inactivated (Merck Life Science) SNLP mouse fibroblasts and passaged upon ∼80% confluency every 2-3 days using TrypLE Express (ThermoFisher) at room temperature.

*Xist* expression was driven by a TetOn promoter induced by addition of 1 μg/mL of doxycycline (Merck Life Science, D9891). Prior to experiments, cells were pre-plated for 30-40 min on gelatinized dishes to allow feeder cells to preferentially attach, with slower-attaching mESCs then taken from suspension and plated on feederless gelatinized dishes to be harvested for further protocols upon confluency (ie. 2-3 days later).

For calibrated ChIP-seq experiments, *Drosophila* S2 (Sg4) cells were grown adhesively at 25°C in Schneider’s *Drosophila* Medium (Life Technologies) supplemented with 1 × Pen/Strep and 10% heat-inactivated FCS. Cell counting was performed with a Countess 3 Automated Cell Counter (ThermoFisher).

### Method details

#### Molecular cloning of CRISPR/Cas9 plasmids

Single guide RNAs used for generating CRISPR-Cas9-mediated double-strand breaks at target loci were designed using the CRISPOR online tool (Concordet and Haeussler, 2018) and are listed in the Key resources table. Sequences in bold are those encoding the sgRNA sequences complementary to target sites in the genome. Cloning into sgRNA plasmid vectors was performed using reverse complement oligos and the single-step digestion-ligation Zhang lab protocol (Broad Institute) into the pX459 background (Ran et al., 2013; Addgene plasmid #62988).

Homology vectors for CRISPR-assisted homologous recombination were cloned by Gibson Assembly using oligonucleotides synthesized from Invitrogen. Briefly, 300-500 bp homology fragments were amplified by PCR from iXist-ChrX genomic DNA using FastStart High Fidelity enzyme (Merck Life Science). N-terminal FKBP12^F36V^ fragments were originally amplified from pLEX_305-N-dTAG (Addgene #91797) (Nabet et al., 2018). Gibson assembly ligation into a restriction-enzyme digested pCAG backbone plasmid was then performed using Gibson Assembly Master Mix (NEB) according to manufacturer’s guidance.

Products from digestion-ligation or Gibson assembly reactions were transformed into XL10-Gold ultracompetent bacteria (Agilent). DNA was isolated from bacterial colonies using the Miniprep kit (Qiagen) and confirmed as containing the desired plasmid via Sanger sequencing.

#### Derivation of cell lines

Generation of the parental iXist-ChrX cell lines is described in our previous study (Nesterova et al., 2019) (iXist-ChrX_Dom_ = clone B2, iXist-ChrX_Cas_ = clone C7). SPEN^SPOCmut^ and FKBP12^F36V^-PCGF3/5 mutant cell lines were generated by CRISPR-assisted homologous recombination by co-transfection of cloned homology and Cas9-sgRNA plasmids at a molar ratio of 6:1 (2.5 μg of homology vector, ∼1 μg of sgRNA vector). SmcHD1 KO cells were transfected with 1 μg of each Cas9-sgRNA plasmids for CRISPR/Cas9-mediated mutagenesis. Transfections were performed as follows: 1–1.5 × 10^6^ mESCs were plated into wells of a 6-well plate ∼24 hours prior to transfection. Pen/strep were removed from the growth media ∼3 hours prior to transfection of plasmid vectors using Lifofectamine2000 (ThermoFisher) according to the manufacturer’s protocol. The following day, each well was split into several 90 mm plates at low density and cells were subjected to puromycin selection (∼3 μg/mL) from 48 to 96 hours post-transfection. Following puromycin wash-out, cells were grown under regular mESCs conditions for a further 8-10 days until clonal colonies could be isolated in 96-well plates and positive clones validated and expanded.

Summary details for all mESC lines used in this study, sgRNA sequences and plasmid vectors can be found in the Key resources table or Table S1. Oligonucleotides used for screening and PCR validation of cell lines are also listed in Table S1.

#### Neural progenitor cell (NPC) differentiation

mESC to NPC differentiation protocols from the literature (Conti et al., 2005; Splinter et al., 2011) were adapted and optimized for iXist-ChrX lines as follows. mESCs were first extensively separated from feeder cells by pre-plating four times for 35-40 min each. 0.5 × 10^6^ mESCs were then plated to gelatin-coated T25 flasks and grown in N2B27 media (50:50 DMEM/F-12:Neurobasal (Gibco) supplemented with 1 × N2 and 1 × B27 (ThermoFisher), 1 mM L-glutamine, 100 μM β-mercaptoethanol, 50 U/mL penicillin/50 μg/mL streptomycin (all from Life Technologies) with 1 μg/mL doxycycline for continuous Xist induction. On day 7, cells were detached from the base of the flask with Accutase (Merck Life Sciences), and 3 × 10^6^ cells were plated to grow in suspension in 90 mm bacterial petri dishes containing N2B27 + Dox media supplemented with 10 ng/mL EGF and FGF (Peprotech). On day 10, embryoid-body-like cellular aggregates were collected by mild centrifugation (100 g for 2 min) and plated back onto gelatin-coated 90 mm dishes in N2B27 + Dox + FGF/EGF media. When NPC outgrowths reached ∼80% confluency, cells were detached by Accutase treatment and split at 1:3–1:4 ratio on gelatinized 90 mm petri dishes. For long term differentiated timepoints cells were maintained in N2B27 + Dox + FGF/EGF media and passaged as above. For dTAG13-treated FKBP12^F36V^-PCGF3/5 and combined FKBP12^F36V^-PCGF3/5 + SPEN^SPOCmut^ lines, 100 μM dTAG-13 was added 12 hours prior to initial pre-plating and maintained in the growth media throughout the protocol.

#### Nuclear extraction

Nuclear extracts were made from cell pellets of confluent 90 mm dishes (3 × 10^7^ cells, 1 × packed cell volume, PCV). Briefly, cell pellets were washed with PBS then resuspended in 10 × PCV buffer A (10 mM HEPES-KOH pH7.9, 1.5 mM MgCl_2_, 10 mM KCl, with 0.5 mM DTT, with freshly added 0.5 mM phenylmethylsulfonyl fluoride (PMSF) and complete protease inhibitors (Roche)). After 10 min on ice to allow cell swelling, cells were centrifuged (1500 g for 5 min at 4°C) and resuspended in 3 × PCV buffer A + 0.1% NP40 (Merck Life Science). After 10 further min on ice, nuclei were collected by centrifugation (400 g for 5 min at 4°C) then resuspended in 1 × PCV buffer C (250 mM NaCl, 5 mM HEPES-KOH pH 7.9, 26% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA-NaOH pH8, with fresh 0.5 mM DTT and protease inhibitors). NaCl was then added dropwise up to a concentration of 350 mM, and the extract was incubated for 1 hour on ice with occasional agitation. After centrifugation (16000 g for 20 min at 4°C) the supernatant was taken as soluble nuclear extract. This was quantified by Bradford’s assay (Bio-Rad) and stored at −80°C until use.

#### Western blotting

Nuclear extracts were used for Western blot analysis of all proteins shown in this study. Samples were loaded onto home-made polyacrylamide gels and transferred to PVDF or nitrocellulose membranes using a Trans-blot Turbo (Bio-Rad). Membranes were then blocked for 1 hour at room temperature in 10 mL blocking buffer: 100 mM Tris pH 7.5, 0.9% NaCl, 0.1% Tween (TBST) and 5% Marvel milk powder. Blots were incubated overnight at 4°C with primary antibody (see Key resources table), washed four times with blocking buffer, then incubated with constant agitation at room temperature for 1 hour in secondary antibody of the relevant species conjugated to horseradish peroxidase. After washing twice more in blocking buffer, once in TBST, and once in PBS (10 min each), membranes were developed and visualized using Clarity Western ECL substrate (Bio-Rad).

#### Immunofluorescence

Immunofluorescence was performed as described in our previous study (Nesterova et al., 2019). Cells were grown on gelatinized slides or 13 mm diameter coverslips (VWR) for at least a day prior to experimental fixation. Slides were washed with PBS and then fixed with 2% formaldehyde for 15 min followed by 5 min of permeabilization in 0.4% Triton X-100. All procedures were performed at room temperature (RT). Cells were briefly washed with PBS before blocking with a 0.2% PBS-based solution of fish gelatin for three washes of 5 min each. Primary antibody dilutions were prepared in fish gelatin solution with 5% normal goat serum and added to cells on slides for 2 hours of incubation in a humid chamber at room temperature. Slides were then washed three times in fish gelatin solution. Secondary antibodies were diluted 1:400 in fish gelatin solution and incubated with cells on slides for 1 hour in a humid chamber. After incubation, slides were washed twice with fish gelatin and one time with PBS before mounting using Vectashield mounting medium with DAPI. Excess mounting medium was removed and the coverslips were sealed to slides using nail varnish. Cells were analysed and scored for the presence of Xi domains on an inverted fluorescence Axio Observer Z.1 microscope using a PlanApo ×63/1.4 NA oil-immersion objective. Images were acquired using AxioVision software.

#### Xist RNA FISH

Cells for each sample were split to grow on gelatin-coated 22 mm coverslips in wells of 6-well plates and fixed at ^∼^70% confluency after ^∼^48 hours. Xist expression was induced for 1 day, and in the case of FKBP12^F36V^ lines dTAG-13 was added 12 hours prior to doxycycline addition. At collection, cells on coverslips were washed once with PBS, fixed in the 6-well plate with 3% formaldehyde pH 7 for 10 min, then washed once with PBS, twice with PBST.5 (0.05% Tween20 in PBS), and transferred into a new 6-well dish for permeabilization in 0.2% Triton X-100 in PBS for 10 min at RT. After three further PBST.5 washes, cells on cover slips were subjected to ethanol dehydration by an initial incubation with 70% EtOH (for 30 min at RT), then progressive exchanges to 80%, 90% and finally 100% EtOH. Xist FISH probe was prepared, starting on the previous day, from an 18 kb cloned cDNA (pBS_Xist; Key resources table) spanning the whole Xist transcript using a nick translation kit (Abbott Molecular). The FISH hybridization mix consisted of: 3 μL Texas Red-labelled Xist probe (^∼^50 ng DNA), 1 μL 10 mg/mL Salmon Sperm DNA, 0.4 μL 3 M NaOAc and 3 volumes of 100% EtOH per sample. This was precipitated by centrifugation (20,000 g for 20 min at 4°C), washed with 70% EtOH, dried by air or speed vacuum, resuspended in 6 μL deionized formamide (Merck Life Science) per hybridization, then incubated in a shaker (1400 rpm) at 42°C for at least 30 min. 2× hybridization buffer (4× SSC, 20% dextran sulfate, 2 mg/mL BSA (NEB), 1/10 volume nuclease free water and 1/10 volume vanadyl-ribonucleoside complex (VRC; pre-warmed at 65°C for 5 min before use)) was denatured at 75°C for 5 min, placed back on ice to cool, then mixed with hybridization mix. Each coverslip was hybridized with 30 μL probe/hybridization mix in a humid box at 37°C overnight. The next day, coverslips were washed 3 times for 5 min at 42°C with pre-warmed 50% formamide/2× saline-sodium citrate buffer (1/10 20× SSC in PBST.5), then subjected to further washes (3 x 2XSSC, 1 × PBST.5, 1 × PBS, each for 5 min using a 42°C hot plate) before being mounted with VECTASHIELD with DAPI (Vector Labs) onto Superfrost Plus microscopy slides (VWR). Slides were dried and sealed using clear nail polish prior to imaging.

5-10 images (20-40 cells per image) were acquired with AxioVision software on an inverted fluorescence Axio Observer Z.1 microscope (Zeiss) using a PlanApo ×63/1.4 NA oil-immersion objective. Images for all lines were scored together, blinded, for the presence or absence of a noticeable Xist RNA domain.

#### Xist RNA FISH for 3D-SIM

Cells were grown on 18 × 18 mm No. 1.5H precision cover slips (Marienfield) for 3D-SIM microscopy and treated as described above. Coverslips were washed twice with PBS and fixed using 3% formaldehyde (pH 7) in PBS for 10 min at room temperature. A stepwise exchange of PBST.5 was carried out, before cells were permeabilized using 0.2% Triton X-100 PBS for 10 min at room temperature, then blocked for 30 min (2% BSA/0.5% fish skin gelatine/PBST.5, 2U/μL RNAsin Plus (Promega) at room temperature). Coverslips were washed twice in PBST.5, then once in 2× SSC before an overnight incubation at 37°C with FISH probe/hybridization buffer (prepared as above) in a humid chamber. The following day coverslips were washed with 2× SSC as detailed above, then stained with 2 μg/mL DAPI in PBST.5 for 10 min at room temperature. Coverslips were washed again with PBS, then milliQ water, before mounting as above but using Vectashield mounting medium (no DAPI), and imaged within a week using the DeltaVision OMX V3 Blaze system (GE Healthcare).

#### 3D-SIM

##### Acquisition

3D-SIM imaging was performed on a DeltaVision OMX V3 Blaze system (GE Healthcare) equipped with a 60×/1.42 NA Plan Apo oil immersion objective (Olympus), pco.edge 5.5 sCMOS cameras (PCO), and 405, 488, 593 and 640 nm lasers. Image stacks were acquired with a z-distance of 125 nm and with 15 raw images per plane (5 phases, 3 angles). Spherical aberration after reconstruction was reduced by using immersion oil of different refractive indices (RIs) matched to respective optical transfer functions (OTFs). Here, immersion oil with an RI of 1.514 was used for the sample acquisition and matched to OTFs generated using immersion oil of RI 1.512 for the blue, and 1.514 for the red channel. OTFs were acquired using 170 nm diameter blue emitting PS-Speck beads and 100 nm diameter green and red emitting FluoSphere beads (Thermo Fisher Scientific).

##### Reconstruction

The raw data was computationally reconstructed with softWoRx 6.5.2 (GE Healthcare) using channel-specific OTFs and Wiener filter settings of 0.005. A lateral (x-y) resolution of approximately 120 nm and an axial (z) resolution of approximately 320 nm was achieved (Miron et al., 2020). All data underwent assessment via SIMcheck (Ball et al., 2015) to determine image quality via analysis of modulation contrast to noise ratio (MCNR), spherical aberration mismatch, reconstructed Fourier plot, and reconstructed intensity histogram values. Reconstructed 32-bit 3D-SIM datasets were thresholded to the stack modal intensity value and converted to 16-bit composite z-stacks to discard negative intensity values using SIMcheck’s “threshold and 16-bit conversion” utility and MCNR maps were generated using the “raw data modulation contrast” tool of SIMcheck. To eliminate false positive signals from reconstructed noise, we applied a modulation contrast filtering using an adapted in-house Fiji script (Rodermund et al., 2021; Schindelin et al., 2012). Here, all pixels in the reconstructed dataset where the corresponding MCNR values in the raw data map fall below an empirically chosen threshold of 4.0 are set to zero intensity. Thereafter, the resulting ‘masked’ reconstructed dataset is blurred with a Gaussian filter with 0.8 pixel radius (xy) to smoothen hard edges.

##### Alignment

Color channels were registered in 3D with the open-source software Chromagnon 0.85 (Matsuda et al., 2018) determining alignment parameter (x,y,z-translation, x,y,z-magnification, and z-rotation) from a 3D-SIM dataset acquired on the date of image acquisition of multicolor-detected 5-ethenyl-2′-deoxyuridine (EdU) pulse replication labeled C127 mouse cells serving as biological 3D alignment calibration sample (Rodermund et al., 2021).

##### Image analysis workflow

Reconstructed 3D-SIM image stacks were pre-processed and subjected to modulation contrast filtering as described above (Rodermund et al., 2021). Thereafter, lateral color channel alignment was performed as described above. The resulting images were used as representative images of whole nuclei. For further analysis however, the DAPI channel was discarded, and Xist territories were cropped manually using Fiji to exclude signal from neighboring cells. The cropped dimensions were later used to define Xist territory volume in all different cell types.

The processed 3D-SIM image files were analyzed using an in-house adapted makefile script for masking of the signal and centroid determination by watershed algorithm (Rodermund et al., 2021). The output data was used to determine the number of Xist foci in all different cell types. Additionally, localization phenotypes observed in the different cell lines and conditions were scored by eye. Xist RNA territories were scored as either “localized”, “slightly dispersed” or “fully dispersed” based on the fully processed 3D-SIM images.

#### Chromatin RNA-seq

Between 5 × 10^6^ (NPC) and 3 × 10^7^ (mESC) cells were collected from confluent 90 mm dishes, washed once with PBS, then snap-frozen and stored at −80°C. Chromatin extraction was performed as follows: Cell pellets were lysed on ice for 5 min in RLB (10 mM Tris pH7.5, 10 mM KCl, 1.5 mM MgCl_2_, and 0.1% NP40). Nuclei were then purified by centrifugation through 24% sucrose/RLB (2800 g for 10 min at 4°C), resuspended in NUN1 (20 mM Tris pH7.5, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol, 0.1 mM DTT), and then lysed by gradual addition of an equal volume NUN2 (20 mM HEPES pH 7.9, 300 mM NaCl, 7.5 mM MgCl_2_, 0.2 mM EDTA, 1 M Urea, 0.1 mM DTT). After 15 min incubation on ice with occasional vortexing, the chromatin fraction was isolated as the insoluble pellet after centrifugation (2800 g for 10 min at 4°C). Chromatin pellets were resuspended in 1 mL TRIzol (Invitrogen) and fully homogenenized and solubilized by eventually being passed through a 23-gauge needle 10 times. This was followed by isolation of chromatin-associated RNA through TRIzol/chloroform extraction with isopropanol precipitation. Precipitated RNA pellets were washed twice with 70% ethanol. Final ChrRNA samples were then resuspended in H_2_O, treated with TurboDNAse and measured by Nanodrop (both ThermoFisher). 500 ng–1 μg of RNA was used for library preparation using the Illumina TruSeq stranded total RNA kit (RS-122-2301).

#### Native ChIP-seq

Calibrated native ChIP-seq was performed largely as described in our previous studies (Nesterova et al., 2019; Rodermund et al., 2021) using buffers supplemented with 5 mM of the deubiquitinase inhibitor N-ethylmaleimide (Merck Life Science) for H2AK119ub1 ChIP. 4 × 10^7^ mESCs and 1 × 10^7^ Drosophila Sg4 Cells (20% cellular spike-in) were carefully counted using a Countess 3 Automated Cell Counter (ThermoFisher) and pooled. Cells were then lysed in RSB (10 mM Tris pH8, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40) for 5 min on ice with gentle inversion before nuclei collection by centrifugation (1500 g for 5 min at 4°C). Nuclei were resuspended in 1 mL of RSB +0.25 M sucrose +3 mM CaCl_2_, treated with 200U of MNase (Fermentas) for 5 min at 37°C, quenched with 4 μL of 1M EDTA, then centrifuged at 2000 g for 5 min. The supernatant was transferred to a fresh tube as fraction S1. The remaining chromatin pellet was incubated for 1 hour in 300 μL of nucleosome release buffer (10 mM Tris pH7.5, 10 mM NaCl, 0.2 mM EDTA), carefully passed five times through a 27G needle, and then centrifuged at 2000 g for 5 min. The supernatant from this S2 fraction was combined with S1 to make the final soluble chromatin extract. For each ChIP reaction, 100 μL of chromatin was diluted in Native ChIP incubation buffer (10 mM Tris pH 7.5, 70 mM NaCl, 2 mM MgCl_2_, 2 mM EDTA, 0.1% Triton) to 1 mL and incubated with Ab (see Key resources table) overnight at 4°C. Samples were incubated for 1 hour with 40 μL protein A agarose beads pre-blocked in Native ChIP incubation buffer with 1 mg/mL BSA and 1 mg/mL yeast tRNA, then washed a total of four times with Native ChIP wash buffer (20 mM Tris pH 7.5, 2 mM EDTA, 125 mM NaCl, 0.1% Triton X-100) and once with TE pH 7.5. All washes were performed at 4°C. The DNA was eluted from beads by resuspension in elution buffer (1% SDS, 100 mM NaHCO_3_) and shaking at 1000 rpm for 30 min at 25°C, and was purified using the ChIP DNA Clean and Concentrator kit (Zymo Research). Enrichment of ChIP DNA at predicted sites for each chromatin modification was confirmed by qPCR using primers given in Table S1 and SensiMix SYBR (Bioline, UK). 25–100 ng of ChIP DNA was used for library prep using the NEBNext Ultra II DNA Library Prep Kit with NEBNext Single indices (E7645).

#### Next-generation sequencing

Next-generation sequencing DNA libraries were loaded on a Bioanalyzer 2100 (Agilent) with High Sensitivity DNA chips to verify fragment size distribution between 200-800 bp. Sample libraries were quantified using a Qubit fluorometer (Invitrogen) and, optionally, by qPCR with KAPA Library Quantification DNA standards (Roche) and SensiMix SYBR (Bioline) before being pooled together. 2 × 81-cycle paired-end sequencing was performed using an Illumina NextSeq500 (FC-404-2002).

#### ChrRNA-seq data analysis

The standard ChrRNA-seq data mapping pipeline is reported in our previous study (Nesterova et al., 2019). Briefly, raw fastq files of read pairs were first mapped to rRNA by bowtie2 (v2.3.2; Langmead and Salzberg 2012) and rRNA-mapping reads discarded (typically <2%). The remaining unmapped reads were aligned to an N-masked mm10 genome with STAR (v2.4.2a; Dobin et al., 2013) using parameters: “-outFilterMultimapNmax 1 -outFilterMismatchNmax 4 -alignEndsType EndToEnd”. Aligned reads were assigned to separate files for either the *Cast* or *Dom*/129S genomes by SNPsplit (v0.2.0; Krueger and Andrews, 2016) using the “- paired” parameter and a SNPfile containing the 23,005,850 SNPs between *Cast* and *Dom*/129S genomes (UCSC). Read fragments overlapping genes, for both the ‘unsplit’ and ‘allelic’ files of each sample, were counted by the program featureCounts (Liao et al., 2014) using an annotation file of all transcripts and lncRNAs from NCBI RefSeq and the parameters “-t transcript -g gene id -s 2”.

Principle Component Analysis (PCA) of iXist-ChrX samples was performed using the DESeq R package (Anders and Huber, 2010). A variance stabilizing transformation (VST) was applied to a count matrix containing all samples and the top 500 differentially expressed autosomal genes were taken for calculation of principle components.

Further allelic analysis was performed using R and RStudio on allelic count matrix output files from featureCounts. X-linked genes with at least 10 allelically-assigned fragments (i.e. containing reads that overlap SNPs) in >80% of WT samples were retained for gene silencing analysis. Gene silencing was assessed by calculating the allelic ratio of read counts, given by Xi/(Xi+Xa). An additional filter on the allelic ratio in uninduced mESCs (0.1 < allelic ratio < 0.9) was also applied, as strongly monoallelic genes are likely to be technical artifacts of singular mis-annotated SNPs.

Kinetic modeling of gene silencing dynamics was performed using WT iXist-ChrX samples collected in NPC differentiation time course experiments. Exponential model curve fitting was performed using the “nlsLM” function from the “minpack.lm” R package (Elzhov et al., 2016) to a model of the form:

$$y\;=\;y_{f}\;+y_{0}e^{-tk}$$

(*y* = allelic ratio; *t* = time; $y_{f}$ = final allelic ratio; $y_{0}+\;y_{f}$ = initial allelic ratio)

where $y_{f}=0$ is fixed for genes that undergo complete inactivation but is allowed as a parameter for escapees (defined as allelic ratio >0.1 in mature NPCs). Fitting was done first to the entire dataset in order generate initial parameter estimates. These were then used as inputs for linear regression to fit the model to the silencing trajectory of each gene individually. Model fitting was possible for the vast majority of allelic chrX genes analyzed. Silencing halftimes were calculated by the formula:

$$t_{1/2}=-\frac{1}{k}\text{ln}\left(\frac{F\left(y_{0}-y_{f}\right)-\;y_{f}}{y_{0}}\right)$$

where k, $y_{0}$ and $y_{f}$ are parameters of the exponential model fit, and *F* = 0.5 (to calculate half of $y_{0}\;+\;y_{f}$). Halftimes were used to categories X-linked genes into equal classes of fast, intermediate, and slow kinetics of silencing.

For instances where genes are directly categorized or compared by their ‘Initial Expression Level’, this was done using mRNA-seq data from iXist-ChrX_Dom_ mESCs (two replicates averaged together). This data, which contains very few intronic reads, allows for the calculation of a ‘Transcripts per kilobase Million (TPM)’ value for each gene in the count matrix, and hence categorisation of genes into equal groups of low, medium or high expressed. For instances where the relative expression of the same gene (or in the case of Xist, the number of chromatin-associated transcripts) was compared across ChrRNA-seq samples, a simpler RPM (aka CPM; Reads/Counts per Million) transformation of the count matrix was used.

Summary tables characterizing X-linked genes by all the comparison metrics used in this study are provided in Table S2.

Plots used to visualize ChrRNA-seq analysis in this study (eg. box, scatter, bar, violin, PCA) were primarily generated using ggplot2 and associated packages in R.

#### Calibrated native ChIP-seq data analysis

For ChIP-seq experiments quantitatively calibrated with *Drosophila* Sg4 cells, raw fastq reads were mapped with bowtie2 (v2.3.2; Langmead and Salzberg, 2012) to the N-masked mm10 genome concatenated with the dm6 *Drosophila* genome. Parameters “–very-sensitive –no-discordant –no-mixed -X 2000” were used and unmapped read pairs were removed. Alignment files were sorted using samtools (Li et al., 2009), PCR duplicates were marked and discarded by the picard-tools ”MarkDuplicates” programme, and reads were allelically-assigned using SNPsplit (Krueger and Andrews, 2016). 

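Table S3 gives the read totals behind the calibration. *Drosophila* reads made up 0.597% to 1.59% of the mouse and *Drosophila* reads in the 6 inputs (median 1.06%), 0.457% to 1.63% in the H2AK119ub1 IPs (median 0.814%) and 1.91% to 4.02% in the H3K27me3 IPs (median 2.82%). The smallest *Drosophila* total was 169386 reads, in the input of dTAG-13 + Dox replicate 2.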

For spike-in calibration, reads mapping to the mm10 and dm6 genomes, in both IP and matched input samples, were counted by samtools. Calibration factors were then calculated according to the derived formula for occupancy ratio (ORi) (Hu et al., 2015) and are provided in Table S3.

##### Meta-profiles

Meta-profiles from ChIP-seq datasets collected in iXist-ChrX_*Dom*_-derived cell lines were generated from normalized/calibrated bigWig files using the “reference-point” mode of “computeMatrix” in the deeptools suite (Ramírez et al., 2014), followed by the “plotProfile” function. Profiles were centered either on TSSs from gene annotations (UCSC refGene), or published datasets of SUZ12 and RING1B peak locations in mESCs (Fursova et al., 2019).

##### Allelic ChIP-seq analysis

Total and allele-specific alignment (BAM) ChIP and input files were processed into bedGraph format by bedtools “genomeCoverageBed” (Quinlan and Hall, 2010) and calibrated by factors given in Table S3. 

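The deposited window values were compared with the factors of Table S3. The values without regard to allele were multiplied by the factor of their own library and by the length of the window. They came out as whole numbers of covered bases, with a largest relative deviation of 2.51e-06. Relative to many bases any deviation is small, so the check is weak for windows with high coverage. The values were thus read as coverage per base scaled by that factor. The allelic values were read in the same way without this check. For the inputs the factor was proportional to the library size. For the IPs it was the same multiple of the library size, divided by the occupancy ratio relative to NoDox of the same replicate. The NoDox libraries are therefore scaled by library size alone, and levels are comparable between conditions of one replicate. The allelic windows held between 27.6 and 54.5 Mb of covered bases in the inputs, between 31.8 and 60.0 Mb in the H2AK119ub1 IPs and between 46.8 and 113 Mb in the H3K27me3 IPs. The smallest nonzero value corresponded to 150 covered bases.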

The custom Python script *ExtractInfoFrombedGraph_AtBed.py* (https://github.com/guifengwei) was then used to extract values of signal for 250 kb windows spanning the 103.5 Mb ‘chrX1’ region that can be allelically-analysed. These files were loaded into RStudio for further data processing. Briefly, IP files were first normalized to appropriate input files to calculate enrichment (IP/input) for each window across the chromosome. Line graphs of allelic enrichment were calculated for each sample by subtraction of Xa enrichment from Xi enrichment (Xi – Xa) and are thus ‘internally’ normalized to be more robust to technical variability (eg. in ChIP efficiency) between samples. Data points in boxplots represent allelic enrichment for each window calculated as the ratio of Xi enrichment compared to Xa enrichment (Xi/Xa). ‘Poor mappability’ regions were defined as windows with outlier signal in non-allelic input (+/− 2.5 median absolute deviation). ‘Low allelic’ regions were defined as windows ranking in the lowest 5% of signal in allelic input files. 79/414 windows classified as either ‘poor mappability’ or ‘low allelic’ windows are masked by shaded regions in line graphs and excluded from associated boxplots.

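With the mean of the 6 inputs and R's scaled median absolute deviation over the 414 windows, 31 windows had outlying non-allelic input, 21 were in the lowest 5% of allelic input, and 39 were in either class, which left 375. The count was sensitive to how the deviation was scaled. With the unscaled median absolute deviation, 64 windows were outlying and 69 were masked in all. A further 8 unmasked windows had no allelic read in at least 1 library and gave no ratio.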

### Quantification and statistical analysis

Statistical tests were performed in R using base or “ggpubr” packages. For instances where statistical significance is indicated in figures, the test employed is stated in the accompanying legend. The Wilcoxon rank-sum (aka Mann-Whitney U) test was favored for comparisons between two independent, unpaired samples. This test determines whether it is equally likely a randomly selected value from one sample will be less than or greater than a randomly chosen value from another. It is a non-parametric alternative to the unpaired t test which does not assume normal distributions about a mean, and so is appropriate for calculating significance for many comparisons in this study. Fisher’s exact test was used for comparing the categorical data collected of Xist RNA dispersal in Figure 3. Sample sizes are provided where applicable in either the main text or figure legends. In all cases, the quantity represented by n (eg. the number of genes, cells, or experimental replicates) is made clear.

## Data Availability

• High throughput sequencing data (ChrRNA-seq and ChIP-seq) generated for this study have been deposited to GEO (GSE185871) and are publicly available as of the date of publication. Accession numbers are listed in the Key resources table. This paper analyses existing, publicly available data. The accession numbers for the datasets are listed in the Key resources table. All raw microscopy and gel images will be shared by the Lead contact upon request. • All original code (R functions and scripts) used for allelic analysis of next-generation sequencing data has been deposited to GitHub (https://github.com/guifengwei or https://github.com/joebowness) and is publicly available as of the date of publication. DOIs are listed in the Key resources table. • Any additional information required to reanalyze the data reported in this paper is available from the Lead contact upon request.

# Supplementary material for: Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1
**Source:** Cell Rep. 2022 Mar 17;39(7):110830. doi: 10.1016/j.celrep.2022.110830
**Supplement:** Document S1. Figures S1–S7 and Table S1

**Supplemental information**

**Xist-mediated silencing requires additive  
functions of SPEN and Polycomb together  
with differentiation-dependent recruitment of SmcHD1**

**Joseph S. Bowness, Tatyana B. Nesterova, Guifeng Wei, Lisa Rodermund, Mafalda Almeida, Heather Coker, Emma J. Carter, Artun Kadaster, and Neil Brockdorff**

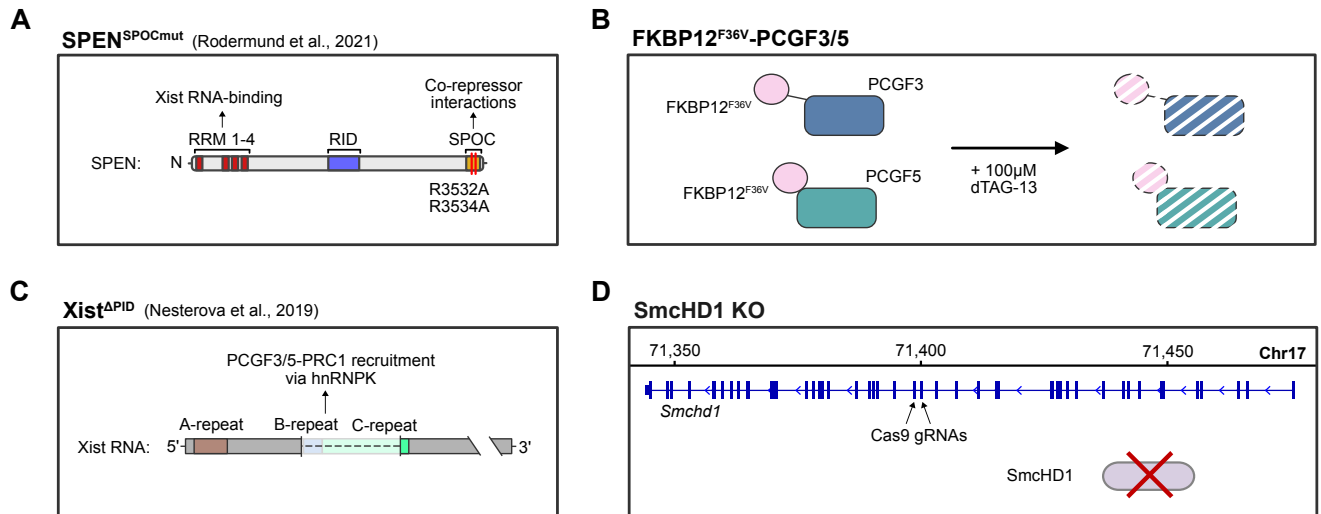

**Figure S1** Schematics of mutant mESC lines discussed in this study. Related to Figures 1, 2 and 6.

(A) SPEN<sup>SPOCmut</sup>: Point mutants in the SPEN SPOC domain abolish interactions with corepressors such as the SMRT/NCOR complex. SPEN protein retains its ability to bind Xist RNA via RRM (RNA Recognition Motif) domains.

(B) FKBP12<sup>F36V</sup>-PCGF3/5: Sequences encoding the FKBP12<sup>F36V</sup> degron tag were inserted into both endogenous *Pcgf3* and *Pcgf5* loci by CRISPR/Cas9-facilitated homologous recombination to generate homozygous N-terminal fusion proteins. The PCGF3 fusion protein contains a flexible GGSGG linker between the tag and endogenous protein which is not present for PCGF5. Upon addition of 100  $\mu$ M dTAG-13 fusion proteins are rapidly degraded by the ubiquitin-proteasome system.

(C) Xist<sup>ΔPID</sup>: A deletion in the *Xist* locus removes the B-repeat and the majority of the C-repeat regions from Xist RNA, and thus abolishes Polycomb recruitment by Xist, which occurs via hnRNP to PCGF3/5-PRC1 complexes.

(D) SmcHD1 KO: Knockout cell lines with no production of SmcHD1 protein were generated by CRISPR/Cas9-mediated mutagenesis of the endogenous *SmcHD1* gene. More details on specific mutations is provided in Figure S7A.

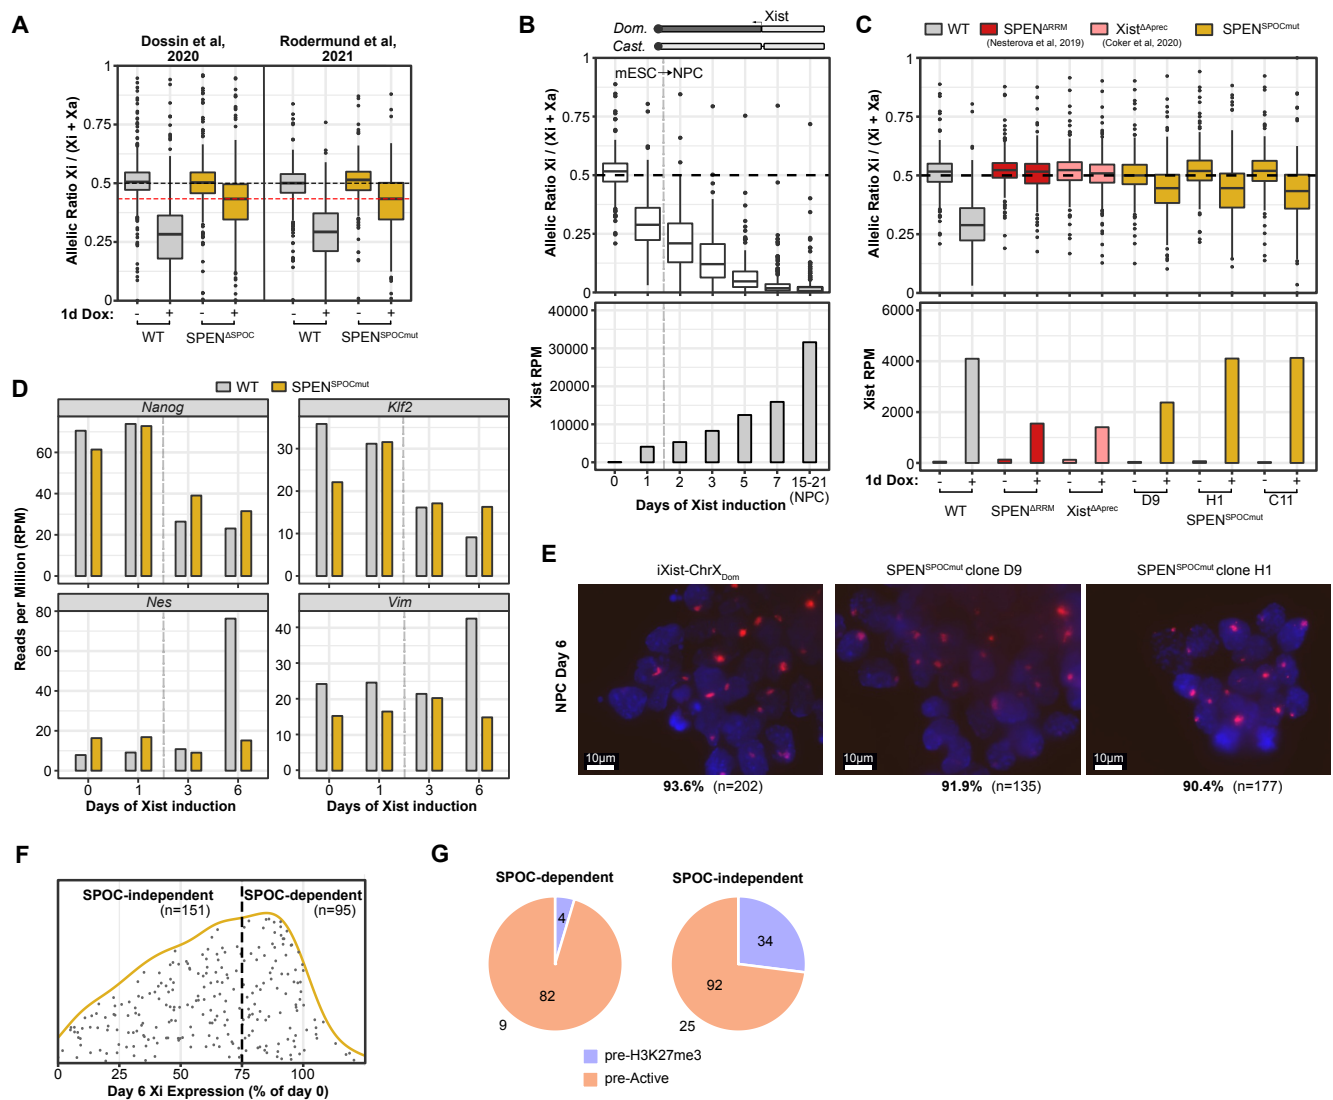

**Figure S2** Characterization of iXist-ChrX<sub>Dom</sub>  $SPEN^{SPOCmut}$ . Related to Figure 1.

(A) Boxplots comparing allelic X-linked gene expression between  $SPEN^{SPOCmut}$  lines in our previous study (Rodermund et al., 2021) and a larger deletion of the SPEN SPOC domain introduced into a similar model cell line of XX mESCs with inducible Xist (Dossin et al., 2020).

(B) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in the iXist-ChrX<sub>Dom</sub> cell line. Timepoints in mESCs with and without Xist induction (day 1 and day 0 respectively) are shown alongside later timepoints of Xist induction with NPC differentiation. Data from NPC timecourse experiments are averaged (n=2). Relative levels of chromatin-associated Xist RNA for each time point are shown below.

(C) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX<sub>Dom</sub> WT,  $SPEN^{\Delta RRMmut}$  (Nesterova et al., 2019),  $Xist^{\Delta Aprec}$  (Coker et al., 2020) and three independent  $SPEN^{SPOCmut}$  clones after 1 day of Xist induction in mESCs.  $SPEN^{\Delta RRMmut}$  and  $Xist^{\Delta Aprec}$  boxes are averaged from two replicate clones. Relative levels of chromatin-associated Xist RNA for each time point are shown below.

(D) Relative levels of marker gene expression for samples presented in Figure 1A,B.

(E) Xist RNA-FISH in iXist-ChrX<sub>Dom</sub> and two derivative SPEN<sup>SPOCmut</sup> clones performed after six days of Xist induction with NPC differentiation. Scoring of the percentage of cells containing Xist domains is indicated below each representative image.

(F) Density plot illustrating the methodology used to define a subset of genes that demonstrate greater silencing in SPEN<sup>SPOCmut</sup> cells. Genes, represented by individual dots, were defined as 'SPOC-dependent' if the allelic ratio at day 6 is > 75% of the initial allelic ratio in uninduced day 0 samples.

(G) Pie charts illustrating the proportions of SPOC-independent and SPOC-dependent genes in 'pre-Active' and 'pre-H3K27me3' gene categories, as defined in (Nesterova et al., 2019). 34 genes were not amenable to ChromHMM analysis in our previous study.

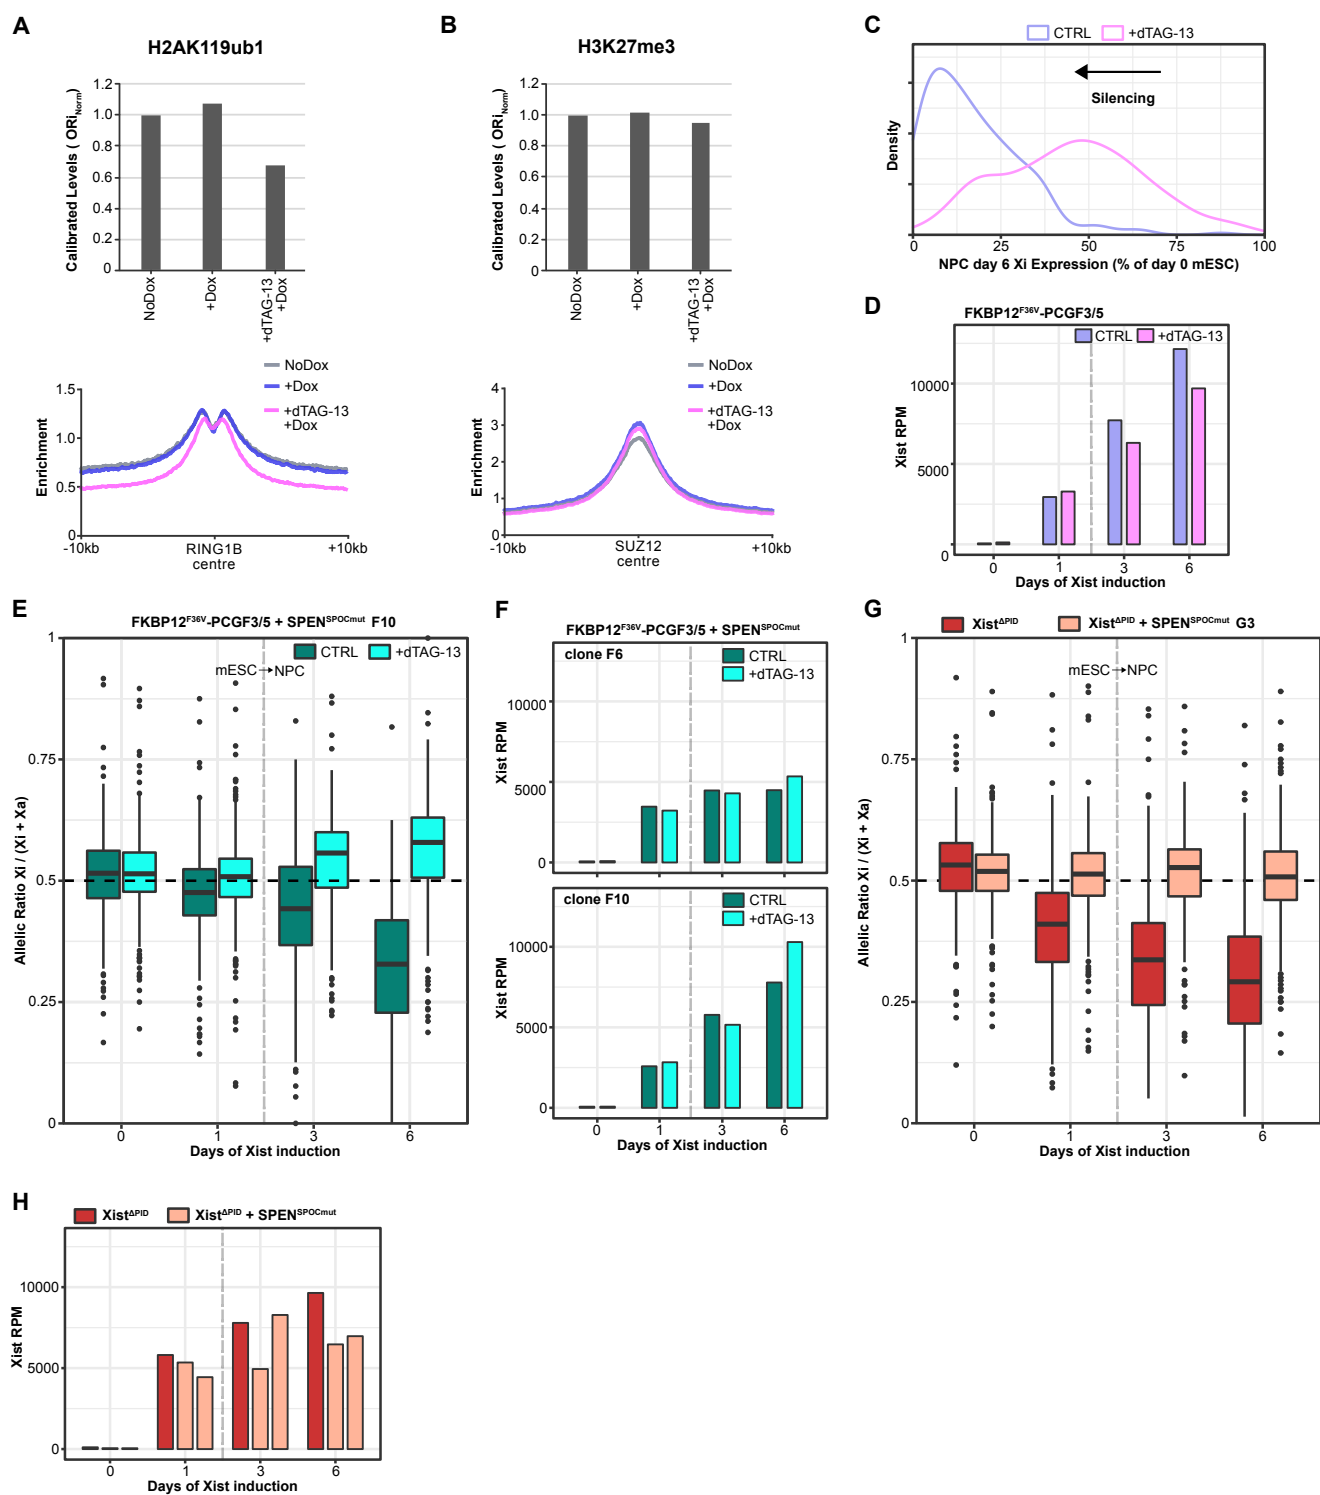

**Figure S3** Characterization of iXist-ChrX<sub>Dom</sub> FKBP12<sup>F36V</sup>-PCGF3/5 and combined Polycomb + SPEN<sup>SPOCmut</sup> lines. Related to Figure 2.

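The calibrated level in this panel is the occupancy ratio, in which the mouse reads of an IP are divided by its *Drosophila* reads and by the same quotient of the matched input. The *Drosophila* chromatin thus serves as the ruler for the modification in mouse chromatin, and the input quotient corrects for the amount of it in each sample. NoDox is set to 1 in each replicate, so the error of the NoDox libraries passes into the other ratios. Before this scaling, the H2AK119ub1 occupancy ratios of replicates 1 and 2 were 1.29 and 1.56 in NoDox. In dTAG-13 + Dox they were 0.973 and 0.936. Since the dTAG-13 cells were also induced, the closest comparison for degradation alone is with Dox cells. Relative to these, the H2AK119ub1 occupancy ratio in dTAG-13 + Dox was 0.626 ± 0.0394 (SD, n = 2), and the Xa enrichment was 0.571 ± 0.0411. The meta-profiles need values at a finer scale than 250 kb and were not analysed here.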

(A) (above) Calibrated global levels of H2AK119ub1 from ChIP-seq of FKBP12<sup>F36V</sup>-PCGF3/5 with exogenous spike-in of *Drosophila* cells, averaged from two replicate ChIP-seq experiments (see STAR Methods). (below) Meta-profiles of H2AK119ub1 enrichment centred on PRC1 target regions defined by RING1B ChIP-seq peak centres in mESCs (Fursova et al., 2019).

(B) As (A) for H3K27me3 and PRC2 regions defined by SUZ12 ChIP-seq peak centres in mESCs (Fursova et al., 2019).

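Relative to Dox cells, the H3K27me3 occupancy ratio in dTAG-13 + Dox was 0.936 ± 0.0156 (SD, n = 2), and the Xa enrichment was 0.939 ± 0.0183. Both lie below 1 by more than the SD of the replicates, whereas with library size in place of the spike-in, which expresses Xa relative to all mouse reads, the Xa ratio was 1.00 ± 0.0028.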

(C) Density plot illustrating gene silencing after six days of differentiation in FKBP12<sup>F36V</sup>-PCGF3/5 with or without dTAG-13 treatment for 12 hours prior to Xist induction.

(D) Relative levels of chromatin-associated Xist for each sample of the boxplots in Figure 2C.

(E) As Figure 2D for FKBP12<sup>F36V</sup>-PCGF3/5 + SPEN<sup>SPOCmut</sup> clone G3. The upward skew of allelic ratio for NPC-differentiated samples in this clone is interpreted to be a consequence of selection for cells in the population which have spontaneously eliminated the *Castaneous* X chromosome.

(F) Relative levels of chromatin-associated Xist for each FKBP12<sup>F36V</sup>-PCGF3/5 + SPEN<sup>SPOCmut</sup> clone, comparing untreated cells and cells treated for 12 hours with dTAG-13 prior to Xist induction cultured in parallel.

(G) As Figure 2E for Xist<sup>ΔPID</sup> + SPEN<sup>SPOCmut</sup> clone G, which is tetraploid and contains two copies of each ChrX allele (see Figure S4D).

(H) Relative levels of chromatin-associated Xist in ChrRNA-seq data sets from Xist<sup>ΔPID</sup> and Xist<sup>ΔPID</sup> + SPEN<sup>SPOCmut</sup> clones presented in Figure 2E and Figure S3G.

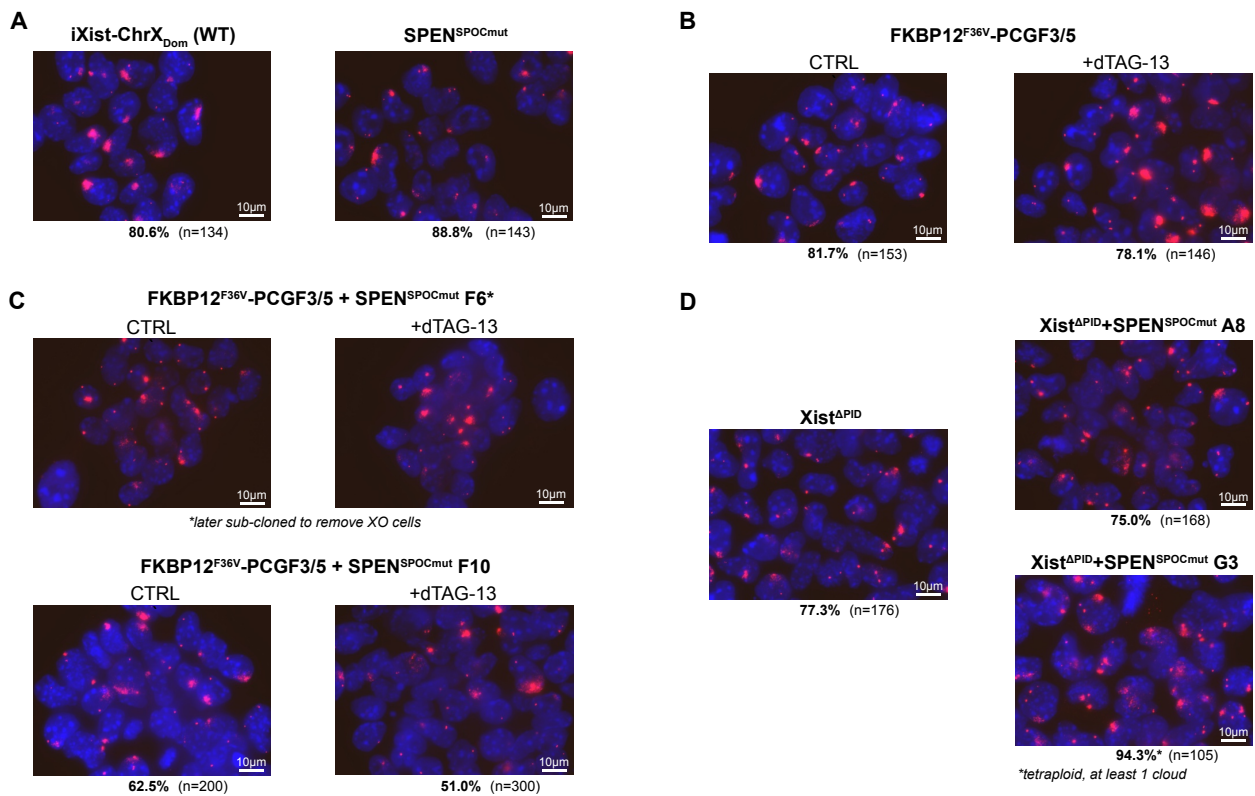

**Figure S4** Efficient Xist induction and cloud formation in SPEN<sup>SPOCmut</sup> and Polycomb mutant lines. Related to Figure 3.

Xist RNA-FISH images collected from mESCs after 1 day of Xist induction for mutant cell lines presented in Figures 1 and 2 of this study. For the FKBP12<sup>F36V</sup>-PCGF3/5 line and clonal derivatives, dTAG-13 treatment was applied 12 hours prior to Xist induction. The percentage of cells containing Xist territories is indicated below each representative image. RNA-FISH characterization of Xist induction in FKBP12<sup>F36V</sup>-PCGF3/5 + SPEN<sup>SPOCmut</sup> clone F6 (C) revealed a sub-population of XO cells with only one Xist/Tsix cloud/foci. This clone was therefore sub-cloned prior to the ChrRNA-seq experiment presented in Figure 2D.

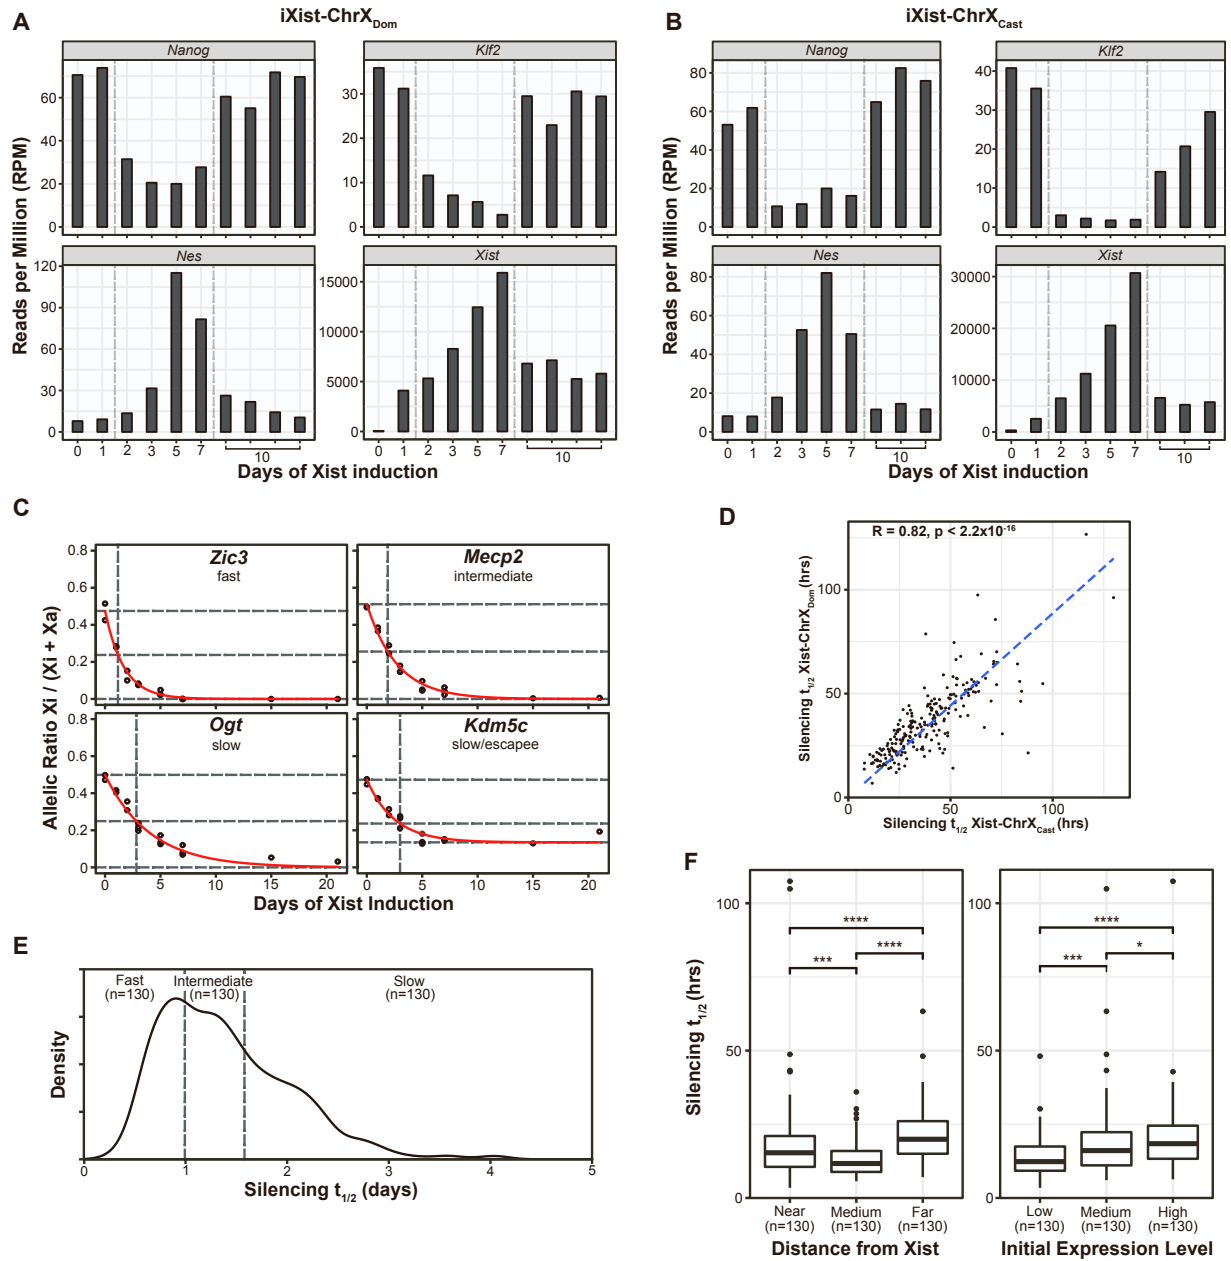

**Figure S5** Modelling of silencing kinetics over a timecourse of Xist induction with NPC differentiation. Related to Figure 4.

(A,B) Relative levels of selected marker gene expression and chromatin-associated Xist for the (A) iXist-ChrX<sub>Dom</sub> or (B) iXist-ChrX<sub>Cast</sub> NPC timecourse and undifferentiated day 10 Dox-induced mESC samples shown in with Figure 4A,B.

(C) Silencing trajectories for individual example genes in the iXist-ChrX<sub>Cast</sub> cell line. *Zic3*, *Mecp2*, *Ogt* are fast, intermediate, and slow silencing respectively. *Kdm5c* is an escapee but is also classified as slow silencing by its initial silencing kinetics. Horizontal lines represent parameters of  $y_0$  (initial allelic ratio),  $1/2 y_0$ , and  $y_f$  (final allelic ratio) respectively, and the vertical line is placed at the calculated  $t_{1/2}$  (halftime) for each gene.

(D) Scatter plot comparing calculated silencing half-times for each gene amenable to allelic analysis of silencing kinetics in both iXist-ChrX<sub>Dom</sub> and iXist-ChrX<sub>Cast</sub> lines ( $n=235$ ). Half-times are strongly

correlated with a Spearman's rank correlation coefficient of  $R = 0.82$ .

(E) Density plot of gene silencing halftimes in iXist-ChrX<sub>Cast</sub>, allowing for classification of genes into equal-sized groups of fast, intermediate, and slow silencing genes.

(F) Boxplots comparing silencing halftimes between subsets of genes based on distance from the *Xist* locus (left) or initial expression level in mESCs (right) (see STAR Methods). Significance of individual comparisons is determined by unpaired two-sample Wilcoxon rank-sum test. \*, \*\*, \*\*\*, \*\*\*\* indicate p below 0.05, 0.01, 0.001 and 0.0001 respectively.

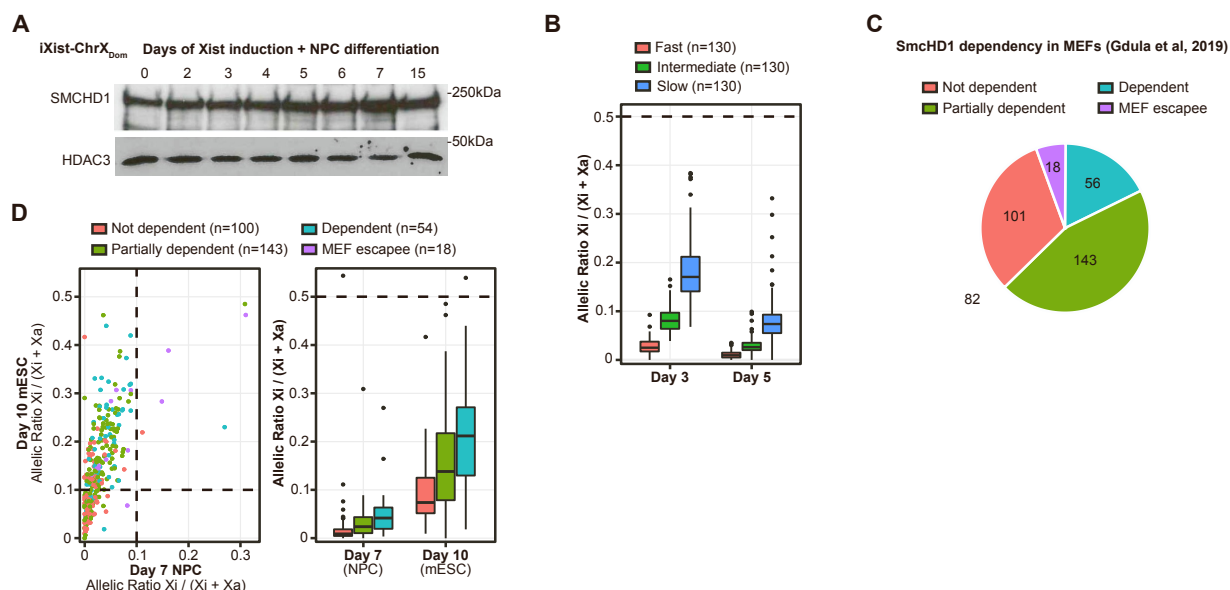

**Figure S6** Slow genes are incompletely silenced at the time window when SmcHD1 is recruited to Xi. Related to Figure 5.

A) Western blot analysis of SmcHD1 protein levels in iXist-ChrX<sub>Dom</sub> cells during the differentiation timescourse. Note that the amount of SmcHD1 protein present in mESCs (day 0) is comparable to the amount of SmcHD1 detected during differentiation. HDAC3 is included as a loading control. Molecular weight markers are shown on the right.

B) Boxplots summarizing allelic ChrRNA-seq data from iXist-ChrX<sub>Cast</sub> NPC day 3 and day 5. Boxes compare kinetic classes of genes to demonstrate incomplete silencing of intermediate and slow genes during the time window of SmcHD1 recruitment to Xi.

C) Pie chart depicting the number of genes in each class of SmcHD1 dependency, as defined from ChrRNA-seq analysis of XX mouse embryo fibroblast (MEF) lines derived from SmcHD1 null embryos. 82 genes amenable to analysis in the iXist-ChrX<sub>Cast</sub> cellular model were not previously categorized due to insufficient expression in MEFs.

D) Scatter plot comparing individual gene allelic ratios between iXist-ChrX<sub>Cast</sub> undifferentiated mESC day 10 and NPC day 7. Genes are coloured according to SmcHD1 dependency categories. Dashed lines indicate trace allelic ratios of 0.1. Adjacent boxplots compare iXist-ChrX<sub>Cast</sub> undifferentiated mESC day 10 and NPC day 7 by SmcHD1 dependency categories. MEF escapees are excluded due to insufficient number of genes.

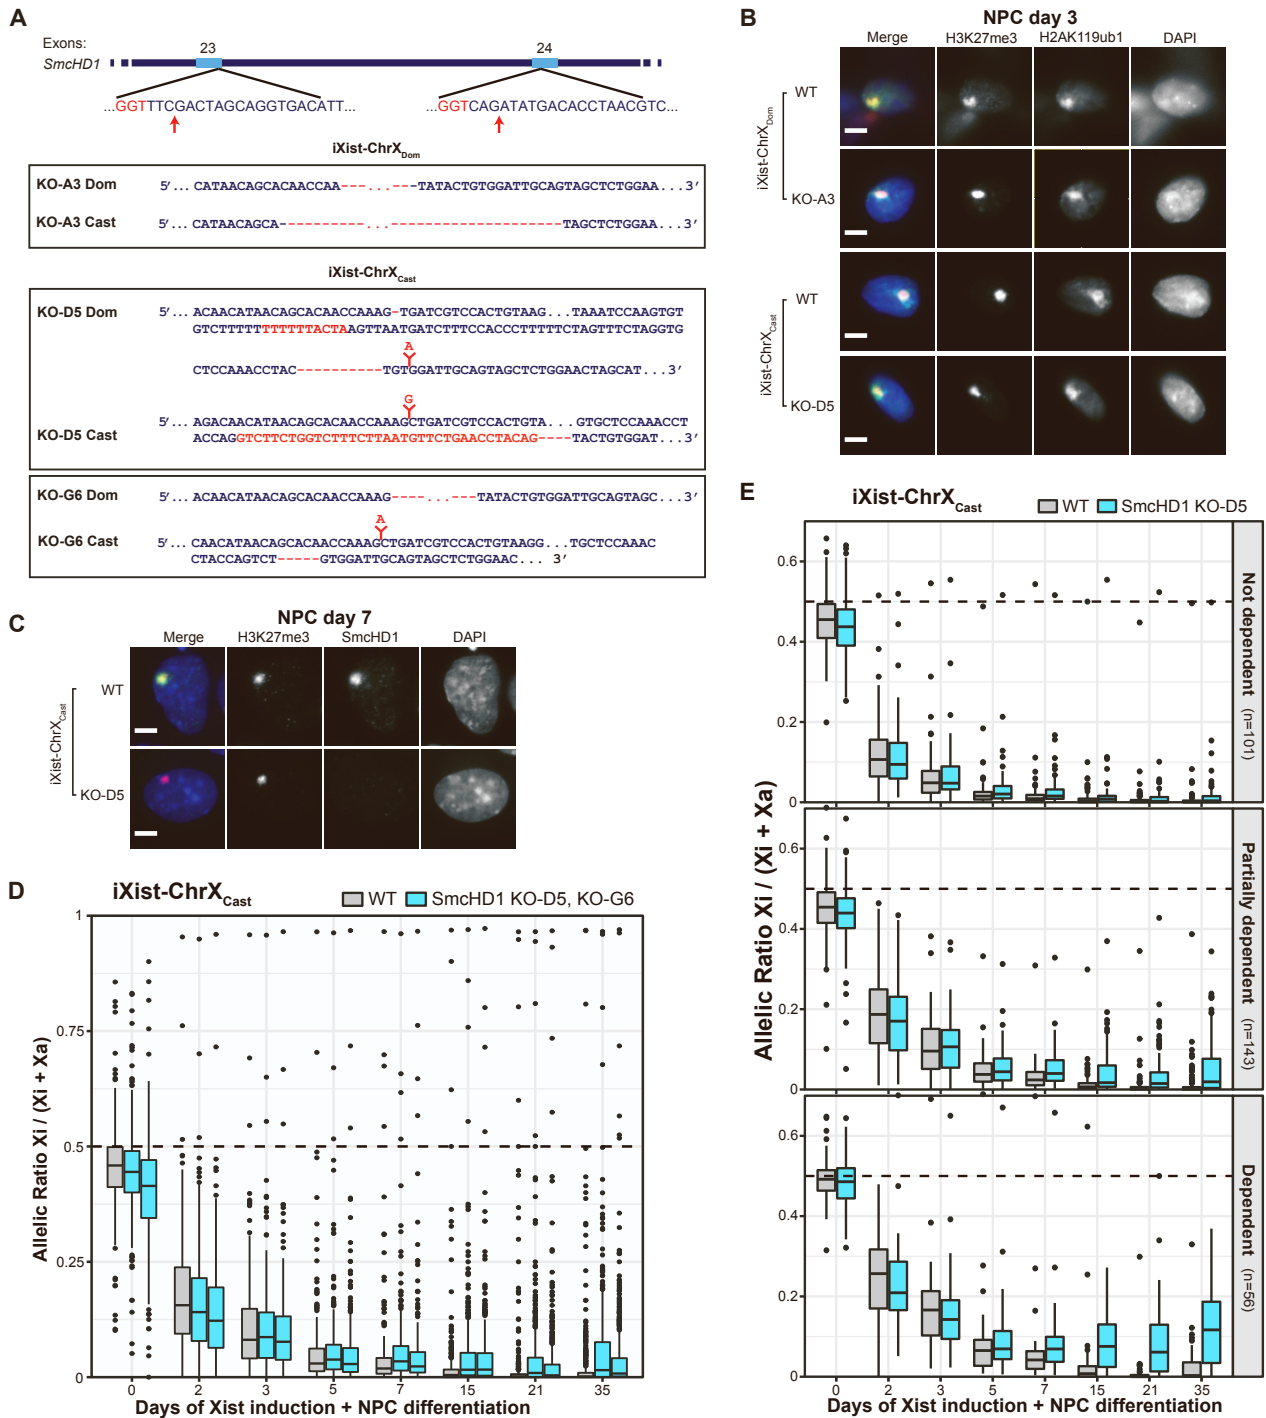

**Figure S7** Characterization of SmcHD1 KO cell lines. Related to Figure 6.

A) Strategy for CRISPR-Cas9-mediated mutagenesis of the *SmcHD1* gene. The positions of guide RNAs relative to *SmcHD1* exons are shown, with PAM sequences (red font) and predicted cleavage sites (red arrows) indicated. Two sgRNAs for exons 23 and 24 were used to generate mutant clones in iXist-ChrX<sub>Dom</sub> and iXist-ChrX<sub>Cast</sub>. Mutated sequences of *Domesticus* (Dom) and *Castaneus* (Cast) alleles are shown for each KO line. Two independent KO lines were created and analysed for iXist-ChrX<sub>Cast</sub>. Deletions are shown by red dashes and insertions/mutations are shown in red font.

B) Immunofluorescence analysis of Polycomb modifications H3K27me3 and H2AK119ub1 in WT

and SmcHD1 KO clones in NPC day 3, confirming Xi domain formation in KO cells. Scale bar is 5  $\mu$ m.

C) Immunofluorescence analysis of SmcHD1 in WT and iXist-ChrX<sub>Cast</sub> KO clone D5 at NPC differentiation day 7, demonstrating the absence of SmcHD1 over the Xi (as marked by an enriched domain of the Polycomb modification H3K27me3). H3K27me3 is shown in magenta, SmcHD1 in cyan, and DNA in blue (DAPI) in the merged image on the left. Scale bar is 5  $\mu$ m.

D) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX<sub>Cast</sub> WT and two independent SmcHD1 KO clones (D5 and G6). Boxes of days 3, 5 and 7 of Xist induction are averaged from three replicate timecourse experiments, day 2 from duplicates, and days 0 and 15 - 35 of SmcHD1 KO from individual samples.

E) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX<sub>Cast</sub> WT and SmcHD1 KO (clone D5), with subsets of genes separated by SmcHD1 dependence categories. Boxes of days 3, 5 and 7 of Xist induction are averaged from three replicate timecourse experiments, day 2 from duplicates, and days 0 and 15 - 35 of SmcHD1 KO from individual samples.

| Name                     | Sequence                             | Source                | Purpose                                                     |
|--------------------------|--------------------------------------|-----------------------|-------------------------------------------------------------|
| SPOC_sgRNA_F_GW135       | caccgCCCCACTGCGGATC<br>GCCCAG        | Rodermund et al, 2021 | sgRNA to <i>Spen</i> SPOC domain<br>sequence                |
| Pcgf3_Nter_sgRNA_F_JB021 | caccGAATGAGGTAGCCG<br>CTGCAC         | This study            | sgRNA to N-ter <i>Pcgf3</i>                                 |
| Pcgf5_Nter_sgRNA_F_JB033 | caccGACCTCGAATGGCT<br>ACCCAA         | This study            | sgRNA to N-ter <i>Pcgf5</i>                                 |
| SmcHD1_sgRNA_1412        | caccgTTACAGTGGACGAT<br>CAGCTT        | Gdula et al, 2019     | sgRNA to SmcHD1 exon 23                                     |
| SmcHD1_sgRNA_1414        | caccgCTGCAATCCACAGT<br>ATAGAC        | Gdula et al, 2019     | sgRNA to SmcHD1 exon 24                                     |
| SPOCmut_Screen12_R_GW142 | CAGCAGCAGGCAGTAGT<br>CGG             | Rodermund et al, 2021 | SPEN <sup>SPOCmut</sup> genotyping/screening                |
| SPOCmut_Screen1_F_GW143  | GGATCGCCCAGGCCATG<br>GCA             | Rodermund et al, 2021 | SPEN <sup>SPOCmut</sup> genotyping/screening                |
| SPOCmut_Screen2_F_GW141  | GGGACACCACAACGGCC<br>TGTG            | Rodermund et al, 2021 | SPEN <sup>SPOCmut</sup> genotyping/screening                |
| SmcHD1_TNK209            | GTATTTAATTACATAATTT<br>CTCAATAGGTCCC | This study            | genotyping/screening KO                                     |
| SmcHD1_TNK228            | AAATCTGAGTATTAATAA<br>CTGTCAC        | This study            | genotyping/screening KO                                     |
| SmcHD1_TNK290            | GGCAGCAGTGTTAGCTG<br>TGG             | Gdula et al, 2019     | genotyping/screening KO                                     |
| SmcHD1_TNK291            | AATGAAAGCAGTAGCTTA<br>CAGG           | Gdula et al, 2019     | genotyping/screening KO                                     |
| SmcHD1_TNK418_Dom        | TGTTTTTAAGAGAACCAT<br>AAATAC         | This study            | characterisation KO, <i>Domesticus</i> -<br>specific primer |
| GeneDesert_qPCR_F_TZ246  | TGCATGAGCAGAGGCCT<br>AGG             | This study            | Polycomb ChIP qPCR verification                             |
| GeneDesert_qPCR_R_TZ247  | AGAAGTGCAAGCTCAGA<br>ACCTT           | This study            | Polycomb ChIP qPCR verification                             |
| Cdx2_Prom_F_TZ58         | ACCACCTTCTGCCTGAGA<br>ATGTAC         | This study            | Polycomb ChIP qPCR verification                             |
| Cdx2_Prom_R_TZ59         | CCTCCAATCACAGGTTCA<br>AAGACT         | This study            | Polycomb ChIP qPCR verification                             |

**Table S1** Oligonucleotides used in this study. Related to STAR Methods.

# Supplementary material for: Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1
**Source:** Cell Rep. 2022 Mar 17;39(7):110830. doi: 10.1016/j.celrep.2022.110830
**Supplement:** Document S2. Article plus supplemental information

# Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1

## Graphical abstract

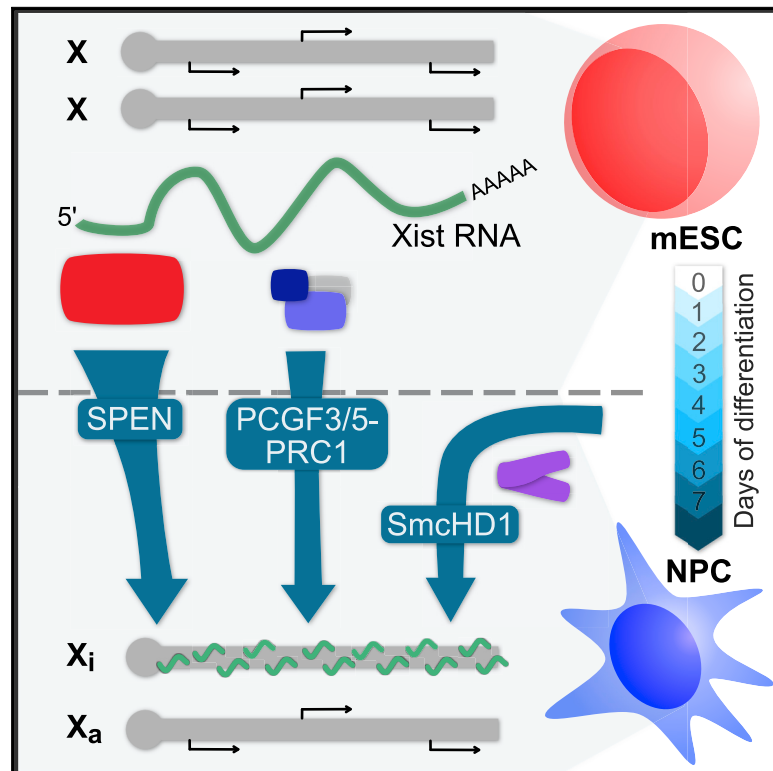

## Authors

Joseph S. Bowness,  
Tatyana B. Nesterova, Guifeng Wei, ...,  
Emma J. Carter, Artun Kadaster,  
Neil Brockdorff

## In brief

Bowness et al. examine molecular pathways harnessed by the long non-coding RNA Xist for gene silencing during X chromosome inactivation. They find that Xist establishes silencing via SPEN and Polycomb protein complexes acting in parallel and that maximal silencing requires cellular differentiation and recruitment of a third protein, SmcHD1.

## Highlights

- SPEN and PRC1 pathways function in parallel to establish gene silencing by Xist RNA
- Removal of both pathways abolishes gene silencing and disrupts Xist localization
- Differentiation is required to achieve maximal X-linked gene silencing
- Differentiation-dependent SmcHD1 recruitment contributes to silencing of many genes

## Article

# Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1

Joseph S. Bowness,<sup>1</sup> Tatyana B. Nesterova,<sup>1</sup> Guifeng Wei,<sup>1</sup> Lisa Rodermund,<sup>1</sup> Mafalda Almeida,<sup>1</sup> Heather Coker,<sup>1</sup> Emma J. Carter,<sup>1</sup> Artun Kadaster,<sup>1</sup> and Neil Brockdorff<sup>1,2,\*</sup>

<https://doi.org/10.1016/j.celrep.2022.110830>

## SUMMARY

X chromosome inactivation (XCI) is mediated by the non-coding RNA Xist, which directs chromatin modification and gene silencing in *cis*. The RNA binding protein SPEN and associated corepressors have a central role in Xist-mediated gene silencing. Other silencing factors, notably the Polycomb system, have been reported to function downstream of SPEN. In recent work, we found that SPEN has an additional role in correct localization of Xist RNA in *cis*, indicating that its contribution to chromatin-mediated gene silencing needs to be reappraised. Making use of a SPEN separation-of-function mutation, we show that SPEN and Polycomb pathways, in fact, function in parallel to establish gene silencing. We also find that differentiation-dependent recruitment of the chromosomal protein SmcHD1 is required for silencing many X-linked genes. Our results provide important insights into the mechanism of X inactivation and the coordination of chromatin-based gene regulation with cellular differentiation and development.

## INTRODUCTION

X chromosome inactivation (XCI) evolved in mammals to equalize the levels of X-linked gene expression in XX females relative to XY males (Lyon, 1961). The XCI process, which is developmentally regulated, is orchestrated by the X inactive specific transcript (Xist), a 17-kb non-coding RNA that accumulates in *cis* across the future inactive X (Xi) chromosome (Brockdorff et al., 1992; Brown et al., 1992; Lee and Jaenisch, 1997; Penny et al., 1996). Xist RNA recruits several factors that collectively modify chromatin/chromosome structure to silence X-linked genes (Boeren and Gribnau, 2021). Although XCI commences rapidly with the onset of Xist RNA expression, gene silencing is established progressively over a period of days (Borensztein et al., 2017; Lin et al., 2007; Marks et al., 2015; Sousa et al., 2019). Several X-linked genes exhibit partial or complete escape from X inactivation (Posynick and Brown, 2019).

Gene silencing by Xist RNA is mediated principally by the A-repeat element, a tandem repeat located at the 5' end of the transcript (Wutz et al., 2002). Recent studies have identified the RNA binding protein (RBP) SPEN as the critical silencing factor that recognizes this element (Lu et al., 2016; McHugh et al., 2015; Monfort et al., 2015). Thus, SPEN loss of function or deletion of the A-repeat result in strong abrogation of chromosome silencing (Chu et al., 2015; Dossin et al., 2020; McHugh et al., 2015; Moindrot et al., 2015; Monfort et al., 2015; Nesterova et al., 2019). SPEN interacts with the core-

pressor NCoR-HDAC3 through a C-terminal SPOC domain (Ariyoshi and Schwabe, 2003; Dossin et al., 2020), and this pathway plays an important role in Xist-mediated silencing (McHugh et al., 2015; Żylicz et al., 2019). Recent evidence indicates that the SPEN SPOC domain may also recruit other factors that contribute to Xi gene silencing (Dossin et al., 2020) and that SPEN has a SPOC-independent function in ensuring localization and accumulation of Xist RNA across the Xi chromosome (Rodermund et al., 2021). Accordingly, deletion/mutation of the SPEN SPOC domain alone does not fully recapitulate the silencing deficiency observed in SPEN-null cells or after deletion of the A-repeat (Dossin et al., 2020; Rodermund et al., 2021).

Several factors in addition to SPEN have been implicated in Xist-mediated silencing (reviewed in Brockdorff et al., 2020). The most notable example is the Polycomb system, comprising the multiprotein Polycomb repressive complexes PRC1 and PRC2, which catalyze the histone modifications H2AK119ub1 and H3K27me3, respectively (de Napoles et al., 2004; Plath et al., 2003; Silva et al., 2003). Polycomb recruitment to Xi is initiated by the RBP hnRNPK, which also binds to a tandem repeat element in Xist RNA exon 1: the B/C-repeat (here PID region) (Bousard et al., 2019; Colognori et al., 2019; Nesterova et al., 2019; Pintacuda et al., 2017). hnRNPK interacts with PCGF3/5-PRC1 complexes to promote deposition of H2AK119ub1. This step triggers a positive feedback cascade leading to recruitment of other PRC1 complexes and PRC2 (Almeida et al., 2017). PCGF3/5 loss of function or deletion of the Xist PID region

impairs Xi gene silencing, but not to the same degree as SPEN loss of function (Bousard et al., 2019; Colognori et al., 2019, 2020; Nesterova et al., 2019). Polycomb-mediated gene silencing in XCI has been attributed principally to PRC1 and H2AK119ub1 rather than PRC2/H3K27me3 (Almeida et al., 2017; Nesterova et al., 2019). Similar to SPEN, the Polycomb pathway has been reported to have a secondary function in Xist RNA localization (Colognori et al., 2019).

Recruitment of SPEN and the Polycomb system to Xi occurs rapidly at the onset of Xist RNA expression, consistent with their role in early establishment of gene silencing (Dossin et al., 2020; Nesterova et al., 2019; Żylicz et al., 2019). Conversely, some other XCI-associated factors, notably the histone variant macroH2A and the chromosomal protein SmcHD1, are concentrated on Xi after several days of Xist RNA expression, as determined by analysis of differentiating XX mouse embryonic stem cells (mESCs) (Gendrel et al., 2012; Mermoud et al., 1999). SmcHD1 recruitment to Xi is dependent on establishment of PRC1-mediated H2AK119ub1 (Jansz et al., 2018a). Loss of SmcHD1 function results in female-specific embryo lethality attributable to failure of silencing in a subset of Xi genes (Blewitt et al., 2008; Gendrel et al., 2013; Mold et al., 2013). There is evidence that SmcHD1 facilitates long-term maintenance of X inactivation (Sakakibara et al., 2018; Wang et al., 2019), but a possible role in establishment of gene silencing has not been investigated in depth. SmcHD1 is important for DNA methylation of Xi CpG islands (Blewitt et al., 2008; Gendrel et al., 2012) and establishment of a unique chromosome architecture on Xi (Gdula et al., 2019; Jansz et al., 2018b; Wang et al., 2018).

In this study, we analyze a series of loss-of-function mESC lines to elucidate the interplay of SPEN, Polycomb, and SmcHD1 in Xist-mediated X chromosome silencing.

## RESULTS

### Defining the role of the SPEN SPOC domain in Xist-mediated gene silencing

In recent work, we derived SPEN<sup>SPOCmut</sup> interspecific XX mESC lines with point mutations that abrogate SMRT/NCOR interaction with the SPEN-SPOC domain (Figure S1A; Ariyoshi and Schwabe, 2003; Oswald et al., 2016; Rodermund et al., 2021) and found that Xist-mediated silencing is only partly reduced, contrasting with reports using complete loss-of-function SPEN mutations (Dossin et al., 2020; Monfort et al., 2015; Nesterova et al., 2019). Equivalent conclusions were reached in an independent study that analyzed XX mESCs with deletion of the SPOC domain (Dossin et al., 2020). The degree of silencing observed after 1 day of Xist induction is highly similar in the two studies (Figure S2A), suggesting that the precise SPEN<sup>SPOCmut</sup> point mutation has a biological effect equivalent to that seen with complete deletion of the SPOC domain. The silencing activity that is retained after mutation of the SPOC domain is referred to hereafter as SPOC-independent silencing.

To further investigate SPOC-independent silencing, we extended our analysis across a more complete X inactivation time course. We optimized a protocol for deriving neuronal precursor cells (NPCs) from mESCs (Conti et al., 2005; Splinter et al., 2011), enabling analysis of the temporal trajectory of

Xist-mediated silencing in a highly synchronous and homogeneous model. We assayed X-linked gene silencing by chromatin-associated RNA sequencing (ChrRNA-seq) over daily time points of NPC differentiation and found that Xist-mediated gene silencing is largely complete by around day 7 in wild-type (WT) interspecific XX lines with doxycycline-inducible Xist on the *Mus musculus domesticus* allele (iXist-ChrX<sub>Dom</sub>) (Figure S2B). Accumulation of Xist RNA, as quantified from ChrRNA-seq data, increased progressively over the same time course (Figure S2B).

We then analyzed Xist-mediated silencing during NPC differentiation in SPEN<sup>SPOCmut</sup> mESCs, which were derived from the iXist-ChrX<sub>Dom</sub> parental line. Consistent with our previous study (Rodermund et al., 2021), partial silencing is observed in SPEN<sup>SPOCmut</sup> mESCs after 1 day of Xist induction (Figures 1A and S2C). SPOC-independent silencing persisted and, in fact, marginally increased at later time points up to day 6 of NPC differentiation (Figure 1A). These findings contrast with the near complete loss of silencing observed using the SPEN<sup>ΔRRM</sup> mutation (Nesterova et al., 2019) and A-repeat deletion (Coker et al., 2020), as shown in Figure S2C. Levels of Xist RNA were slightly reduced compared with WT iXist-ChrX<sub>Dom</sub> (Figure 1B), but not to the dramatic extent observed in the SPEN<sup>ΔRRM</sup> or Xist<sup>ΔA</sup> lines (Figure S2C). Despite SPOC-independent silencing, from analysis of selected pluripotency (*Nanog* and *Klf2*) and neuronal (*Nes* and *Vim*) marker genes, we found tentative evidence of defective differentiation (Figure S2D), potentially indicating the mechanism by which two active X chromosomes in female mESCs antagonize exit from pluripotency (Schulz et al., 2014). Additionally, in later-stage differentiated cultures, we noticed X chromosome elimination in cell lines strongly deficient in X inactivation, reflecting selection against cells with two active X chromosomes (Colognori et al., 2020). We therefore limited our analysis to the first 6 days of differentiation, when over 90% of cells demonstrated clear Xist territories, and there were no subpopulations of XO cells apparent in WT or mutant lines (Figure S2E).

To investigate the basis of SPOC-independent silencing, we defined a gene subset that shows greater silencing in SPEN<sup>SPOCmut</sup> cells after 6 days of Xist induction (Figures 1C and S2F) and then compared their characteristics with those of other minimally silenced, strictly SPOC-dependent Xi genes. Using this approach, we found that SPOC-independent silencing is associated with lower expressed genes and with genes that are closer to the *Xist* locus (Figures 1D and 1E). We also observed an association with a local chromatin environment enriched in H3K27me3, as defined by the ChromHMM model (Figure S2G; Ernst and Kellis, 2017; Nesterova et al., 2019). These characteristics resemble those identified previously as being associated with Xi genes that are more affected by disruption of the Polycomb pathway (Nesterova et al., 2019; Pintacuda et al., 2017), indicating that the Polycomb system may underpin SPOC-independent silencing. Consistent with this idea, re-examination of H2AK119ub1 native chromatin immunoprecipitation sequencing (ChIP-seq) from SPEN<sup>SPOCmut</sup> (Rodermund et al., 2021) revealed a greater enrichment of H2AK119ub1 over SPOC-independent genes compared with SPOC-dependent genes after 24 h of Xist induction in mESCs (Figure 1F).

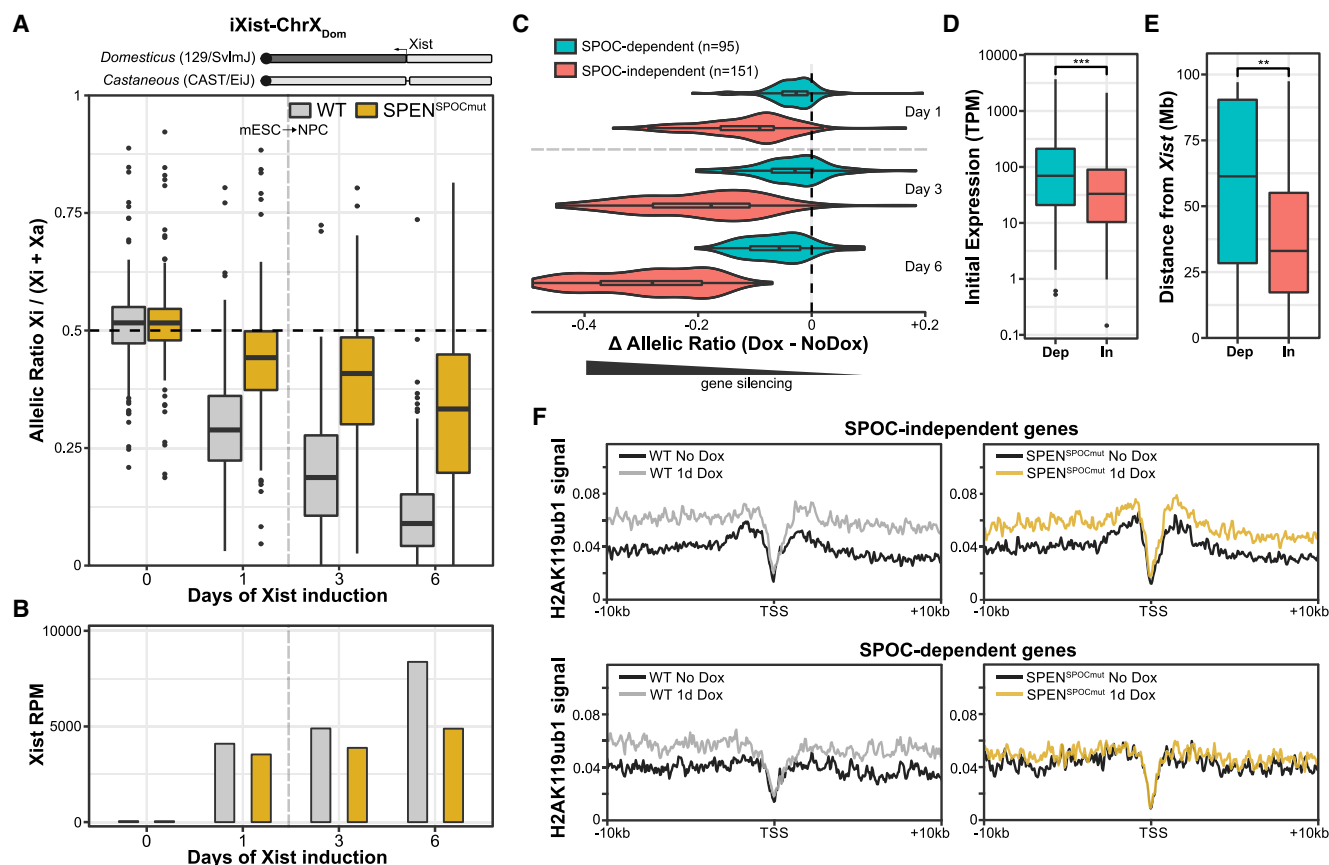

**Figure 1. Xist-mediated silencing in SPEN<sup>SPOCmut</sup> mESCs**

(A) Top: schematic of the iXist-ChrX<sub>Dom</sub> interspecific model cell line, described in detail in our previous study (Nesterova et al., 2019). Sequences originating from *Domesticus*/129 and *Castaneus* chromosomes are shown by dark and light shading, respectively. Bottom: boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX<sub>Dom</sub> WT and SPEN<sup>SPOCmut</sup> cell lines (n = 246 genes). Time points in mESCs with and without Xist induction (day 1 and day 0, respectively) are separated from time points of Xist induction under NPC differentiation conditions (days 3 and 6) by the vertical dashed line. SPEN<sup>SPOCmut</sup> mESC boxes are averaged from the three clones presented in Figure S2C. Day 3 and day 6 NPC boxes are averaged from duplicate experiments differentiating iXist-ChrX<sub>Dom</sub> WT and SPEN<sup>SPOCmut</sup> in parallel (clones D9 and H1). The horizontal dashed line at allelic ratio = 0.5 represents equal expression of both alleles.

(B) Relative levels of chromatin-associated Xist RNA for (A).

(C) Violin plots of gene silencing in SPEN<sup>SPOCmut</sup> cells after 1, 3, and 6 days of Xist induction, as measured by the change in allelic ratio (Dox – NoDox). SPOC-independent and SPOC-dependent genes (Figure S2E) are separated for comparison. Replicates for each time point are averaged together.

(D and E) Boxplots comparing the initial expression levels (D) and genomic distance from the *Xist* locus (E) of SPOC-dependent and SPOC-independent genes in iXist-ChrX<sub>Dom</sub> mESCs (mRNA sequencing [mRNA-seq] data; GSE185869). Significance is calculated by unpaired two-sample Wilcoxon rank-sum test (\*\*p < 0.01, \*\*\*p < 0.001).

(F) TSS-centered meta-profiles comparing enrichment of H2AK119ub1 for uninduced and 1-day-induced WT versus SPEN<sup>SPOCmut</sup> mESCs at SPOC-dependent and SPOC-independent genes.

### SPEN and Polycomb function additively to establish Xist-mediated silencing

To further investigate the link between SPOC-independent silencing and the Polycomb system, we examined the effect of depleting Polycomb function in SPEN<sup>SPOCmut</sup> mESCs. We made use of the FKBP12<sup>F36V</sup>/dTAG-13 degron system (Nabet et al., 2018) to acutely deplete PCGF3/5-PRC1, the complex required to initiate Polycomb recruitment to Xi (Almeida et al., 2017). Using CRISPR-Cas9-facilitated homologous recombination, we introduced an FKBP12<sup>F36V</sup> degron to the N termini of PCGF3 and PCGF5 in iXist-ChrX<sub>Dom</sub> mESCs (Figure S1B). Treatment of the tagged mESC line, iXist-ChrX<sub>Dom</sub> FKBP12<sup>F36V</sup>-PCGF3/5, with the cell-permeable small molecule dTAG-13 resulted in rapid

and complete degradation of both proteins within 15–30 min, with no detectable effect on protein levels of RING1B or SUZ12, core subunits of PRC1 and PRC2, respectively (Figure 2A). Consistent with a previous analysis of PCGF3/5 conditional knockout mESCs (Fursova et al., 2019), we observed an ~30% global reduction in H2AK119ub1, determined by calibrated native ChIP-seq after 36 h of dTAG-13 treatment, attributable to reduced “blanket” coverage over intergenic or gene body regions rather than at canonical PRC1 target sites (Figure S3A). Genome-wide levels of H3K27me3 were broadly unchanged (Figure S3B).

iXist-ChrX<sub>Dom</sub> FKBP12<sup>F36V</sup>-PCGF3/5 was validated to confirm near-complete loss of Xi-specific accumulation of Polycomb-mediated H2AK119ub1 and H3K27me3, as determined by allelic

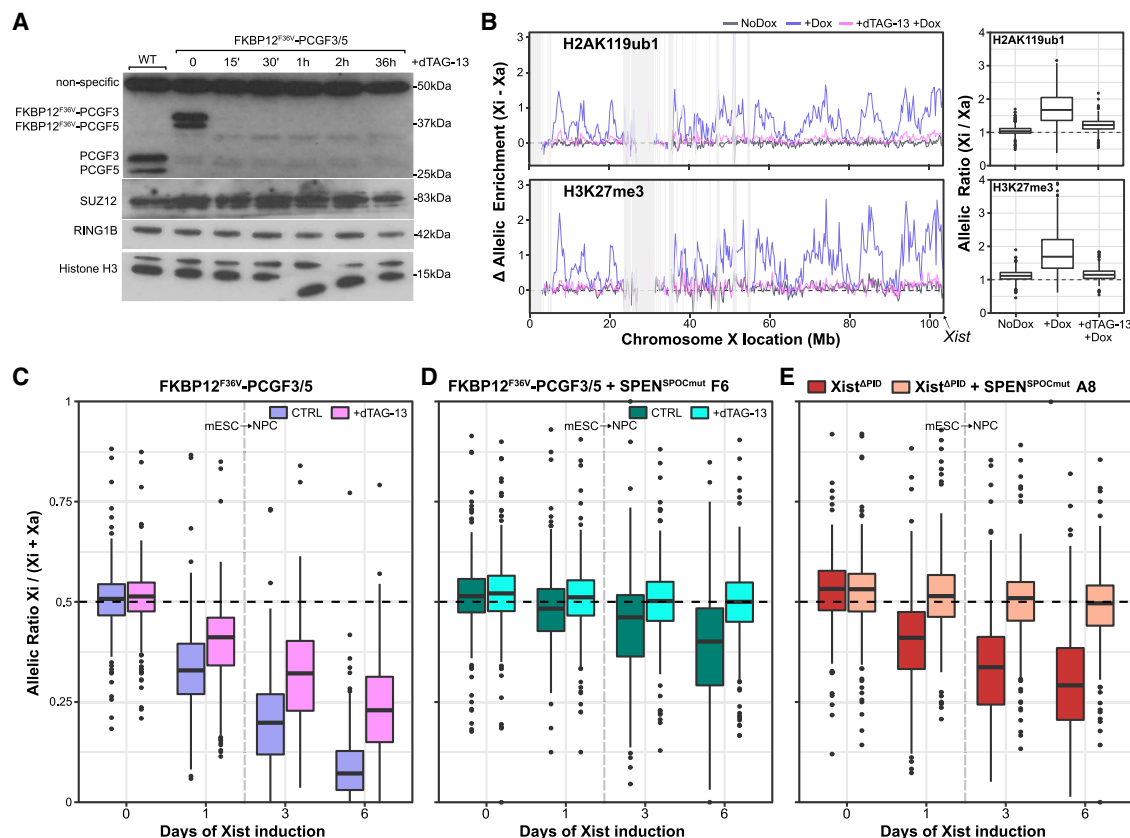

**Figure 2. SPOC-independent silencing is attributable to the Polycomb system**

(A) Western blot showing rapid degradation of FKBP12<sup>F36V</sup>-PCGF3 and FKBP12<sup>F36V</sup>-PCGF5 fusion proteins within 15 min of dTAG-13 treatment. Histone H3 provides a loading control.

(B) Plots showing allelic H2AK119ub1 (top) and H3K27me3 (bottom) enrichment over 250-kb windows after 1 day of Xist induction in untreated FKBP12<sup>F36V</sup>-PCGF3/5 cells and cells treated for 12 h with dTAG-13 prior to Dox addition. Lines are averages of two highly correlated replicate experiments. Shaded regions mask blacklisted windows with low allelic mappability (STAR Methods). Boxplot quantification of allelic ratios (here calculated as Xi/Xa) for non-blacklisted 250-kb windows from the line graphs (n = 335) are shown on the right.

(C) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in the iXist-ChrX<sub>Dom</sub> FKBP12<sup>F36V</sup>-PCGF3/5 cell line (n = 246 genes). Time points in mESCs with and without Xist induction (day 1 and day 0, respectively) are separated from time points of Xist induction under NPC differentiation conditions (days 3 and 6) by the vertical dashed line. Untreated cells are compared with cells treated for 12 h with dTAG-13 prior to Xist induction, cultured in parallel. All boxes show averages of two highly similar replicate experiments.

(D) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX<sub>Dom</sub> FKBP12<sup>F36V</sup>-PCGF3/5 + SPEN<sup>SPOCmut</sup> cells for time points in mESCs with and without Xist induction (day 1 and day 0, respectively) and 3 and 6 days under NPC differentiation conditions (n = 246 genes). Untreated cells are compared with cells treated for 12 h with dTAG-13 prior to Xist induction, cultured in parallel. A replicate experiment from a separate clone is shown in Figure S3E.

(E) As in (D) for iXist-ChrX<sub>Dom</sub> Xist<sup>ΔPID</sup> + SPEN<sup>SPOCmut</sup>. Day 3 and 6 Xist<sup>ΔPID</sup> samples are averages of duplicate experiments in which the parental Xist<sup>ΔPID</sup> line was differentiated in parallel with one of two iXist-ChrX<sub>Dom</sub> Xist<sup>ΔPID</sup> + SPEN<sup>SPOCmut</sup> derivative clones. The second clone is shown in Figure S3F.

Horizontal dashed lines at allelic ratio = 0.5 represent equal expression of both alleles (C–E).

ChIP-seq analysis (Figure 2B). ChrRNA-seq of Xist-mediated silencing in cells treated with dTAG-13 for 12 h prior to Xist induction demonstrated a moderate silencing deficiency (Figure 2C) equivalent to that reported in our previous work (Nesterova et al., 2019), with all X-linked genes somewhat deficient in silencing in the absence of PCGF3/5, although to varying degrees, on day 6 of NPC differentiation (Figure S3C). Levels of Xist RNA were broadly similar between untreated and dTAG-treated ChrRNA-seq samples (Figure S3D).

We went on to engineer the SPEN SPOC mutation in iXist-ChrX<sub>Dom</sub> FKBP12<sup>F36V</sup>-PCGF3/5 mESCs to analyze the effect of PCGF3/5 degradation on SPOC-independent silencing. Treat-

ment of the combined mutants with dTAG-13 resulted in complete loss of Xist-mediated silencing over NPC differentiation in two independent clones (Figures 2D and S3E). As above, we only analyzed differentiation time points up to day 6 because of progressive selection for X chromosome elimination in differentiated cells with two active X chromosomes. Levels of Xist RNA were equivalent to SPEN<sup>SPOCmut</sup> clones (Figure S3F; cf. Figure 1B).

PCGF3/5-PRC1 complexes function globally in genome regulation, and it is conceivable that indirect effects of perturbing other pathways contribute to the silencing deficit we observed. To further validate our findings, we introduced the SPEN SPOC

mutation into the iXist-ChrX<sub>Dom</sub> Xist<sup>APID</sup> XX mESC line, in which the Xist B/C-repeat region required for hnRNPK/Polycomb recruitment in X inactivation is deleted (Figure S1C; Nesterova et al., 2019). Allelic ChrRNA-seq analysis was carried out to assess Xist-mediated gene silencing after Xist induction and NPC differentiation. As shown in Figures 2E and S3G, SPOC-independent silencing was abolished in two independent clones. Levels of Xist RNA were similar to those seen in the parental Xist<sup>APID</sup> line (Figure S3H). These results further support the conclusion that SPOC-independent silencing in XCI is attributable to activity of the Polycomb system.

Abrogation of Xi Polycomb recruitment and the SPEN SPOC mutation have been reported to have effects on Xist RNA localization (Colognori et al., 2019; Markaki et al., 2021; Rodermund et al., 2021), and this could potentially contribute to the aberrant silencing observed when both pathways are depleted. Qualitative analysis of Xist RNA domains using RNA fluorescence *in situ* hybridization (FISH) and conventional microscopy indicates monoallelic Xist upregulation and cloud formation after 1 day of Xist induction in mESCs for all cell lines presented so far (Figures S4A–S4D). We did, however, observe a tendency toward larger Xist territories in FKBP12<sup>F36V</sup>-PCGF3/5 cells after dTAG-13 treatment (Figure S4B) and occasional Xist RNA dispersal in double mutant cells (Figures S4C and S4D). With this in mind, we went on to quantify Xist localization parameters using computational analysis of super-resolution 3D structured illumination microscopy (3D-SIM) of Xist RNA FISH in the iXist-ChrX<sub>Dom</sub> FKBP12<sup>F36V</sup>-PCGF3/5 model. As summarized in Figures 3A and 3B, PCGF3/5 degradation alone and in combination with SPEN<sup>SPOCmut</sup> resulted in expanded Xist RNA territories and an increased number of Xist RNA foci. A proportion of cells had partially or extensively dispersed Xist RNA, with the latter category being larger with the combined mutation (Figures 3C and 3D). We conclude that mislocalization of Xist RNA may make some contribution to the observed gene silencing deficiencies, but given that Xist expression and Xi domain formation are maintained in most cells, the deficit is unlikely to account for the complete abolition of silencing in the combined knockout.

Our findings suggest that SPOC-independent silencing is, in large part, mediated by the Polycomb pathway, implying that Polycomb functions in parallel with rather than downstream of SPEN as the two principal pathways mediating establishment of Xist-mediated gene silencing.

### Xist-mediated silencing is linked to cellular differentiation

The SPEN and Polycomb systems are recruited rapidly to Xi at the onset of Xist RNA expression, but silencing of individual genes proceeds over several hours and, in some cases, days (Borensztein et al., 2017; Lin et al., 2007; Loda et al., 2017; Marks et al., 2015; Nesterova et al., 2019; Sousa et al., 2019). There is evidence that cellular differentiation promotes Xist-mediated silencing, although this is based on analysis of only two X-linked genes (Loda et al., 2017). To further address this latter point, we assayed allelic silencing chromosome wide after long-term (10 days) continuous Xist RNA induction in undifferentiated mESCs compared with NPC dif-

ferentiation conditions. For these experiments, we used iXist-ChrX<sub>Dom</sub> and a reciprocal interspecific XX mESC line with the inducible promoter driving Xist RNA expression on the *Mus musculus castaneus* X chromosome (iXist-ChrX<sub>Cast</sub>) (Figures 4A–4C, S5A, and S5B). Unlike iXist-ChrX<sub>Dom</sub>, iXist-ChrX<sub>Cast</sub> is informative across the entire X chromosome, enabling allelic expression analysis of a larger number of X-linked genes. As shown in Figures 4A and 4B, silencing is significantly reduced in undifferentiated mESCs compared with cells differentiated to NPCs. Principal-component analysis of autosomal gene expression (Figure 4C) and marker gene analysis (Figures S5A and S5B) confirm retention of mESC identity in these experiments.

We went on to determine whether there is a relationship between dependence on cellular differentiation and silencing dynamics. We defined a silencing half-time ( $t_{1/2}$ ) for each X-linked gene by fitting the silencing trajectory with an exponential decay model, summarizing over multiple ChrRNA-seq time points and replicates from NPC differentiation time courses of iXist-ChrX<sub>Dom</sub> and iXist-ChrX<sub>Cast</sub> (Figure S5C). Half-times were strongly correlated between cell lines (Figure S5D;  $R = 0.82$ , Spearman's rank correlation) and were used to classify genes into three equally sized groups showing fast, intermediate, and slow silencing kinetics (Figure S5E). Consistent with prior reports (Marks et al., 2015; Nesterova et al., 2019; Sousa et al., 2019), we found that proximity to the Xist locus and expression levels prior to Xist induction influence the dynamics of gene silencing, with higher-expressed genes and genes farther from Xist silencing more slowly (Figure S5F). We then examined the relationship between silencing dynamics and genes that fail to complete silencing after 10 days of Xist induction in undifferentiated mESCs and found a clear correspondence between X-linked genes showing differentiation dependence and intermediate/slowly silencing groups (Figure 4D).

### Differentiation-linked Xi silencing correlates with SmcHD1 dependence

A possible explanation for the link between Xi silencing and differentiation is involvement of a factor(s) not available in undifferentiated mESCs. A candidate for this function is the chromosomal protein SmcHD1, which is recruited to Xi dependent on PRC1 activity (Jansz et al., 2018a), but only after several days, based on analysis of XX mESCs undergoing embryoid body differentiation (Gendrel et al., 2012). Re-examination of the kinetics of SmcHD1 association with Xi by immunofluorescence (IF) in our NPC model with inducible Xist expression confirms that SmcHD1 recruitment is a late step, becoming detectable only after 3–4 days of Xist induction and NPC differentiation (Figures 5A and 5B). Differences in timing relative to prior analysis using embryoid body differentiation may reflect the lag in onset of Xist RNA expression from the native versus inducible promoter. Western blot analysis demonstrates that overall levels of SmcHD1 are equivalent in mESCs and throughout NPC differentiation (Figures 5C and S6A), indicating that SmcHD1 availability itself does not account for delayed Xi recruitment. SmcHD1 recruitment to Xi could not be detected in XX mESCs after 10 days of continuous induction of Xist RNA expression (Figures 5D and 5E).

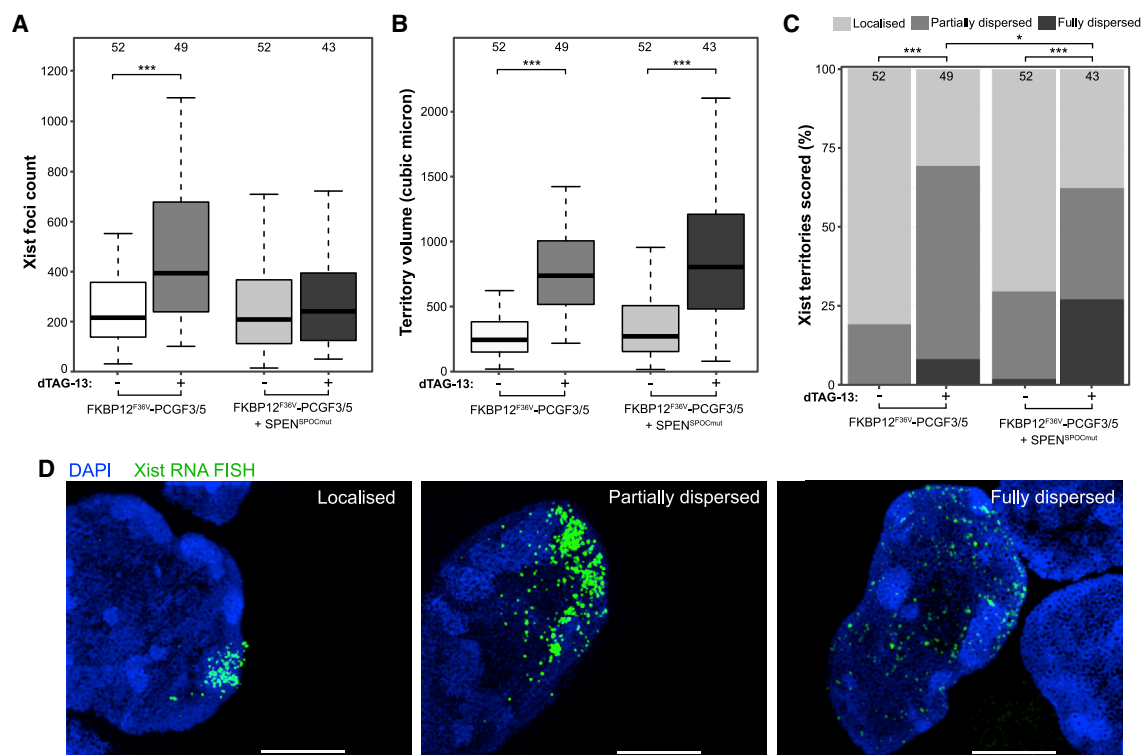

**Figure 3. Quantitative 3D-SIM analysis of Xist RNA localization after PCGF3/5 degradation**

(A and B) Boxplots showing quantification of the number of (A) individual Xist foci and (B) Xist territory volume in FKBP12<sup>F36V</sup>-PCGF3/5 and FKBP12<sup>F36V</sup>-PCGF3/5 + SPEN<sup>SPOCmut</sup> cells. Comparisons are between mESCs after 1 day of induction with or without dTAG-13 treatment for 12 h to induce degradation of PCGF3/5 prior to Xist induction. Numbers of Xist territories analyzed per sample are displayed above each box. \*\*\*p < 0.001 by unpaired two-sample Wilcoxon rank-sum test.

(C) Subjective scoring of the proportions of cells in each sample with localized, partially dispersed, and fully dispersed Xist territories. Numbers of Xist territories scored per sample are provided. Asterisks indicate significant differences between conditions (\*p < 0.05 and \*\*\*p < 0.001), calculated by Fisher's exact test from count data.

(D) Representative 3D-SIM images (z projections) of cells scored in each category of Xist dispersal. Scale bar is 5  $\mu$ m.

Differentiation-dependent recruitment of SmcHD1 was previously interpreted to support a role in maintenance rather than establishment of Xi gene silencing (Gendrel et al., 2012). However, silencing of genes showing intermediate/slow kinetics is incomplete at the time of SmcHD1 recruitment (Figure S6B), raising the possibility that SmcHD1 has a role in establishing silencing for these gene groups. With this in mind, we performed an analysis of the relationship between silencing dynamics and SmcHD1 dependency, with the latter being based on classifying genes as dependent (n = 56), partially dependent (n = 143), not dependent (n = 101), or escapees (genes also expressed from Xi in the WT, n = 18) using ChrRNA-seq data from XX mouse embryonic fibroblast (MEF) lines derived from SmcHD1-null embryos (Figure S6C; Gdula et al., 2019). As illustrated in Figure 5F, we observed a clear association between SmcHD1 dependence and silencing dynamics, with SmcHD1-dependent genes strongly overlapping with slowly silencing genes. We also found that SmcHD1 dependency is associated with genes showing incomplete silencing after long-term Xist expression in undifferentiated mESCs, as illustrated in Figure S6D for the iXist-ChrX<sub>Cast</sub> cell line.

### SmcHD1 facilitates differentiation-dependent silencing

The aforementioned observations suggest that SmcHD1 could have a role in establishment of Xi silencing (in addition to its defined role in maintenance of Xi silencing), specifically in relation to genes that exhibit a relatively slow silencing trajectory. To test this idea directly, we used CRISPR-Cas9-mediated mutagenesis to generate SmcHD1 knockout (KO) cell lines in iXist-ChrX<sub>Dom</sub> and iXist-ChrX<sub>Cast</sub> backgrounds (Figures S1D and S7A). Generation of homozygous KO clones was confirmed by western blot analysis (Figure 6A). KO lines were then validated to confirm that enrichment of Polycomb-linked histone modifications over Xi is maintained (Figure S7B) and that the nuclear SmcHD1 signal and Xi enrichment are absent after 7 days of Xist induction under NPC differentiation conditions (Figures 6B and S7C).

We went on to analyze Xi gene silencing in SmcHD1 KO mESCs using an extended time course of NPC differentiation. Data for a single iXist-ChrX<sub>Dom</sub>-derived cell line and two iXist-ChrX<sub>Cast</sub>-derived SmcHD1 KO cell lines alongside WT controls are presented in Figures 6C and S7D. At early time points, up to 5–7 days of differentiation, silencing in SmcHD1 KO cells proceeded with a trajectory similar to that seen in WT cells.

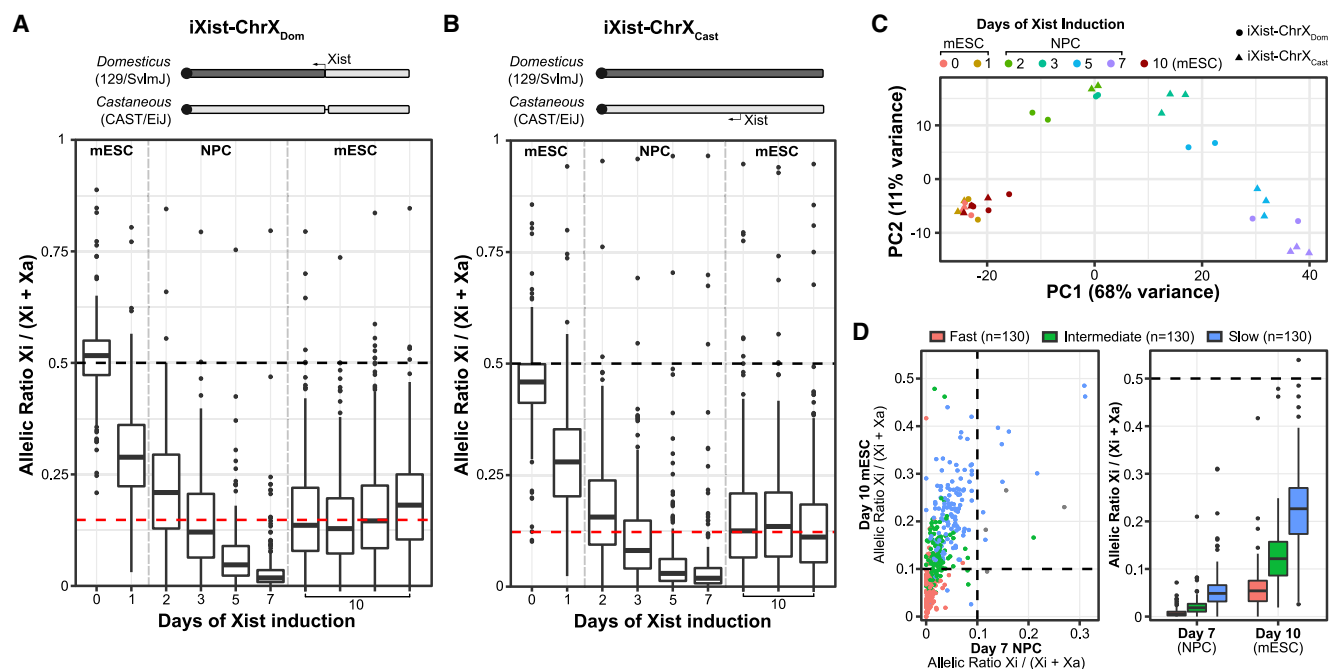

**Figure 4. Cellular differentiation is required for completion of Xist-mediated silencing**

(A) Boxplots summarizing ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX<sub>Dom</sub> mESCs with 10 days of Xist induction in comparison with a 7-day time course of Xist induction under NPC differentiation conditions ( $n = 246$  genes). Four replicate experiments are displayed for undifferentiated mESCs, with the red horizontal dashed line indicating the median allelic ratio. A schematic of the iXist-ChrX<sub>Dom</sub> model cell line is displayed above. See the legend for Figure 1A for further details.

(B) As in (A) except for iXist-ChrX<sub>Cast</sub> mESCs with 10 days of Xist induction in comparison with a time course of Xist induction under NPC differentiation conditions ( $n = 399$  genes). Three replicates of iXist-ChrX<sub>Cast</sub> mESCs induced for 10 days are shown separately. NPC day 3, 5, and 7 boxes are averaged from triplicate samples. ES and NPC day 2 boxes are averaged from duplicate samples. A schematic of the iXist-ChrX<sub>Cast</sub> cell line, in which Xist on the *M. m. castaneus* allele is under doxycycline-inducible control, is displayed above. Horizontal dashed lines at allelic ratio = 0.5 represent equal expression of both alleles, and vertical dashed lines delineate mESC versus NPC differentiation cell culture conditions.

(C) Principal-component analysis (PCA) plot of each individual sample in (A) and (B) according to two leading principal components, defined from analysis of the top 500 differentially expressed autosomal genes across the whole dataset. Colors indicate time points and shapes the model cell line. Day 10-induced mESCs cluster with day 0 and 1 mESCs, indicating that they retain the embryonic stem state.

(D) Scatterplot (left) comparing allelic ratios between iXist-ChrX<sub>Cast</sub> mESCs with 10 days of Xist induction and NPC differentiation day 7. Dots represent individual genes, which are colored according to the kinetic classes defined by fitting exponential models to silencing trajectories of NPC differentiation (Figures S5C and S5E). Dashed lines trace allelic ratios of 0.1. Boxplots (right) compare separate genes by kinetic silencing classes. The horizontal dashed line at allelic ratio = 0.5 represents equal expression of both alleles.

However, at later time points, Xi gene silencing plateaued in SmcHD1 KO cells. To further investigate this observation, we analyzed silencing for the different SmcHD1 dependency groups as defined above. As shown in Figure 6D, silencing of SmcHD1 “not dependent” genes proceeded to completion, whereas SmcHD1-dependent and partially dependent genes retain some activity on Xi at all stages of NPC differentiation. Similar results were obtained for SmcHD1 KO iXist-ChrX<sub>Cast</sub> mESCs (Figure S7E). Differences between the WT and KO for SmcHD1-dependent and partially dependent genes become apparent at day 5 of NPC differentiation (Figures 6D and S7E, bottom panels), which correlates with the time of SmcHD1 recruitment to the Xi chromosome (Figures 5A and 5B). These results demonstrate that SmcHD1 contributes to establishment of silencing at a specific subset of genes during Xist-mediated chromosome silencing in a differentiation-dependent manner and, accordingly, that completion of the X inactivation process occurs only in cells that have transitioned away from the pluripotent state.

## DISCUSSION

Our findings reinforce the view that Xist-mediated gene silencing is largely attributable to chromatin modification by the SPEN and Polycomb pathways but also highlight that the two pathways function in parallel. It is important to stress that this is not due to regulation of mutually exclusive gene subsets but, rather, a varying contribution to silencing on a gene-by-gene basis. Genes more affected by disruption of the Polycomb system are generally expressed at a lower level in mESCs and are located in chromatin environments with higher initial H3K27me3 levels, indicative of proximity to sites where the Polycomb system is targeted independent of Xist RNA expression. In contrast, genes strongly dependent on the SPEN system tend to be more highly expressed in mESCs (Nesterova et al., 2019), which is in line with recent evidence that SPEN is rapidly recruited to active promoters and enhancers of X-linked genes upon Xist expression

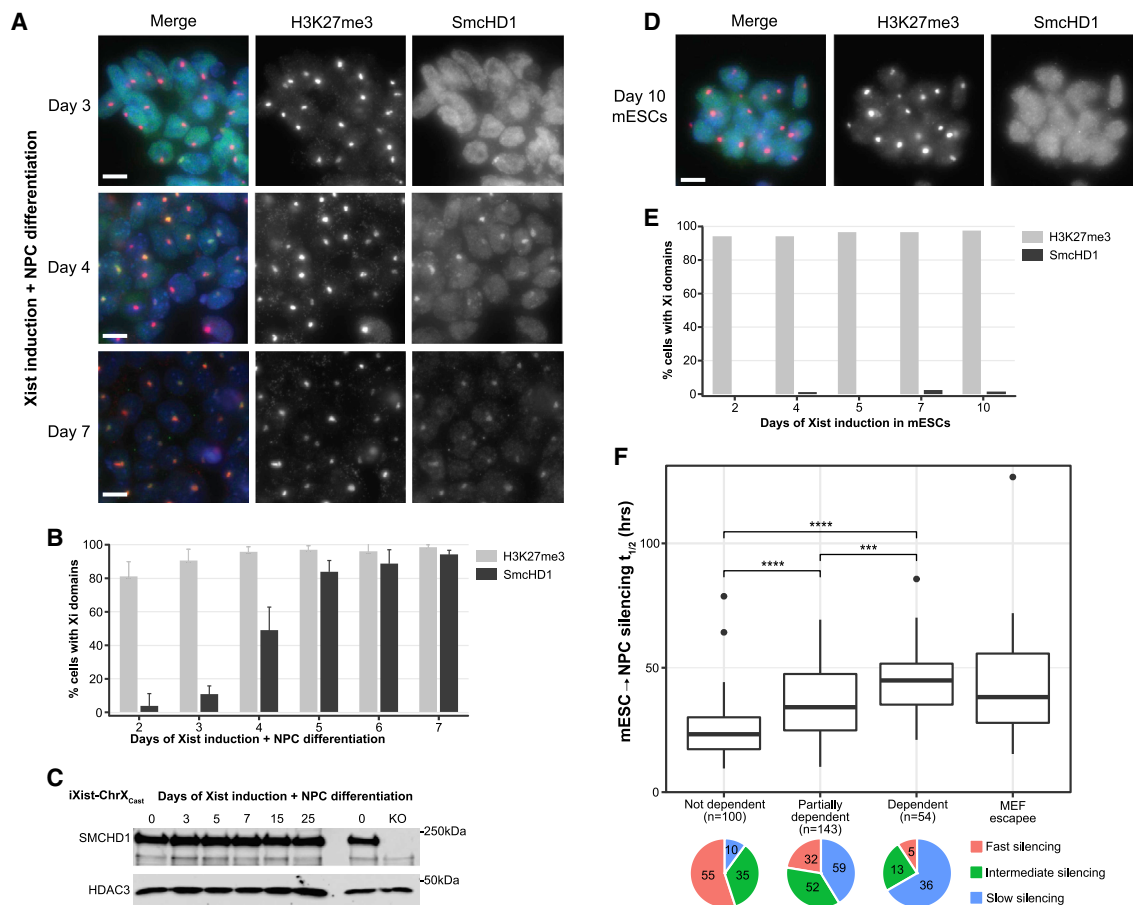

**Figure 5. SmcHD1 recruitment to Xi is linked to differentiation-dependent silencing**

(A) Immunofluorescence analysis of SmcHD1 and H3K27me3 (a marker for the presence of Xi) in the iXist-ChrX<sub>Cast</sub> line during the time course of Xist induction under NPC differentiation conditions. Representative examples of cells at days 3, 4, and 7 of differentiation are shown. H3K27me3 is shown in magenta, SmcHD1 in cyan, and DNA in blue (DAPI) in the merged images. Scale bar, 10  $\mu$ m.

(B) Scoring of the number of cells showing H3K27me3 and SmcHD1 recruitment to Xi in the NPC differentiation time course. Error bars represent standard deviation calculated from four replicate experiments.

(C) Western blot analysis in iXist-ChrX<sub>Cast</sub> cells, demonstrating that SmcHD1 protein levels are comparable in mESCs and during the NPC differentiation time course. A KO control is included to indicate the size of the specific SmcHD1 band. HDAC3 is used as a loading control. Molecular weight markers are shown on the right.

(D) SmcHD1 enrichment on Xi is not detectable after 10 days of Xist induction under ES conditions. Representative example images of mESCs induced with doxycycline for 10 days are shown. Domains of H3K27me3 enrichment act as a marker for Xi. Scale bar, 10  $\mu$ m.

(E) Scoring of H3K27me3 and SmcHD1 domains in mESCs after 10 days of Xist induction.

(F) Boxplots comparing silencing half-times between subsets of genes based on dependence on SmcHD1 for gene silencing in MEFs. Significance of individual comparisons is determined by unpaired two-sample Wilcoxon rank-sum test. \*\*\* $p < 0.001$  and \*\*\*\* $p < 0.0001$ . Pie charts illustrate the proportions of genes within each SmcHD1 dependence group that have slow, intermediate, or fast kinetics of silencing in WT iXist-ChrX<sub>Cast</sub> cells.

(Dossin et al., 2020). That SPEN and Polycomb function in parallel is supported by the observations that SPOC-independent silencing persists in mESCs differentiated into NPCs and that complete loss of silencing occurs in SPEN<sup>SPOCmut</sup> mESCs after depletion of PCGF3/5 or deletion of the Xist B/C-repeat, the Polycomb complex subunits and Xist RNA region required for Xist-mediated Polycomb recruitment, respectively. A caveat when reaching these conclusions is that SPEN<sup>SPOCmut</sup> and Polycomb mutations have minor but significant effects on Xist RNA behavior/localization and that this is increased in mESCs with both pathways abrogated. However,

as noted above, these effects are unlikely to account for the complete loss of silencing we observed in the latter scenario.

Recent work has shown that the catalytic activity of PRC1 complexes, specifically deposition of H2AK119ub1, is essential for maintenance of Polycomb target gene repression in mESCs (Blackledge et al., 2020; Tamburri et al., 2020). We have reported previously that the effects of Polycomb on Xist-mediated silencing are largely attributable to PRC1 activity (Nesterova et al., 2019), and it follows that this is likely linked to H2AK119ub1 deposition over Xi. However, exactly how H2AK119ub1 affects Xist-mediated silencing remains to be established. Possible mechanisms include

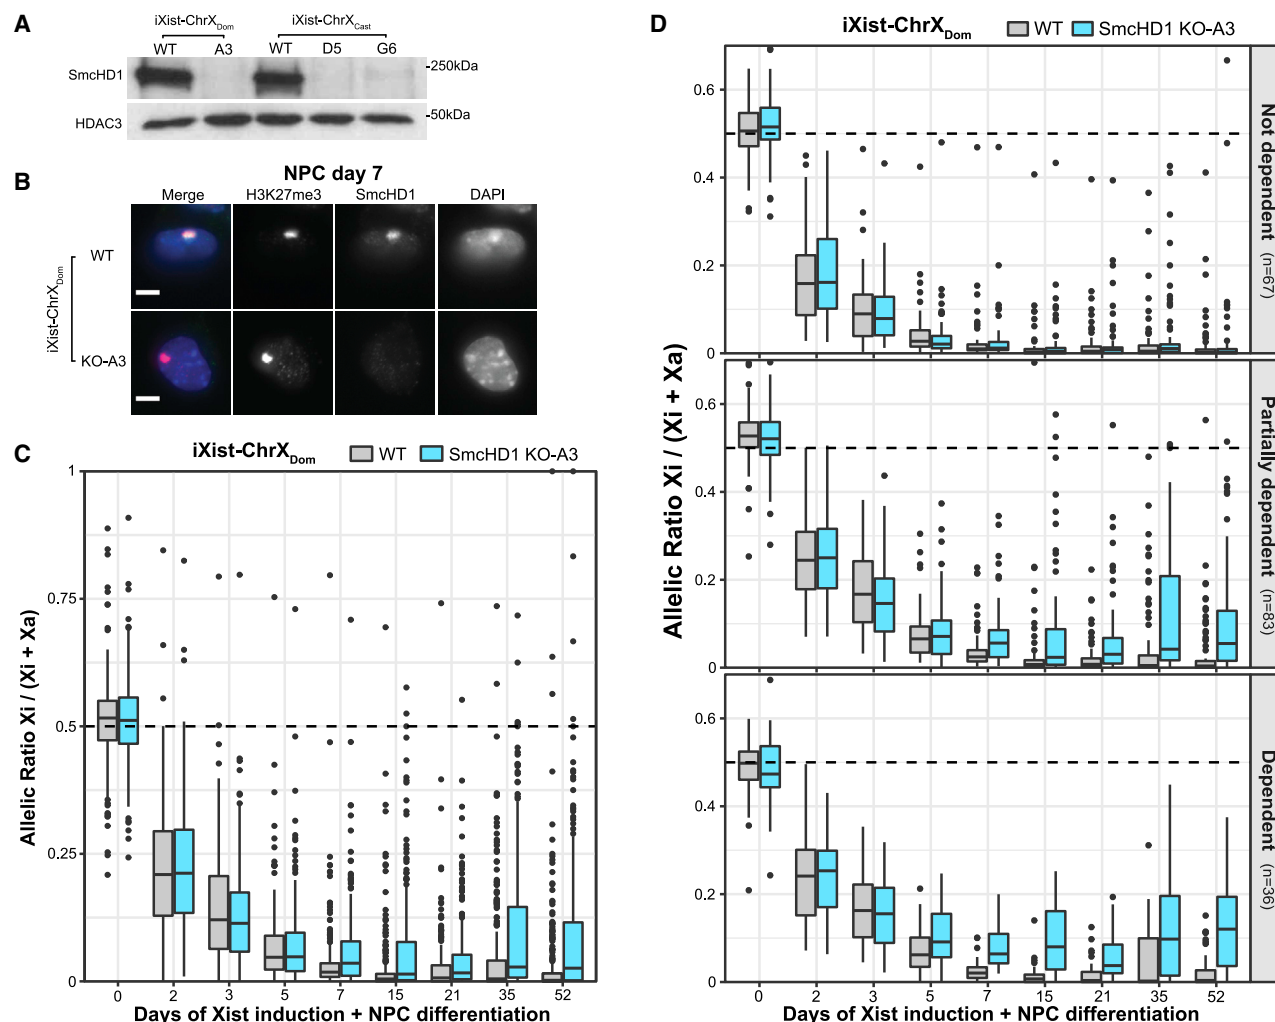

**Figure 6. SmcHD1-dependent genes fail to establish complete silencing in SmcHD1 KO clones**

(A) Western blot demonstrating the absence of SmcHD1 protein in iXist-ChrX KO clones. HDAC3 is included as a loading control. Molecular weight markers are shown on the right.

(B) Immunofluorescence analysis of SmcHD1 in WT and iXist-ChrX<sub>Dom</sub> KO clone A3 at NPC differentiation day 7, illustrating the absence of SmcHD1 over Xi (as marked by an enriched domain of the Polycomb modification H3K27me3). H3K27me3 is shown in magenta, SmcHD1 in cyan, and DNA in blue (DAPI) in the merged image on the left. Scale bar is 5  $\mu$ m.

(C) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX<sub>Dom</sub> WT and SmcHD1 KO clone A3 (n = 246 genes). Boxes of days 0–7 of Xist induction are averaged from two replicate time course experiments. NPC boxes (days 15–52) show individual samples.

(D) Boxplots summarizing allelic ChrRNA-seq analysis of X-linked gene expression in iXist-ChrX<sub>Dom</sub> WT and SmcHD1 KO clone A3, with subsets of genes separated by SmcHD1 dependence categories (Figure S6C). Boxes of days 0–7 of Xist induction are averaged from two replicate time course experiments. NPC boxes (days 15–52) present individual samples.

direct effects on chromatin structure (for example, compaction or transcriptional inhibition) and indirect effects involving reader proteins. In X inactivation, recruitment of the chromosomal protein SmcHD1 is an example of the latter (Jansz et al., 2018a). However, a contribution of PRC1 in Xist-mediated silencing is seen prior to SmcHD1 recruitment, demonstrating that other mechanisms, direct or indirect, are also important. Further studies are required to determine whether this is linked to direct effects of H2AK119ub1 on chromatin structure/transcription or other unidentified H2AK119ub1 reader proteins. Recent work characterizing an analogous model cell line lacking Xist-mediated Polycomb

recruitment ( $\Delta$ B/MS2-Xist) reported reduced Xi compaction compared with WT Xist, as determined by DAPI staining and DNA paint measurements of chromosome volume (Markaki et al., 2021). Although potentially offering evidence of a direct role of Polycomb in chromosome compaction, these effects were most pronounced after 4 days of mESC differentiation, so a contribution of SmcHD1 to this compaction phenotype (see below) cannot be discounted.

Although the SPEN and Polycomb pathways are sufficient for initial establishment of Xist-mediated silencing, repression of individual X-linked genes progresses with very different

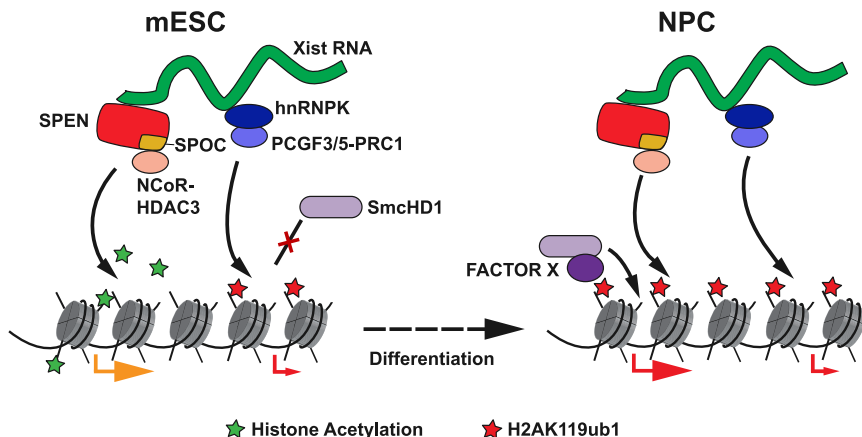

**Figure 7. Model illustrating pathways of Xist-mediated gene silencing**

In undifferentiated mESCs (left), Xist establishes gene silencing principally through pathways downstream of the SPEN SPOC domain, notably NCoR-HDAC3-mediated removal of histone acetylation. The Polycomb system, which is recruited by Xist via hnRNP-PCGF3/5-PRC1, directs widespread H2AK119ub1 deposition over Xi and functions in parallel with the SPEN pathway to effect SPOC-independent silencing, predominantly at low-expressed genes (indicated by a small red arrow). The combined effect of these two pathways is insufficient to completely silence a subset of genes, including many that are highly expressed prior to X inactivation (indicated by a large orange arrow). Upon differentiation (right), SmcHD1 is recruited to Xi, dependent on H2AK119ub1 and an unknown differentiation-linked mechanism (here “factor X”) and effects completion of the silencing process (large red arrow).

trajectories, ranging from hours to several days. In this study, we find that, for genes that are normally inactivated relatively slowly, cellular differentiation is required to complete the silencing process. Thus, dependence on cellular differentiation for completion of silencing is apparent for a significant proportion of X-linked genes. Formally, this could be attributable to a factor or factors whose presence is limited to differentiated cells or to different properties of mESCs relative to differentiated derivatives; for example, a more rapid cell cycle. Support for the former possibility is exemplified by the chromosomal protein SmcHD1, which is recruited to Xi only in differentiated mESC derivatives. Our analysis demonstrates a role of SmcHD1 in establishment of silencing, affecting genes with intermediate/slow silencing dynamics. The pathway that elicits Xi SmcHD1 recruitment in differentiated cells is unknown. We speculate that a factor present only in differentiated cells facilitates SmcHD1 recognition of H2AK119ub1. Previous work indicates that this is unlikely to be the loading factor LRIF1, which mediates SmcHD1 recruitment to H3K9me3-modified chromatin via interaction with HP1 proteins but is dispensable for SmcHD1 localization to Xi in MEFs (Brideau et al., 2015). Similarly, the mechanism of action of SmcHD1 in X inactivation is also poorly understood. Previous work has pointed to functions in chromosome compaction (Nozawa et al., 2013), DNA methylation of CpG islands (Blewitt et al., 2008; Gendrel et al., 2012), and eviction of cohesin/CTCF in the context of formation of Xi-specific higher-order chromosome structures (Gdula et al., 2019; Jansz et al., 2018b; Wang et al., 2018). Further studies are needed to address this issue in terms of SmcHD1 function in establishment and maintenance of Xist-mediated silencing.

Our findings provide a comprehensive view of key steps underpinning the establishment of Xist-mediated silencing, as summarized in Figure 7. In a wider context, the role of SmcHD1 in reinforcing gene repression by the Polycomb system specifically in differentiated cells is likely to be relevant at other Polycomb target loci (for example, Hox gene clusters), and therefore provides an important paradigm for how epigenetic mechanisms contribute to locking gene

expression states as cells transition from pluripotency to terminal differentiation.

#### Limitations of the study

Analysis of gene silencing in X inactivation as described here is performed in a cell culture model that may differ subtly from the physiological setting, early embryogenesis. Our analysis of differentiated cells is restricted to NPCs, and it is possible that other cell lineages would show some differences in the extent or rate of silencing of specific genes. Xist expression in our model is driven by an introduced inducible promoter, and this may mean that there are differences in the quantitative output of Xist RNA and its timing relative to that which occurs from the native *Xist* promoter. Use of SNPs ascribing the allelic origin of X-linked transcripts to the *M. m. castaneus* and *M. m. domesticus* genomes is informative for a good proportion of genes, but some genes are not evaluated because of absence of SNPs, very low gene expression levels, or the recombination event in the iXist-ChrX<sub>Dom</sub> line. Finally, in experiments that examine the effect of combined loss of Polycomb and SPEN-SPOC-mediated silencing, we cannot precisely quantify the degree to which Xist RNA localization effects contribute to the observed loss of silencing.

#### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Cell lines
- METHOD DETAILS
  - Molecular cloning of CRISPR/Cas9 plasmids

- Derivation of cell lines
- Neural progenitor cell (NPC) differentiation
- Nuclear extraction
- Western blotting
- Immunofluorescence
- Xist RNA FISH
- Xist RNA FISH for 3D-SIM
- 3D-SIM
- Chromatin RNA-seq
- Native ChIP-seq
- Next-generation sequencing
- ChrRNA-seq data analysis
- Calibrated native ChIP-seq data analysis

## ● QUANTIFICATION AND STATISTICAL ANALYSIS

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2022.110830>.

## ACKNOWLEDGMENTS

We thank members of the Brockdorff lab for critical discussions and suggestions. We also thank Anne-Valerie Gendrel and Emilia Dimitrova for advice regarding NPC differentiation protocols. We are also grateful to Amanda Williams for loading and maintenance of the Illumina NextSeq machine and Oxford Biochemistry IT support for computing server maintenance. This work was funded by Wellcome Trust grants to N.B. (215513) and J.S.B. (203817).

## AUTHOR CONTRIBUTIONS

Conceptualization, J.S.B., T.B.N., and N.B.; methodology, T.B.N., J.S.B., G.W., L.R., M.A., and N.B.; formal analysis, J.S.B. and G.W.; investigation, T.B.N., J.S.B., G.W., L.R., H.C., E.J.C., and A.K.; data curation, J.S.B. and G.W.; writing – original draft, N.B. and J.S.B.; writing – review & editing, N.B., J.S.B., T.B.N., L.R., G.W., and M.A.; visualization, J.S.B. and T.B.N.; funding acquisition, N.B. and J.S.B.; supervision, N.B.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: October 5, 2021

Revised: February 17, 2022

Accepted: April 26, 2022

Published: May 17, 2022

## REFERENCES

- Almeida, M., Pintacuda, G., Masui, O., Koseki, Y., Gdula, M., Cerase, A., Brown, D., Mould, A., Innocent, C., Schermelleh, L., et al. (2017). PRC1 initiates Polycomb recruitment in X chromosome inactivation. *Science* 356, 1081–1084. <https://doi.org/10.1126/science.aal2512>.
- Anders, S., and Huber, W. (2010). Differential expression analysis for sequence count data. *Genome Biol.* 11, R106. <https://doi.org/10.1038/npre.2010.4282.2>.
- Ariyoshi, M., and Schwabe, J.W.R. (2003). A conserved structural motif reveals the essential transcriptional repression function of spen proteins and their role in developmental signaling. *Genes Dev.* 17, 1909–1920. <https://doi.org/10.1101/gad.266203>.
- Ball, G., Demmerle, J., Kaufmann, R., Davis, I., Dobbie, I.M., and Schermelleh, L. (2015). SIMcheck: a toolbox for successful super-resolution structured illumination microscopy. *Sci. Rep.* 5, 15915. <https://doi.org/10.1038/srep15915>.
- Blackledge, N.P., Fursova, N.A., Kelley, J.R., Huseyin, M.K., Feldmann, A., and Klose, R.J. (2020). PRC1 catalytic activity is central to polycomb system function. *Mol. Cell* 77, 857–874.e9. <https://doi.org/10.1016/j.molcel.2019.12.001>.
- Blewitt, M.E., Gendrel, A.-V., Pang, Z., Sparrow, D.B., Whitelaw, N., Craig, J.M., Apedaile, A., Hilton, D.J., Dunwoodie, S.L., Brockdorff, N., et al. (2008). SmcHD1, containing a structural-maintenance-of-chromosomes hinge domain, has a critical role in X inactivation. *Nat. Genet.* 40, 663–669. <https://doi.org/10.1038/ng.142>.
- Boeren, J., and Gribnau, J. (2021). Xist-mediated chromatin changes that establish silencing of an entire X chromosome in mammals. *Curr. Opin. Cell Biol.* 70, 44–50. <https://doi.org/10.1016/j.celb.2020.11.004>.
- Borensztein, M., Okamoto, I., Syx, L., Guilbaud, G., Picard, C., Ancelin, K., Galupa, R., Diabangouaya, P., Servant, N., Barillot, E., et al. (2017). Contribution of epigenetic landscapes and transcription factors to X-chromosome reactivation in the inner cell mass. *Nat. Commun.* 8, 1297. <https://doi.org/10.1038/s41467-017-01415-5>.
- Bousard, A., Raposo, A.C., Żylicz, J.J., Picard, C., Pires, V.B., Qi, Y., Gil, C., Syx, L., Chang, H.Y., Heard, E., and da Rocha, S.T. (2019). The role of Xist-mediated Polycomb recruitment in the initiation of X-chromosome inactivation. *EMBO Rep.* 20, e48019. <https://doi.org/10.15252/embr.201948019>.
- Brideau, N.J., Coker, H., Gendrel, A.-V., Siebert, C.A., Bezstarosti, K., Demmers, J., Poot, R.A., Nesterova, T.B., and Brockdorff, N. (2015). Independent mechanisms target SMCHD1 to trimethylated histone H3 lysine 9-modified chromatin and the inactive X chromosome. *Mol. Cell Biol.* 35, 4053–4068. <https://doi.org/10.1128/mcb.00432-15>.
- Brockdorff, N., Ashworth, A., Kay, G.F., McCabe, V.M., Norris, D.P., Cooper, P.J., Swift, S., and Rastan, S. (1992). The product of the mouse Xist gene is a 15 kb inactive X-specific transcript containing no conserved ORF and located in the nucleus. *Cell* 71, 515–526. [https://doi.org/10.1016/0092-8674\(92\)90519-i](https://doi.org/10.1016/0092-8674(92)90519-i).
- Brockdorff, N., Bowness, J.S., and Wei, G. (2020). Progress toward understanding chromosome silencing by Xist RNA. *Genes Dev.* 34, 733–744. <https://doi.org/10.1101/gad.337196.120>.
- Brown, C.J., Hendrich, B.D., Rupert, J.L., Lafrenière, R.G., Xing, Y., Lawrence, J., and Willard, H.F. (1992). The human XIST gene: analysis of a 17 kb inactive X-specific RNA that contains conserved repeats and is highly localized within the nucleus. *Cell* 71, 527–542. [https://doi.org/10.1016/0092-8674\(92\)90520-m](https://doi.org/10.1016/0092-8674(92)90520-m).
- Chu, C., Zhang, Q.C., da Rocha, S.T., Flynn, R.A., Bharadwaj, M., Calabrese, J.M., Magnuson, T., Heard, E., and Chang, H.Y. (2015). Systematic discovery of xist RNA binding proteins. *Cell* 161, 404–416. <https://doi.org/10.1016/j.cell.2015.03.025>.
- Coker, H., Wei, G., Moindrot, B., Mohammed, S., Nesterova, T., and Brockdorff, N. (2020). The role of the Xist 5' m6A region and RBM15 in X chromosome inactivation. *Wellcome Open Res.* 5, 31. <https://doi.org/10.12688/wellcomeopenres.15711.1>.
- Colognori, D., Sunwoo, H., Kriz, A.J., Wang, C.Y., and Lee, J.T. (2019). Xist deletion analysis reveals an interdependency between xist RNA and polycomb complexes for spreading along the inactive X. *Mol. Cell* 74, 101–117.e10. <https://doi.org/10.1016/j.molcel.2019.01.015>.
- Colognori, D., Sunwoo, H., Wang, D., Wang, C.Y., and Lee, J.T. (2020). Xist repeats A and B account for two distinct phases of X inactivation establishment. *Dev. Cell* 54, 21–32.e5. <https://doi.org/10.1016/j.devcel.2020.05.021>.
- Concordet, J.P., and Haeussler, M. (2018). CRISPOR: intuitive guide selection for CRISPR/Cas9 genome editing experiments and screens. *Nucleic Acids Res.* 46, W242–W245. <https://doi.org/10.1093/nar/gky354>.
- Conti, L., Pollard, S.M., Gorba, T., Reitano, E., Toselli, M., Biella, G., Sun, Y., Sanzone, S., Ying, Q.-L., Cattaneo, E., and Smith, A. (2005). Niche-independent symmetrical self-renewal of a mammalian tissue stem cell. *PLoS Biol.* 3, e283. <https://doi.org/10.1371/journal.pbio.0030283>.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq

- aligner. *Bioinformatics* 29, 15–21. <https://doi.org/10.1093/bioinformatics/bts635>.
- Dossin, F., Pinheiro, I., Żylicz, J.J., Roensch, J., Collombet, S., Le Saux, A., Chelmicki, T., Attia, M., Kapoor, V., Zhan, Y., et al. (2020). SPEN integrates transcriptional and epigenetic control of X-inactivation. *Nature* 578, 455–460. <https://doi.org/10.1038/s41586-020-1974-9>.
- Elzhov, V., Mullen, K.M., Spiess, A.-N., and Maintainer, B.B. (2016). “minpack.lm”: R Interface to the Levenberg-Marquardt Nonlinear Least-Squares Algorithm (CRAN). <https://CRAN.R-project.org/package=minpack.lm>.
- Ernst, J., and Kellis, M. (2017). Chromatin-state discovery and genome annotation with ChromHMM. *Nat. Protoc.* 12, 2478–2492. <https://doi.org/10.1038/nprot.2017.124>.
- Fursova, N.A., Blackledge, N.P., Nakayama, M., Ito, S., Koseki, Y., Farcas, A.M., King, H.W., Koseki, H., and Klose, R.J. (2019). Synergy between variant PRC1 complexes defines polycomb-mediated gene repression. *Mol. Cell* 74, 1020–1036.e8. <https://doi.org/10.1016/j.molcel.2019.03.024>.
- Gdula, M.R., Nesterova, T.B., Pintacuda, G., Godwin, J., Zhan, Y., Ozadam, H., McClellan, M., Moralli, D., Krueger, F., Green, C.M., et al. (2019). The non-canonical SMC protein SmcHD1 antagonises TAD formation and compartmentalisation on the inactive X chromosome. *Nat. Commun.* 10, 1–14. <https://doi.org/10.1038/s41467-018-07907-2>.
- Gendrel, A.-V., Apedaile, A., Coker, H., Termanis, A., Zvetkova, I., Godwin, J., Tang, Y.A., Huntley, D., Montana, G., Taylor, S., et al. (2012). SmcHD1-Dependent and -independent pathways determine developmental dynamics of CpG island methylation on the inactive X chromosome. *Dev. Cell* 23, 265–279. <https://doi.org/10.1016/j.devcel.2012.06.011>.
- Gendrel, A.-V., Tang, Y.A., Suzuki, M., Godwin, J., Nesterova, T.B., Grealley, J.M., Heard, E., and Brockdorff, N. (2013). Epigenetic functions of smcHD1 repress gene clusters on the inactive X chromosome and on autosomes. *Mol. Cell Biol.* 33, 3150–3165. <https://doi.org/10.1128/mcb.00145-13>.
- Hu, B., Petela, N., Kurze, A., Chan, K.L., Chapard, C., and Nasmyth, K. (2015). Biological chromodynamics : a general method for measuring protein occupancy across the genome by calibrating ChIP-seq. *Nucleic Acids Res.* 43, gkv670. <https://doi.org/10.1093/nar/gkv670>.
- Jansz, N., Nesterova, T., Keniry, A., Iminoff, M., Hickey, P.F., Pintacuda, G., Masui, O., Kobelke, S., Geoghegan, N., Breslin, K.A., et al. (2018a). SmcHD1 targeting to the inactive X is dependent on the xist-HnrnpK-PRC1 pathway. *Cell Rep.* 25, 1912–1923.e9. <https://doi.org/10.1016/j.celrep.2018.10.044>.
- Jansz, N., Keniry, A., Trussart, M., Bildsoe, H., Beck, T., Tonks, I.D., Mould, A.W., Hickey, P., Breslin, K., Iminoff, M., et al. (2018b). SmcHD1 regulates long-range chromatin interactions on the inactive X chromosome and at Hox clusters. *Nat. Struct. Mol. Biol.* 25, 766–777. <https://doi.org/10.1038/s41594-018-0111-z>.
- Krueger, F., and Andrews, S.R. (2016). SNPsplit: allele-specific splitting of alignments between genomes with known SNP genotypes. *F1000Res.* 5, 1479. <https://doi.org/10.12688/f1000research.9037.2>.
- Langmead, B., and Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie 2. *Nat. Methods* 9, 357–359. <https://doi.org/10.1038/nmeth.1923>.
- Lee, J.T., and Jaenisch, R. (1997). Long-range cis effects of ectopic X-inactivation centres on a mouse autosome. *Nature* 386, 275–279. <https://doi.org/10.1038/386275a0>.
- Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., and Durbin, R.; 1000 Genome Project Data Processing Subgroup (2009). The sequence alignment/map format and SAMtools. *Bioinformatics* 25, 2078–2079. <https://doi.org/10.1093/bioinformatics/btp352>.
- Liao, Y., Smyth, G.K., and Shi, W. (2014). FeatureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923–930. <https://doi.org/10.1093/bioinformatics/btt656>.
- Lin, H., Gupta, V., VerMilyea, M.D., Falciani, F., Lee, J.T., O'Neill, L.P., and Turner, B.M. (2007). Dosage compensation in the mouse balances up-regulation and silencing of X-linked genes. *PLoS Biol.* 5, e326. <https://doi.org/10.1371/journal.pbio.0050326>.
- Loda, A., Brandsma, J.H., Vassilev, I., Servant, N., Loos, F., Amiras, A., Splinter, E., Barillot, E., Poot, R.A., Heard, E., and Gribnau, J. (2017). Genetic and epigenetic features direct differential efficiency of Xist-mediated silencing at X-chromosomal and autosomal locations. *Nat. Commun.* 8, 690–716. <https://doi.org/10.1038/s41467-017-00528-1>.
- Lu, Z., Zhang, Q.C., Lee, B., Flynn, R.A., Smith, M.A., Robinson, J.T., Davidovich, C., Gooding, A.R., Goodrich, K.J., Mattick, J.S., et al. (2016). RNA duplex map in living cells reveals higher-order transcriptome structure. *Cell* 165, 1267–1279. <https://doi.org/10.1016/j.cell.2016.04.028>.
- Lyon, M.F. (1961). Gene action in the X-chromosome of the mouse (*mus musculus* L.). *Nature* 190, 372–373. <https://doi.org/10.1038/190372a0>.
- Markaki, Y., Gan Chong, J., Wang, Y., Jacobson, E.C., Luong, C., Tan, S.Y.X., Jachowicz, J.W., Strehle, M., Maestrini, D., Banerjee, A.K., et al. (2021). Xist nucleates local protein gradients to propagate silencing across the X chromosome. *Cell* 184, 6174–6192.e32. <https://doi.org/10.1016/j.cell.2021.10.022>.
- Marks, H., Kerstens, H.H.D., Barakat, T.S., Splinter, E., Dirks, R.A.M., van Mierlo, G., Joshi, O., Wang, S.Y., Babak, T., Albers, C.A., et al. (2015). Dynamics of gene silencing during X inactivation using allele-specific RNA-seq. *Genome Biol.* 16, 149–220. <https://doi.org/10.1186/s13059-015-0698-x>.
- Matsuda, A., Schermelleh, L., Hirano, Y., Haraguchi, T., and Hiraoka, Y. (2018). Accurate and fiducial-marker-free correction for three-dimensional chromatic shift in biological fluorescence microscopy. *Sci. Rep.* 8, 7583. <https://doi.org/10.1038/s41598-018-25922-7>.
- McHugh, C.A., Chen, C.K., Chow, A., Surka, C.F., Tran, C., McDonel, P., Pandya-Jones, A., Blanco, M., Burghard, C., Moradian, A., et al. (2015). The Xist lncRNA interacts directly with SHARP to silence transcription through HDAC3. *Nature* 521, 232–236. <https://doi.org/10.1038/nature14443>.
- Mermoud, J.E., Costanzi, C., Pehrson, J.R., and Brockdorff, N. (1999). Histone macroH2A1.2 relocates to the inactive X chromosome after initiation and propagation of X-inactivation. *J. Cell Biol.* 147, 1399–1408. <https://doi.org/10.1083/jcb.147.7.1399>.
- Miron, E., Oldenkamp, R., Brown, J.M., Pinto, D.M.S., Xu, C.S., Faria, A.R., Shaban, H.A., Rhodes, J.D.P., Innocent, C., de Ornellas, S., et al. (2020). Chromatin arranges in chains of mesoscale domains with nanoscale functional topography independent of cohesin. *Sci. Adv.* 6, eaba8811. <https://doi.org/10.1126/sciadv.aba8811>.
- Moindrot, B., Cerase, A., Coker, H., Masui, O., Grijzenhout, A., Pintacuda, G., Schermelleh, L., Nesterova, T.B., and Brockdorff, N. (2015). A pooled shRNA screen identifies Rbm15, spen, and wtpas as factors required for xist RNA-mediated silencing. *Cell Rep.* 12, 562–572. <https://doi.org/10.1016/j.celrep.2015.06.053>.
- Monfort, A., Di Minin, G., Postlmayr, A., Freimann, R., Arieti, F., Thore, S., and Wutz, A. (2015). Identification of Spen as a crucial factor for Xist function through forward genetic screening in haploid embryonic stem cells. *Cell Rep.* 12, 554–561. <https://doi.org/10.1016/j.celrep.2015.06.067>.
- Mould, A.W., Pang, Z., Pakusch, M., Tonks, I.D., Stark, M., Carrie, D., Mukhopadhyay, P., Seidel, A., Ellis, J.J., Deakin, J., et al. (2013). SmcHD1 regulates a subset of autosomal genes subject to monoallelic expression in addition to being critical for X inactivation. *Epigenet. Chromatin* 6, 19. <https://doi.org/10.1186/1756-8935-6-19>.
- Nabet, B., Roberts, J.M., Buckley, D.L., Paulk, J., Dastjerdi, S., Yang, A., Leggett, A.L., Erb, M.A., Lawlor, M.A., Souza, A., et al. (2018). The dTAG system for immediate and target-specific protein degradation. *Nat. Chem. Biol.* 14, 431–441. <https://doi.org/10.1038/s41589-018-0021-8>.
- de Napolés, M., Mermoud, J.E., Wakao, R., Tang, Y.A., Endoh, M., Appanah, R., Nesterova, T.B., Silva, J., Otte, A.P., Vidal, M., et al. (2004). Polycomb group proteins ring1A/B link ubiquitylation of histone H2A to heritable gene silencing and X inactivation. *Dev. Cell* 7, 663–676. <https://doi.org/10.1016/j.devcel.2004.10.005>.
- Nesterova, T.B., Wei, G., Coker, H., Pintacuda, G., Bowness, J.S., Zhang, T., Almeida, M., Bloechl, B., Moindrot, B., Carter, E.J., et al. (2019). Systematic allelic analysis defines the interplay of key pathways in X chromosome inactivation. *Nat. Commun.* 10, 3129–3215. <https://doi.org/10.1038/s41467-019-11171-3>.

How the deposited data were processed for this re-analysis (not part of the article)

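H2AK119ub1, H3K27me3 and input libraries of calibrated native ChIP-seq in iXist-ChrX_Dom_ FKBP12 F36V-PCGF3/5 mESCs were analyzed. There were 18 libraries, 2 replicates of each of 3 conditions (NoDox, Dox for 24 h, and dTAG-13 for 36 h with Dox for the last 24 h) for the 3 targets. Condition and replicate were taken from the sample labels, the methods and Table S3.

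The authors mapped read pairs with bowtie2 to the N-masked mm10 genome joined to the *Drosophila* genome, removed PCR duplicates with picard, assigned reads to alleles with SNPsplit, and made coverage with bedtools, which they calibrated. They deposited 3 sets of signal values per library, which are coverage over windows of 250 kb, 1 for each allele of the X chromosome up to 103483233 (414 windows) and 1 without regard to allele for the whole chromosome. The values are the mean coverage per base of the window, times a constant, divided by the calibration factor of the library in Table S3. Coverage is not a count of reads, so no count model was used. Replicates were not pooled by the authors. Since one read pair covers many bases and windows differ in mappability, windows with few single-nucleotide differences between the alleles carry few bases and have larger errors. The median allelic window of the inputs held 43425 covered bases.

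From the values, enrichment was calculated as IP over input of the same condition and replicate, and Xi/Xa and Xi – Xa were formed per window, as in the methods. The allele called Xi was the one whose enrichment rose on Dox. The median log2 rise was 0.96 and 0.82 (H2AK119ub1, replicates 1 and 2) and 0.69 and 0.52 (H3K27me3) for the allele called Xi and 0.27, 0.20, 0.092 and -0.050 for the other. That Xi/Xa rose on Dox therefore follows in part from the choice, while the size of the rise does not. The values in dTAG-13 + Dox were not used for the choice, but the sign of their differences between Xi and Xa rests on it. Windows were masked where the mean non-allelic input lay beyond 2.5 median absolute deviations from the median, or where the summed allelic input was in the lowest 5%. Another 8 windows were dropped because an allelic library held no read there, a step that was needed once the values were seen and that no earlier plan held. Levels without regard to allele used 635 windows that passed the limit on non-allelic input alone, 383 of them in the allelic part and 252 beyond it.

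Conditions were compared by the replicate medians of log2(Xi/Xa) with an exact two-sided permutation test. Windows were tested on log2(Xi/Xa) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes, Benjamini-Hochberg adjusted p under 0.05), with the 3 conditions of a mark in one model, which leaves 3 residual degrees of freedom. The replicate number, which the labels give, was used as a block in an alternative. Tests across windows used all circular shifts of the windows along the chromosome, which keep the correlation of neighbors. Levels are means over windows of calibrated enrichment, as a ratio within each replicate. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Gene positions came from GENCODE vM21 on GRCm38, the assembly that mm10 denotes.

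limma and the circular shifts were tested on simulated data. With the means and spreads of the 367 real windows and 60 windows changed by a log2 value of 0, 0.5 or 1.0, limma called 0, 0 and 46 of the changed windows and 0 of the others in each case. Of 200 simulated pairs of unrelated series of 367 windows, 4.5% had a circular-shift p under 0.05, and 200 of 200 pairs with a common part did.

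Alternatives covered the mask, the input, the summary over windows, the spike-in against library size, the design of limma and the omission of each replicate. Windows named in the text were set by a rule before the values were seen. These are the pair with the largest Dox gain per mark, the pair with the largest H2AK119ub1 residual, the first and last allelic windows, and the windows of X-linked genes that the paper names as examples. Of the latter, *Ogt* is reported, *Kdm5c* lies outside the allelic part, and the others are not reported here. Sites within windows, chromosomes other than X, RNA-seq and the other cell lines of the paper were not analysed here.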

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

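The tests of a rise across the genome, of dependence on PCGF3/5 and of the input were chosen only after the result was seen. The test with library size was set before.

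The distal X chromosome, beyond the region that the paper analyzes by allele, gained both modifications on Dox. This signal lies in data that the paper does not report on. From 103500001 to the end of the chromosome at 171031299 (mm10), 252 windows were used, without separation of alleles. Their mean calibrated H2AK119ub1 enrichment in Dox cells was 1.60 ± 0.0434 (SD, n = 2) relative to NoDox, and their H3K27me3 enrichment was 1.36 ± 0.0984. H2AK119ub1 was higher on Dox in both replicates in 252 of the 252 windows, and H3K27me3 in 211. Over the windows of the allelic part, also without separation of alleles, the ratios of Dox to NoDox were 1.51 ± 0.0583 and 1.29 ± 0.0933.

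The rise was not removed by the calibration, since with library size in place of the spike-in the lowest ratio over both marks and replicates was 1.32. A rise of the whole genome was not large enough, as the distal ratio exceeded the Xa ratio by at least 0.329 in each mark and replicate. The distal input relative to the input of the allelic part changed on Dox by a log2 value of at most 0.0073, against distal ratios of 1.29 or more. Relative to Xa, at most 46.3% of the log2 gain was left after dTAG-13. That value is H2AK119ub1 in replicate 2 and lies close to the limit of 0.5 of the gain set for the test, while replicate 1 had 23.2% left and the H3K27me3 replicates had -1.27% and 1.68%. A candidate explanation is that Xist-linked Polycomb deposition extends over the distal part of Xi and depends on PCGF3/5 there, as in the allelic part. Which allele carries the gain could not be tested, because the paper describes only the part before it as open to allelic analysis. Among the reasons why some genes are not evaluated, the paper names a recombination event in the iXist-ChrX_Dom_ line.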

How the results depend on the processing

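The alternatives to the processing were set before the data were examined, apart from the 3 named at the end of this part. In all, 318 alternatives were run over 34 results. In 240 of these alternatives the value stayed within the spread between replicates, within 1.5 times a count or on the same side of a threshold. In 53 it moved by more than the spread between replicates, in 15 a count of windows changed by more than 1.5 times, 5 times to a lower and 10 times to a higher count, and in 10, which belong to 6 results, the direction reversed. The cause was not tested for these changes unless a value below shows it. Some of the 240 unchanged outcomes were fixed in advance. With 2 replicates, omitting 1 moves their mean by less than their SD, so a level or share could only stay or reverse. The mask by the lowest 5% of each allele kept the same 367 windows, so it could not change an allelic value.

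The direction of the 6 changes in Xi/Xa was the same under every alternative run. For H2AK119ub1, the log2 rise on Dox was 0.68 without input normalization and 0.75 as a ratio of sums over windows, against 0.65. The fall from Dox to dTAG-13 + Dox was -0.45 and -0.50 under these settings, against -0.41. The difference left between dTAG-13 + Dox and NoDox was 0.21 with the 6 inputs averaged, against 0.24. The H3K27me3 replicates were so close that most alternatives moved the values by more than their SD. The rise on Dox of 0.61 became 0.586 with no mask, 0.587 with the unscaled median absolute deviation, 0.612 with the lowest 10% of allelic input masked, 0.616 without input normalization, 0.615 with averaged inputs, 0.657 as a mean of log2 ratios, 0.773 as a ratio of sums and 0.602 with replicate enrichments averaged first. The fall from Dox to dTAG-13 + Dox of -0.54 became -0.523 with no mask, -0.530 with the unscaled deviation, -0.549 with the deviation taken over the whole X chromosome, -0.571 without input normalization, -0.569 with averaged inputs, -0.597 as a mean of log2 ratios and -0.707 as a ratio of sums. The difference left to NoDox of 0.069 became 0.0576 with the unscaled deviation, 0.0595 with the deviation over the whole X chromosome, 0.0449 without input normalization, 0.0456 with averaged inputs and 0.0592 as a mean of log2 ratios. With 1 replicate left out, the 3 changes ranged from 0.64 to 0.66, from -0.43 to -0.39 and from 0.23 to 0.25 for H2AK119ub1, and from 0.606 to 0.611, from -0.55 to -0.53 and from 0.060 to 0.078 for H3K27me3.

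Counts of windows from limma depended on the model more than on the mask. For H2AK119ub1 between dTAG-13 + Dox and Dox, the count of 136 rose to 237 without input normalization, to 237 with averaged inputs and to 238 on the Xi – Xa difference. The middle value follows from the first, because an input common to all conditions cancels in a difference of log2 ratios. The count fell to 72 with the replicate number as a block, to 87 with only the 2 conditions compared in the model and to 0 at an adjusted p under 0.01, where 195 windows had an unadjusted p under 0.05. The H2AK119ub1 count of 231 on Dox became 138 at an adjusted p under 0.01, and the H3K27me3 count of 216 between dTAG-13 + Dox and Dox became 140. Between dTAG-13 + Dox and NoDox, where 0 windows passed, 2 H2AK119ub1 windows passed with only the 2 conditions in the model, and 77 H2AK119ub1 windows and 3 H3K27me3 windows passed with a variance trend on allelic input. With the replicate number as a block, 232 H2AK119ub1 and 241 H3K27me3 windows passed on Dox, 219 H3K27me3 windows passed between dTAG-13 + Dox and Dox, and 0 windows passed between dTAG-13 + Dox and NoDox for either mark, with 79 (H2AK119ub1) and 20 (H3K27me3) at an unadjusted p under 0.05. The replicate number pairs libraries by their labels. Deviations of libraries with the same number correlated by 0.143, 0.0241 and 0.0353 for H2AK119ub1 (NoDox with Dox, NoDox with dTAG-13 + Dox and Dox with dTAG-13 + Dox) and by 0.0982, -0.102 and 0.389 for H3K27me3. Counts could not be refitted with a replicate left out, since 1 library per condition leaves no residual degrees of freedom.

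The share of the Dox gain in Xi – Xa left after dTAG-13 depended on the scale. For H2AK119ub1 it was 15.5%, and it became 35.2% on log2(Xi/Xa) and 25.1% with library size in place of the spike-in. For H3K27me3 it was 5.11%, and it became 8.99% on log2(Xi/Xa) and 7.03% as a median over windows. With 1 replicate left out, it ranged from 12.6% to 18.4% for H2AK119ub1 and from 3.81% to 6.41% for H3K27me3.

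Scaling by library size divides a level by the occupancy ratio of all mouse reads, so it removes a change common to the genome and does not test one. Its values, 5 of the 10 reversals among them, are levels relative to the genome. On this scale the H2AK119ub1 ratio of dTAG-13 + Dox to NoDox changed side from 0.675 to 1.00025 on Xa and from 0.744 to 1.11 over the whole X chromosome, and the ratio of dTAG-13 + Dox to Dox moved from 0.571 to 0.912 on Xa and from 0.480 to 0.768 over the whole X chromosome. The ratios of Dox to NoDox moved from 1.18 to 1.097 on Xa, from 1.55 to 1.44 over the whole X chromosome and from 1.60 to 1.49 on the distal X chromosome. As medians over windows the last 2 were 1.61 and 1.66. For H3K27me3, library size in place of the spike-in changed the side of the ratio of dTAG-13 + Dox to NoDox from 0.9613 to 1.0074 on Xa and from 0.9607 to 1.0070 over the whole X chromosome, and that of dTAG-13 + Dox to Dox on Xa from 0.939 to 1.0033. The latter was 0.961 without input normalization and 0.981 with averaged inputs. The H3K27me3 Xa ratio of Dox to NoDox, 1.02, was 0.997 without input normalization and 0.995 with averaged inputs. The H3K27me3 ratio of dTAG-13 + Dox to Dox over the whole X chromosome, 0.731, was 0.781 with library size, 0.744 as a median over windows, 0.723 without input normalization and 0.739 with averaged inputs. With 1 replicate left out, the H3K27me3 ratios of dTAG-13 + Dox to NoDox ranged from 0.915 to 1.0078 on Xa and from 0.918 to 1.0032 over the whole X chromosome, and the Xa ratio of Dox to NoDox from 0.961 to 1.088, so none of these 3 has a stable direction. The H2AK119ub1 ratios of dTAG-13 + Dox to NoDox ranged from 0.610 to 0.739 on Xa and from 0.699 to 0.790 over the whole X chromosome.

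The Pearson correlation of Xi – Xa between the Dox replicates, 0.375 for H2AK119ub1 and 0.400 for H3K27me3, was replaced by Spearman values of 0.806 and 0.835. It rose to 0.973 and 0.986 without input normalization, where the mappability of windows, common to all libraries, adds to the correlation. The difference in log2 change between the most and the least enriched Xa windows, -0.20, was -0.48 when the windows were ranked in the same replicate, where noise in NoDox enters both the ranking and the change. The correlation of the residual with the Dox gain and the comparison of SPOC classes stayed on the same side of their thresholds under every alternative run.

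Masked windows numbered 69 with the unscaled deviation, against 39. The depth of the allelic values limits single windows, since a window in use held as few as 150 covered bases on Xi in the input of Dox replicate 2, against a median of 43425 per allele and window.

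Chosen after the data were examined were a mask with the unscaled deviation over the whole X chromosome, the removal of windows under 10% of the median allelic input, and a block with crossed replicate numbers. The mask gave 81 masked windows and H3K27me3 changes of 0.581 (Dox against NoDox), -0.524 (dTAG-13 + Dox against Dox) and 0.0576 (dTAG-13 + Dox against NoDox). The removal of sparse windows gave an H3K27me3 rise on Dox of 0.619, 3 H2AK119ub1 windows between dTAG-13 + Dox and NoDox, and Pearson correlations of 0.856 and 0.910. The crossed block, run for the H3K27me3 comparison of dTAG-13 + Dox with NoDox because of the correlation of -0.102, called 5 windows, 2 higher and 3 lower, with 1 residual degree of freedom. The differences of the replicate medians were 0.060 and 0.078 with the same numbers paired and 0.060 and 0.079 with crossed numbers.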

Differences from the paper's values

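The paper reports 79 of 414 windows as masked. The criteria as stated, applied with the mean of the 6 inputs and R's scaled median absolute deviation over the allelic windows, masked 39. Of the alternatives set before the data were examined, the unscaled median absolute deviation (69 windows) and the lowest 10% of allelic input (56 windows) came within 1.5 times the paper's count, while the lowest 5% of each allele (40 windows) and the deviation over the whole X chromosome (41 windows) did not. The unscaled deviation over the whole X chromosome, chosen after the values were seen, masked 81 windows.

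The legend of Figure 2B describes the replicates as highly correlated. The paper kept 335 windows, and no correlation was calculated here under a mask close to the paper's count, so the window sets differ. The Pearson correlation of Xi – Xa between the Dox replicates was 0.375 for H2AK119ub1 and 0.400 for H3K27me3 over 367 windows, and the Spearman correlations were 0.806 and 0.835. Without input normalization, an alternative set before the data were examined, the Pearson values were 0.973 and 0.986. On that scale windows also differ in mappability and in differences between the alleles, which all libraries share. These 2 values therefore do not measure the agreement of enrichment alone. Without sparse windows, a setting chosen after the values were seen, they were 0.856 and 0.910. The legend also covers cells treated with dTAG-13. In dTAG-13 + Dox, the Pearson correlations were 0.429 for H2AK119ub1 and -0.090 for H3K27me3, and the Spearman correlations were 0.524 and 0.386. Without sparse windows, the Pearson values of dTAG-13 + Dox were 0.516 and 0.418.

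The paper attributes the global loss of H2AK119ub1 to broad coverage and not to canonical PRC1 target sites. Over 250-kb windows of Xa, which do not resolve such sites, the most enriched windows lost more than the least enriched windows, by a log2 difference of -0.20 ± 0.12 (SD, n = 2).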

Other observations

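The tests of the H2AK119ub1 residual were set before the data were examined, apart from that of Xa against the genome, which was, like the tests of the Xa level and of the last allelic window, chosen only after the result was seen.

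H2AK119ub1 Xi/Xa stayed above NoDox in dTAG-13 + Dox cells by a log2 value of 0.24. It was higher than in NoDox in both replicates in 218 of 367 windows (59.4%) and lower in both in 32 (8.72%). If replicates moved at random, 25% of the windows would be expected in each class. Across windows, the residual gain in Xi – Xa of replicate 1 followed the Dox gain of replicate 2 with a Spearman rho of 0.366 (p = 0.0054, adjusted p = 0.0095), and the other pairing of replicates gave 0.348 (p = 0.0027, adjusted p = 0.0095), by circular-shift permutation, for which 0.0027 is the smallest p the 367 shifts can give. For H3K27me3 the values by circular-shift permutation were 0.044 (p = 0.341, adjusted p = 0.341) and 0.171 (p = 0.0027, adjusted p = 0.0095). H3K27me3 Xi/Xa was higher than in NoDox in both replicates in 160 windows (43.6%) and lower in both in 68 (18.5%). The excess of higher windows was thus smaller than for H2AK119ub1 but not specific to it. Input allele balance changed by a log2 value of -0.026 between NoDox and dTAG-13 + Dox. A fall in the input ratio raises Xi/Xa of IP over input and so adds to the residual, but the change was under 0.5 of its size. The residual was 0.21 with averaged inputs and 0.23 without input normalization. Xi – Xa had a residual gain in both replicates, 0.106 and 0.0685. A larger fall on Xa than on Xi would raise Xi – Xa too, so this test cannot tell a gain on Xi from a lower Xa. By calibrated level both alleles lay below NoDox, Xa at 0.675 and Xi at 0.796. Relative to all mouse reads, Xa was at 0.981 and 1.02 of NoDox in replicates 1 and 2 and Xi at 1.17 and 1.19, so a fall on Xa beyond that of the genome does not account for the residual. A hypothesis is that a weaker form of the Xist-linked deposition persists after loss of PCGF3/5. The rho of 0.366 is consistent with that, and the pattern was found and tested on the same 2 replicates.

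H2AK119ub1 enrichment on Xa was higher in Dox than in NoDox cells, 1.18 ± 0.0740 (SD, n = 2), which is more than the SD of the replicates. The H3K27me3 ratio was 1.02 ± 0.0900. Reads of Xi wrongly assigned to Xa would raise both marks. As a percent of the Xi gain, the Xa gain of H2AK119ub1 was 20.0% and 17.3% in replicates 1 and 2, and that of H3K27me3 was 8.34% and -6.63%, with the smaller gap between marks at 11.7 percentage points in replicate 1. The level of the genome, by the occupancy ratio, was 1.15 and 1.00 relative to NoDox. With library size in place of the spike-in, which gives Xa relative to that level, the H2AK119ub1 ratio was 1.07 and 1.12, so the lower value of 1.07 was still above 1 and a rise of the whole genome alone does not account for it. These tests leave a rise of H2AK119ub1 on Xa beyond that of the genome as a hypothesis.

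The last window of the allelic part (X, 103250001 to 103483233, mm10) holds *Xist* (103460366 to 103483254, minus strand) and *Tsix*, together with *Cdx4*, *Chic1* and *Tsx*. Its H2AK119ub1 Xi/Xa on Dox was 2.23 and 1.97 in replicates 1 and 2. In dTAG-13 + Dox it was 0.632 in replicate 1 and 1.74 in replicate 2, because Xa enrichment was 1.60 in replicate 1 and 0.427 in replicate 2. The difference between replicates was larger than in 99.7% of the 344 windows with adequate input, whereas the H3K27me3 Xi/Xa of the same cells was 1.22 and 1.36. On Xa, 98.1% of the windows used had fewer covered bases in that library, a rank that the excess itself raises. In the matched input 65.1% had fewer and in replicate 2 of the IP 71.1%, so the window was not short of reads. Its Xa input relative to the median window differed between replicates by a log2 value of 0.011, against a difference of 1.59 in Xa enrichment relative to the median window. Reads moved from Xi to Xa would leave the non-allelic enrichment unchanged, but relative to the median window this was higher in replicate 1 by a log2 value of 0.83, and the largest such difference in the 10 windows before it was 0.25. The excess was thus present in replicate 1 and absent from replicate 2. Contamination of that library with plasmid or amplified DNA from the locus was not tested, and no biological explanation was tested.

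The paper compares H2AK119ub1 over SPOC-independent and SPOC-dependent genes in WT and SPEN SPOCmut mESCs, by meta-profiles centered on transcription start sites. Its text reports greater enrichment over SPOC-independent genes after Xist induction in the SPEN SPOCmut data. The values here are means of Xi – Xa over 250-kb windows, which do not resolve start sites, so they do not test that comparison. In FKBP12 F36V-PCGF3/5 mESCs with intact SPEN, the mean H2AK119ub1 Xi – Xa gain on Dox was 0.916 in 77 windows with SPOC-independent genes alone and 0.673 in 28 windows with SPOC-dependent genes alone, as classed in Table S2. The difference of 0.243 had a circular-shift p of 0.068 (adjusted p = 0.079). Over all genes, each with the value of its window, it was 0.061 (148 and 85 genes, circular-shift permutation p = 0.556).

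The first 12 windows of the X chromosome, of which the first (1 to 250000) was to be reported, held no signal in the 6 inputs.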
